# Transcriptome-informed identification and characterization of *Planococcus citri cis*- and *trans*-isoprenyl diphosphate synthase genes

**DOI:** 10.1016/j.isci.2024.109441

**Published:** 2024-03-06

**Authors:** Mojca Juteršek, Iryna M. Gerasymenko, Marko Petek, Elisabeth Haumann, Sandra Vacas, Kalyani Kallam, Silvia Gianoglio, Vicente Navarro-Llopis, Michael Heethoff, Ismael Navarro Fuertes, Nicola Patron, Diego Orzáez, Kristina Gruden, Heribert Warzecha, Špela Baebler

**Keywords:** Biochemistry, Entomology, Omics, Phylogenetics

## Abstract

Insect physiology and reproduction depend on several terpenoid compounds, whose biosynthesis is mainly unknown. One enigmatic group of insect monoterpenoids are mealybug sex pheromones, presumably resulting from the irregular coupling activity of unidentified isoprenyl diphosphate synthases (IDSs). Here, we performed a comprehensive search for IDS coding sequences of the pest mealybug *Planococcus citri*. We queried the available genomic and newly generated short- and long-read *P. citri* transcriptomic data and identified 18 putative IDS genes, whose phylogenetic analysis indicates several gene family expansion events. *In vitro* testing confirmed regular short-chain coupling activity with five gene products. With the candidate with highest IDS activity, we also detected low amounts of irregular coupling products, and determined amino acid residues important for chain-length preference and irregular coupling activity. This work therefore provides an important foundation for deciphering terpenoid biosynthesis in mealybugs, including the sex pheromone biosynthesis in *P. citri*.

## Highlights

• Long- and short-read transcriptome sequence resource of *Planococcus citri* was built
• Potential *P. citri* IDS coding sequences were identified
• Five *P. citri* IDSs produced regular short polyprenyl chains
• *Trans*IDS5 produced low amounts of irregular polyprenyl chains

## Introduction

Terpenoids are a large class of metabolites produced by organisms in every branch of life. In insects, terpenoids have important roles in development (e.g., juvenile and moulting hormones) and as semiochemicals in intra- as well as interspecific interactions (e.g., sex, aggregating, alarm, dispersal, maturation, anti-aphrodisiac or trail pheromones, and defense compounds).^1^^,^^2^ Of special interest are the terpenoid sex pheromones produced by some mealybug and scale insect species (order Hemiptera, Superfamily Coccoidea). Sex pheromones are chemical signals that mediate communication between males and females of a species and are important for mating. In Coccoidea, they are produced by females to facilitate male navigation during mating and are thus emitted by virgin females, with cessation of production after mating.^3^ The majority of mealybug (family Pseudococcidae) and armoured scale insect (family Diaspididae) sex pheromones identified to date are irregular terpenoid compounds, mostly esterified mono- or sesquiterpenoid alcohols and carboxylic acids.^3^^,^^4^ Chemically synthesized mealybug and scale insect pheromones have been successfully used for pest control, providing a sustainable measure in climate change-challenged agriculture.^3^^,^^5^^,^^6^^,^^7^^,^^8^ Although an extensive body of research has been dedicated to the identification and study of mealybug and scale insect sex pheromones, the biosynthesis of their irregular backbone remains elusive.

The first step of terpenoid biosynthesis is catalyzed by isoprenyl diphosphate synthases (IDSs or prenyltransferases), which couple the C5 terpene building blocks, isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP) into C10 (geranyl diphosphate, GPP), C15 (farnesyl diphosphate, FPP), C20 (geranylgeranyl diphosphate, GGPP), and longer prenyl diphosphate precursor chains by sequential condensation steps.^9^ The prenyl diphosphate chains are then transformed into terpenoid compounds through the activity of terpene synthases (TPSs).

IDSs can be classified as either *cis*- or *trans*-, depending on the stereochemistry of the double bond in the reaction product. The two classes are evolutionarily and structurally distinct. *Trans*-IDSs adopt an α-fold and contain two conserved aspartate-rich motifs known as FARM (first aspartate-rich motif) and SARM (second aspartate-rich motif), which mainly occur as “DDxx(x)D”. *Cis*-IDSs, however, lack distinct conserved motifs and adopt the ζ-fold.^9^ Aspartate-rich motifs in *trans*-IDSs coordinate the Mg^2+^ ions important for the generation of the carbocation in the allylic substrate (DMAPP, GPP, FPP, or other), which can be attacked by IPP to form the new carbon-carbon (C–C) bond in the alkylation reaction. The coupling step catalyzed by IDSs can be also classified based on the orientation of the alkylation reaction. Most IDS enzymes catalyze the formation of regular 1′-4 (head-to-tail) C–C bond between the allylic substrate and IPP, while irregular head-to-middle reactions have been described for some *cis*- and *trans*-IDS enzymes, coupling two DMAPP units or DMAPP with an allylic substrate, forming branched or cyclic polyprenyl chains.^10^ To date, only a few enzymes with irregular coupling activity have been identified from plants (e.g.,^11^^,^^12^^,^^13^^,^^14^), bacteria (e.g.,^15^^,^^16^), and archaea (e.g.,^17^^,^^18^).

*Planococcus citri* (Risso, 1813), the citrus mealybug, is a small sucking insect. It is a widespread pest of numerous crops and ornamental plants, causing serious damage and economic losses.^19^ Its sex pheromone, planococcyl acetate, has a cyclobutane backbone, presumably resulting from irregular IDS coupling. It has been successfully chemically synthesized and deployed in integrated pest management via trap-based management strategies, which require only milligram quantities.^20^^,^^21^^,^^22^^,^^23^ Alternative management strategies, such as mating disruption, demand larger quantities and, therefore, require low-cost, scalable production methods.^3^ Biotechnological production of sex pheromones has been demonstrated recently for lepidopteran pheromones^24^^,^^25^ and biotechnological synthesis has been proposed as a sustainable route for large-scale, low-cost pheromone production. However, these methods require knowledge of the biosynthetic pathways.

To that end, we performed a comprehensive search of the *P. citri* genome, supported by newly generated short- and long-read sequence datasets of *P. citri* females, to identify candidate *cis*- and *trans*-IDSs. Eleven of the identified IDS sequences were tested for regular and irregular coupling activity, with a focus on the production of short-chain backbones. We confirmed regular coupling activity for five *trans*-IDS candidate enzymes, one of which also produced small amounts of irregular prenyl diphosphates, lavandulyl and maconellyl diphosphates. Our work contributes to the understanding of mealybug terpenoid biosynthesis providing a foundation for its biotechnological exploitation.

## Results

### *Planococcus citri* short- and long-read transcriptome resource

To complement the available *P. citri* genomic sequence data (*Pcitri*.v1 genome assembly, deposited at MealyBugBase^26^) we generated short and long transcriptome reads by performing RNA-seq and Iso-seq. 

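The gene counts that compare virgin with mated females come from 8 RNA-seq libraries, 4 per group, each made from a pool of approximately 150 whole females (approximately 100 mg), which the paper describes as biological replicates. They are named here by the replicate numbers of their labels: virgin replicates 2, 3, 5 and 6 and mated replicates 8, 9, 10 and 11. Mated females were taken from the main stock colony once ovisacs were present, and virgin females from lemons that were kept apart and cleared of male cocoons. Mating, egg laying and rearing therefore differed together between the groups. Polyadenylated RNA was sequenced as paired-end reads that the paper describes as strand-specific. Whether strand was used in counting is not given in the sources used here, so values of overlapping and antisense genes are uncertain. The authors mapped the trimmed reads to the Pcitri.v1 genome with CLC Genomics Workbench 10.0.1 (mismatch cost 2, insertion cost 3, deletion cost 3, length fraction 0.9, similarity fraction 0.9) and counted uniquely mapped pairs per gene model. Gene models with a near-identical copy lose reads under this rule, so their values are uncertain.
The count table holds 40620 gene models on 7784 scaffolds, and 31901 of them had at least 1 count. Total counts were 34396378, 29667566, 40309575 and 38098195 in virgin replicates 2, 3, 5 and 6 (median 36247286.5). In mated replicates 8, 9, 10 and 11 they were 33242618, 41921693, 50301861 and 35594041 (median 38757867). A single count was worth 0.0199 to 0.0337 CPM (counts scaled to the library total), and a count of 0 allows up to 3 counts, or 0.0596 to 0.101 CPM, which covers counting error only. Libraries of the same group differed by far more than sampling noise (chi-square per degree of freedom from 26.0 to 368.5), so each was counted once. The counts were used as deposited. The 21179 gene models that passed edgeR's default expression filter were scaled by TMM and compared with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over these genes. Log2 fold changes are virgin over mated females, so that positive values are higher in virgin females. Levels are TMM-scaled CPM, given as mean ± SD over the 4 pools of each group, and genes are placed by their Pcitri.v1 scaffold.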

With the transcriptome data, we aimed to obtain reliable coding sequence information at high depths, enabling a comprehensive search for IDS candidates expressed in *P. citri* or symbiotic organisms. Additionally, virgin and mated female-specific transcriptomic data were generated to perform differential expression analysis and detect possible pheromone synthesis-related changes in gene expression and therefore support the characterization of putative IDSs involved in sex pheromone biosynthesis. This was based on the hypothesis, that sex pheromone biosynthesis genes are expressed in virgin females only, as they are also the ones producing the pheromone compounds.^27^

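Of the 21179 gene models tested, 5595 (26.4%) were higher and 4514 (21.3%) were lower in virgin than in mated females at an adjusted p under 0.05 (edgeR), and 11070 did not pass the test. With upper-quartile factors, alone among the settings run, fewer were higher (5058) than lower (5334). The authors' deposited table also has fewer genes higher (4334) than lower (4641). Differences above 5 log2 units were rarer on the side of virgin females, with 58 genes, than on the side of mated females, with 226. A type B carboxylesterase (g5578, scaffold PCITRI_01746), an ester-cleaving enzyme, stood at 16.9 ± 2.37 CPM in virgin and 0.322 ± 0.289 CPM in mated females. Its log2 fold change was 5.70 (standard error 0.51, adjusted p = 0.000956, edgeR). An insect cuticle protein (g25022, PCITRI_00193) went the other way, with 0.201 ± 0.263 CPM in virgin and 360 ± 154 CPM in mated females and a log2 fold change of -10.78 (standard error 0.70, adjusted p = 0.000489, edgeR). The log2 fold change of g5578 was 6.49 without mated replicate 9, and that of g25022 was -12.20 without virgin replicate 2.
Among the other annotated genes with the largest increases in virgin females were a UDP-glycosyltransferase (g24281, log2 fold change 6.12, adjusted p = 0.00478), a peptidase of family M13 (g6655, 5.60, 0.00384) and a papain-like cysteine peptidase (g28529, 5.37, 0.00317), all by edgeR. The peptidase g28529 was the most abundant of these, with 690 ± 515 CPM in virgin and 16.6 ± 9.41 CPM in mated females. A glycosyl hydrolase of family 13 (g11959) had 22.1 ± 31.0 CPM against 0.472 ± 0.712 CPM (adjusted p = 0.0180, edgeR), a call that was lost without mated replicate 11 (adjusted p = 0.0539, between 0.00145 and 0.0539 over all settings). Virgin replicate 5 held 68.2 CPM of it and the other virgin libraries 1.64 to 11.3 CPM, and its log2 fold change of 5.57 was 3.83 without virgin replicate 5 and 7.52 without mated replicate 8. The unannotated genes g12782 and g26890 had log2 fold changes of 9.38 and 7.07, but limma voom gave adjusted p-values of 0.132 and 0.115 for them, where all settings gave 1.29e-07 to 0.132 and 3.21e-11 to 0.115. On the side of mated females were 2 more cuticle proteins, g29308 (-9.45) and g28977 (-7.91), the aspartic peptidases g6786 (-8.31) and g18890 (-7.67), the EF-hand protein g11344 (-9.85), the serpin g7460 (-7.34) and a reverse transcriptase domain gene (g21986, -7.53), with adjusted p-values from 0.000437 to 0.00472 (edgeR). Without virgin replicate 2 the log2 fold changes of g18890, g21986, g7460 and g6786 were -11.67, -11.92, -13.06 and -11.57. Without virgin replicate 5 those of g29308, g28977 and g24281 were -10.21, -9.46 and 5.02, and g28977 had -7.23 without mated replicate 10. Without mated replicate 9 those of g6655 and g12782 were 6.77 and 10.92, and g26890 had 6.04 without virgin replicate 6. The unannotated gene g2750 fell from 136 ± 44.7 CPM in mated to 0.102 CPM in virgin females. The unannotated gene g1311 had 0 counts over the virgin libraries and 9577 over the mated libraries (56.8 ± 38.3 CPM).
In 9147 genes (43.2%) the libraries of both groups did not overlap, where chance gives 2.86%. The first principal component of log2 CPM held 76.9% of the variance, with mated libraries between 83.3 and 139 and virgin replicates 3, 5 and 6 between -131.1 and -152.6. Virgin replicate 2 lay between them at -8.55, and across genes its mean Pearson correlation was 0.912 with the other virgin libraries and 0.921 with the mated libraries. Without it, 6891 genes were higher and 6724 were lower in virgin females.

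**Figure D1:**
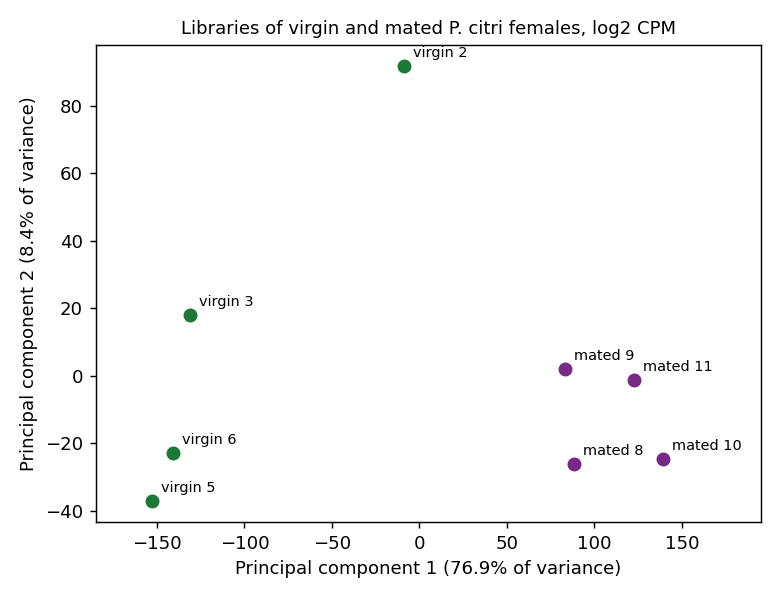
Position of the 8 libraries on the first and second principal components of log2 CPM over the 21179 tested genes, each point a pool of virgin or mated females. Virgin replicate 2 sits at -8.55 on the first component, between the other virgin libraries (-131.1 to -152.6) and the mated libraries (83.3 to 139).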

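Genes with at least 1 CPM in every virgin library and at most 0.1 CPM in every mated library were few. There were 2, and no IDS gene model was among them. One was a UDP-glycosyltransferase (g5905, PCITRI_01795), an enzyme that conjugates small lipophilic molecules with sugars, with 3.18 ± 0.450 CPM in virgin and 0.0298 ± 0.0215 CPM in mated females. It was 107-fold higher in virgin females (log2 fold change 6.53, standard error 0.54, adjusted p = 0.000447, edgeR). The other was the unannotated gene g6886 (PCITRI_01958), with 1.49 ± 0.306 CPM in virgin females and a single count in the mated libraries (adjusted p = 0.000571, edgeR). It was named after its values were seen. Under the mirrored limits 32 genes were restricted to mated females. Of these, 11 had an InterPro entry, among them 2 trypsin-like serine proteases, 2 BTB/POZ domain proteins, 1 cuticle protein and 1 serpin.
The number of virgin-restricted genes depends on the limit and on single libraries. It was 42 with up to 0.5 CPM allowed in each mated library, and 8, 4, 10 and 5 without virgin replicate 2, virgin replicate 6, mated replicate 8 and mated replicate 9.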

Short Illumina reads from virgin and mated *P. citri* females generated in this study were *de novo* assembled on its own (Figure S1A), and together with other available *P. citri* short-read sequence data, including reads from *P. citri* males (Figure S1B). Both assemblies were combined, resulting in 389,962 unique sequences (Figure S1C). After the merge with the long-read transcriptome (Figure S1D), the full consolidated set contained 440,881 unique transcript sequences (Figure S1E), with an average length of 1,356 nucleotides and N50 of 2,908 nucleotides (Table S1). On average, around 80% of short reads from each sample mapped back to *de novo* transcriptome assembly (Table S2). To retain as much variability as possible, we did not do any further assembly thinning and the presented dataset is, therefore, redundant. Approximately 53% of the transcripts mapped to the *Pcitri*.v1 genome, with a third of them mapping to the annotated *Pcitri*.v1 gene models. Completeness assessment with BUSCO^28^ found 98.7% complete BUSCOs for the consolidated transcriptome, the majority of which were duplicated (Figure S2). Transcript IDs with their InterPro annotations, information on mapping to *Pcitri*.v1 genome, and virgin versus mated female differential expression values are available in Table S3A, as well as on FAIRDOMHub along with a fasta file with all sequences from the consolidated transcriptome (see Data and code availability).

Due to the elusive nature of terpenoid biosynthesis in insects, it has been hypothesized that the origin of some terpenoids (or their precursors), might not be the insects themselves, but rather endosymbiotic bacteria or even plant food.^29^ For a comprehensive analysis of the biosynthetic capacity for terpenoids found in *P. citri*, our transcriptomic resource, therefore, contains transcripts of all taxonomic origins, as we elected not to exclude non-insect reads. Taxonomic analyses revealed that out of 207,753 protein sequences determined from the consolidated transcriptome, 26% were unclassified, with the majority of classified sequences assigned to insects (Figure S3). 2,641 sequences were assigned to bacteria, 1,010 of which correlated best with sequences from *Candidatus* Moranella endobia, a secondary endosymbiont of *P. citri*. The acquired data also includes 2,364 viral, 1,629 plant, and 4,299 fungal sequences. Of the plant sequences, most were assigned to potato (*Solanum tuberosum*), probably originating from the *P. citri* food source. Of the fungal sequences, most were assigned to *Wallemia mellicola*, a cosmopolitan fungus with air-disseminated spores.^30^

### Identification of putative IDS coding sequences

To find sequences with homology to *cis*- and *trans*-IDS enzymes, we searched *Pcitri*.v1 genome assembly as well as the *P. citri* consolidated transcriptome (Figure S1E) for sequences with assigned InterPro family annotations IPR001441 and IPR036424 (for *cis*-IDS sequences) or IPR000092 (for *trans*-IDS sequences). On the *Pcitri*.v1 genome assembly we also performed MAST motif search. All extracted sequences (Tables S4A and S4B) were collapsed into clusters based on their sequence similarity to manually inspect possible assembly or sequencing errors and determine the most probable consensus sequence. This resulted in a final number of 30 putative IDS sequences (Table S4C).

Newly acquired long- and short-read data provided alternative transcript sequences to matching *Pcitri*.v1 gene models of the same cluster for seven IDS sequences as well as information on possible sequence variability (Figures 1 and S4). For five candidates (*cis*IDS1, *trans*IDS4, *trans*IDS5, *trans*IDS11, and *trans*IDS12) we were able to confirm the sequences predicted by the transcriptome data with amplification (Figure 1). Two different amplicons were obtained in the case of *trans*IDS4 (Figure 1A), one identical to the gene model and one with N-terminal truncation and an insertion of 25 amino acids. For *trans*IDS5 (Figure 1B), the gene model was missing 283 amino acids at the N-terminus. For *trans*IDS11 (Figure 1C), we amplified a sequence with a frameshift close to the C-terminus resulting in a 21 amino acids long C-terminus truncation. In the case of *trans*IDS12 (Figure 1D), the structure of the amplified sequence differed significantly from the annotated gene models. Additionally, two variations of the same full-length *trans*IDS12 sequence were amplified, differing in a single amino acid position: L328 versus Q328 (Figure 1D). We also detected other single nucleotide polymorphisms (SNPs). For example, the translated amplicon of *cis*IDS1 has Leu (L327) instead of His at position 327 (H327), the latter predicted in the gene model, while the transcripts predicted from the *de novo* assembly or fully sequenced all have L327. Examining the mapping of short reads to the genome assembly, we observed that approximately 80–90% of the short reads correspond to L327 and the rest to H327.

**Figure 1:**
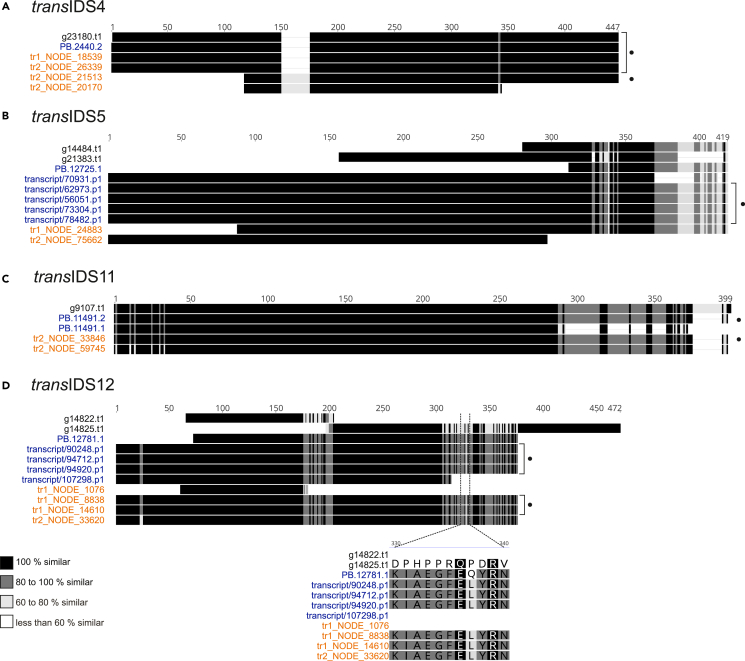
Identification and confirmation of IDS coding sequences predicted by transcriptome data Multiple sequence alignments for clusters of overlapping transcripts and gene models for candidate sequences *trans*IDS4 (A), *trans*IDS5 (B), *trans*IDS11 (C), and *trans*IDS12 (D). Each cluster includes translated coding sequences obtained from *Pcitri*.v1 gene models (in black text), long-read transcripts (in blue text), and transcripts *de novo* assembled from short reads (in orange text). All sequences are available in Table S4C. Sequences confirmed with amplification from cDNA and Sanger sequencing are marked with black dots. Color-coded sequence similarity is given in the legend in the bottom left. The alignment around the L328 versus Q328 variation is shown below the full-length alignments for *trans*IDS12 in (D). Multiple sequence alignment was done in MEGAX using the MUSCLE algorithm and visualized with Geneious software.

Eight of the identified IDS sequences most likely originated from other species: *trans*IDS14 has only one mismatch to an FPPS (farnesyl diphosphate synthase) from potato, while *trans*IDS15, *cis*IDS7, and *cis*IDS10 have 100% identity to different IDS sequences from the fungus *Wallemia mellicola* (Table S4C). *Trans*IDS6, *trans*IDS7, *cis*IDS4, and *cis*IDS6 have homology to insect IDS sequences. However, as determined by phylogenetic analysis (Figures S5–S8), these grouped with homologous sequences from Chalcidoidea wasps (Hymenoptera). Additionally, one sequence can be assigned to a *P. citri* symbiont: *cis*IDS8 is identical to a protein annotated as a UPPS (undecaprenyl diphosphate synthase) from *Candidatus* Moranella endobia.

### *In silico* analysis reveals diverse putative functions of candidate *P. citri* IDSs

We further analyzed the sequence features and phylogeny of identified *P. citri* IDS sequences, which suggested their potential functions (Table 1; Figure 2 for *trans*-IDS candidates). Two candidate sequences (*trans*IDS2, *trans*IDS4) are similar to decaprenyl diphosphate synthases (DPPSs), long-chain IDSs that catalyze the formation of the ubiquinone prenyl sidechain, important in aerobic cellular respiration. The functional DPPS enzyme forms a heterodimer of subunits 1 and 2, of which subunit 1 has a higher sequence homology to IDSs, while subunit 2 acts as a regulatory subunit.^31^^,^^32^ T*rans*IDS2 is similar to sequences of DPPS subunit 1 (Figures 2 and S5), while *trans*IDS4 lacks the D-rich motifs and is similar to sequences of DPPS subunit 2 (Table 1, and Figure S10).

**Table 1:** *P. citri cis*- and *trans*-IDS candidates

Candidate	FARM	SARM	Putative function	logFC	R	I
*trans*IDS2	DDVID	DDLLD	DPPS subunit 1	0.18	Y	N
*trans*IDS3	DDIID	DDYLD	FPPS	1.20∗	Y	N
*trans*IDS4	/	/	DPPS subunit 2	0.32	N	N
*trans*IDS5	DDIMD	DDYLD	FPPS	0.22	Y	Y
*trans*IDS8	DDILD	NDYND	FPPS-like	−1.26	/	/
*trans*IDS9	DDIFD	NDYND	FPPS-like	3.11∗	/	/
*trans*IDS10	DDAID	NDYCD	FPPS-like	0.93∗	N	N
*trans*IDS11	DDALD	NDYYD	FPPS-like	1.61∗	Y	N
*trans*IDS12	DDIAD	NDGVAL	FPPS-like	5.49∗	N	N
*trans*IDS13	DDVVD	NDGFVL	FPPS-like	−1.22∗	/	/
*trans*IDS16	DDIQD	DDYCN	GGPPS	0.08	N	N
*trans*IDS17	DDFHD	/	ubiquitin thioesterase	−0.13	Y	N
*trans*IDS18	DDALD	NDYYD	FPPS-like	−0.38	/	/
*cis*IDS1	/	/	DHPPS	0.07	N	N
*cis*IDS2	/	/	DHPPS-like	1.90	/	/
*cis*IDS3	/	/	DHPPS-like	0.09	/	/
*cis*IDS5	/	/	DHPPS-like	0.04	/	/
*cis*IDS8∗	/	/	UPPS	NA	N	N
*cis*IDS9	/	/	DHPPS regulatory subunit	0.15∗	/	/

For each candidate sequence, its putative function, differential expression values (logFC), contrasting samples from virgin to mated females, and results of *in vitro* regular (R) and irregular (I) C10 or C15 coupling activity tests of the proteins expressed in *E. coli* are given. For *trans*-IDS candidates, amino acids positioned at the first and second D-rich motif (FARM, SARM) according to the multiple sequence alignment are given as well. Conserved aspartate (D) residues are underlined. LogFC (log2-fold changes) values were obtained by averaging logFC values for all sequences in the sequence cluster of each candidate (Table S4C) and are marked with an asterisk if the differential expression was statistically significant (pAdj >0.05) for at least one of the sequences in each cluster. "/" – activity test not performed. 

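Of the 17 IDS gene models with enough counts for a test, 4 were higher in virgin than in mated females, 1 was lower and 12 did not pass (edgeR). These are the gene models of *trans*IDS3 (g32607), *trans*IDS11 (g9107) and *trans*IDS12 (g14822 and g14825) on the higher side and of *trans*IDS20 (g4554) on the lower side. When adjusted over the list alone, 3 were higher and 1 was lower. By the adjustment over all genes, 23.5% of the 17 were higher and 5.88% lower, against 26.4% and 21.3% of all tested genes. *Trans*IDS20 is not in Table 1, and the paper reports no canonical D-rich motifs and no similarity matches for it. The *trans*IDS20 gene model (PCITRI_01609) had 0.132 ± 0.231 CPM in virgin and 1.52 ± 0.418 CPM in mated females, a log2 fold change of -3.48 (standard error 0.97, adjusted p = 0.0186, edgeR) that did not pass without mated replicate 11 (adjusted p = 0.0511, between 5.67e-05 and 0.0511 over all settings) and was -6.14 without virgin replicate 2 and -6.26 with sample quality weights.
Other gene models did not pass the test. For the decaprenyl diphosphate synthase subunits, which make the ubiquinone side chain, the log2 fold change was 0.22 (standard error 0.17, adjusted p = 0.313, edgeR) for *trans*IDS2 (g1822) and 0.58 (standard error 0.22, adjusted p = 0.0573, edgeR) for *trans*IDS4 (g23180). The latter passed without virgin replicate 2 (0.00139), with sample quality weights (0.00246) and with library size as the only scaling (0.0472), in a range from 0.00139 to 0.139 over all settings. The FPPS-like *trans*IDS8 (g34061) had -0.73 (standard error 0.28, adjusted p = 0.0572, edgeR) and passed with upper-quartile factors (0.0426) and without mated replicate 9 (0.0488), in a range from 0.0426 to 0.138. Log2 fold changes lay between -0.13 and 0.15 for *trans*IDS1 (g24024), *trans*IDS16 (g21682), *trans*IDS17 (g35512), *cis*IDS1 (g1599) and *cis*IDS9 (g23740).
The list was compiled from 23 gene models of 20 candidates, by sequence and not by expression, so some candidates count more than once. It includes *trans*IDS1, *trans*IDS19 and *trans*IDS20, for which the paper reports no canonical D-rich motifs. As a set the list did not pass against the other genes (camera, adjusted p = 0.231, and adjusted p = 0.58 with an estimated correlation). It passed fry, which asks whether the genes of a list move on balance one way, without the other genes (higher, adjusted p = 0.0061). Without virgin replicate 5, mated replicate 10 or mated replicate 11 the number of higher gene models was 2. The number of lower ones was 2 when each virgin replicate was left out in turn, 3 without mated replicate 9 and 0 without mated replicate 11.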

Asterisk in the "Candidates" column denotes the sequence originating from *Candidatus* Moranella endobia. DPPS – decaprenyl diphosphate synthase, FPPS – farnesyl diphosphate synthase, GGPPS – geranylgeranyl diphosphate synthase, DHPPS – dehydrodolichyl diphosphate synthase.

**Figure 2:**
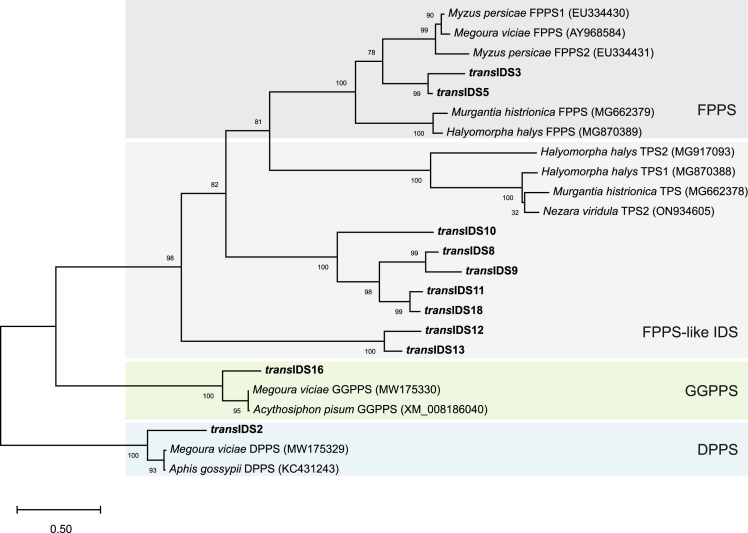
Phylogenetic tree of *P. citri trans*-IDS candidates and characterized *trans*-IDS sequences from Hemiptera species The predicted functions are shown in colored rectangles (DPPS, decaprenyl diphosphate synthase; GGPPS, geranylgeranyl diphosphate synthase; FPPS, farnesyl diphosphate synthase). The maximum-likelihood tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left). Bootstrap values (1,000 replicates) are shown next to nodes. We included all *P. citri trans*-IDS candidates, except for *trans*IDS17, a predicted ubiquitin thioesterase, and examples of IDS sequences from Hemiptera species, which were characterized *in vitro.* The latter include sequences from aphids (*Megoura viciae*,^32^^,^^33^*Aphis gossypii*,^31^*Myzus persicae*,^34^ and *Acyrthosiphon pisum*^35^) and from shield bugs (*Halyomorpha halys*,^36^*Nezara viridula*,^36^ and *Murgantia histrionica*.^37^ See Figure S9 for the alignment of *P. citri trans*-IDS sequences included in the phylogenetic tree.

*Trans*IDS3 and *trans*IDS5 have high similarity to FPPSs (Table 1; Figures 2 and S6). Additionally, there are seven sequences (*trans*IDS8, *trans*IDS9, *trans*IDS10, *trans*IDS11, *trans*IDS12, *trans*IDS13, *trans*IDS18) with similarity to FPPS-like sequences from other Coccoidea species (Figure S11). All seven of them have a canonical FARM (DDxxD), but not SARM (Table 1). Phylogenetically, the FPPS-like sequences are separated from the mealybug FPPS sequences with low sequence similarity between the two groups (Figure S11). Similar diversification pattern of IDS genes within Coccomorpha has been indicated previously.^36^ *Trans*IDS3 and *trans*IDS5, as well as *trans*IDS12 and *trans*IDS13 also have high pairwise sequence similarity (78% and 75%, respectively), indicating a possibility of more recent duplication events.

*Trans*IDS16 is similar to geranylgeranyl diphosphate synthases (GGPPS), catalyzing the formation of the diterpenoid precursor (Figures 2 and S12). Sequences of *trans*IDS1, *trans*IDS19, and *trans*IDS20 do not have canonical D-rich motifs. Additionally, *trans*IDS1 is similar to E3 ubiquitin protein ligases, while we could not find any similarity matches for *trans*IDS19 and *trans*IDS20. *Trans*IDS17 is similar to otubain-like ubiquitin thioesterases (Figure S13) and includes a DDxxD motif aligning with FARM, as do all other otubain-like orthologs identified from mealybugs and included in the phylogenetic analysis (Figure S13).

Out of the *cis*-IDS candidates, *cis*IDS1, *cis*IDS2, *cis*IDS3, and *cis*IDS5 are homologous to the catalytic subunit of heterodimeric dehydrodolichyl diphosphate synthase (DHPPS) (Figures S7 and S14), involved in the biosynthesis of dolichol phosphate, the lipid carrier of glycosyl units used for N-glycosylation in eukaryotes. Candidates *cis*IDS2, *cis*IDS3, and *cis*IDS5 have some closer orthologs within the Coccoidea, however, they are very distant to other DHPPS sequences and even *cis*IDS1 (Figure S14). On the other hand, *cis*IDS9 has highest similarity to sequences of the DHPPS regulatory subunit (Figure S8).

### Regular IDS activity was shown for five and irregular activity for one *P. citri* candidate

With the aim of identifying enzymes involved in the synthesis of the irregular C10 sex pheromone, we tested the activity of *P. citri* IDS candidates for producing short polyprenyl chains. We selected 11 *P citri* candidate sequences with homology to *trans*- or *cis*-IDSs for which the full sequence was confirmed with long-read transcriptome sequencing (Tables 1 and S4C). Two of these sequences (*trans*IDS3 and *trans*IDS10) were synthesized according to long-read sequencing data, and nine sequences (*trans*IDS2, *trans*IDS4, *trans*IDS5, *trans*IDS11, *trans*IDS12, *trans*IDS16, *trans*IDS17, *cis*IDS1, and *cis*IDS8) were amplified from *P. citri* cDNA (Table S4C). All sequences were expressed in *E. coli* and purified recombinant proteins were tested *in vitro* to identify regular and irregular IDS catalytic activity forming C10 or C15 backbones (see Figure S15 for SDS-PAGE of expressed and purified candidates). For *trans*IDS4 and *trans*IDS12, two amplicons were obtained, cloned, and tested (Figures 1A and 1D, and Table S4C).

Five *trans*-IDS-like proteins (*trans*IDS2, *trans*IDS3, *trans*IDS5, *trans*IDS11, and *trans*IDS17) displayed regular IDS activity (Table 1, and Figure 3A). The products of *trans*IDS2, *trans*IDS5, *trans*IDS11, and *trans*IDS17 were identified as geranyl and farnesyl diphosphates based on chromatographic behavior and mass spectra of diphosphates and their dephosphorylated alcohol derivatives (Figures 3A, 3C, and S16–S24). Candidate *trans*IDS3 had an unusual pattern of regular prenyl diphosphate products. It formed two isomers of C10 prenyl diphosphate, geranyl and *iso*-geranyl diphosphates, that were further elongated to two C15 isomers: farnesyl and *iso*-farnesyl diphosphate (Figures 3C and S16–S21). Both isomers were identified based on the MS reference library spectra. Specific activities of *trans*IDS5 were significantly higher than those of the other enzymes, with *trans*IDS3 also exhibiting a relatively high activity for the production of C10 prenyl diphosphates (Figure 3A, and Table S5). Both *trans*IDS3 and *trans*IDS5 sequences were expressed in *P. citri* females with *trans*IDS3 also differentially expressed between virgin and mated females with higher expression in virgin females (Tables 1 and S4C).

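The *trans*IDS3 gene model (g32607, PCITRI_00608) had 4.65 ± 1.57 CPM in virgin and 1.76 ± 0.929 CPM in mated females and was 2.64-fold higher in virgin females. Its log2 fold change was 1.40 (standard error 0.39, adjusted p = 0.0198, edgeR), and 0.0299 when adjusted over the list alone. Each virgin library, from 3.29 to 6.73 CPM, lay above each mated library, from 1.16 to 3.12 CPM. For *trans*IDS5 there are 2 gene models on separate scaffolds, and neither passed the test. The first, g14484 (PCITRI_04051), had 6.69 ± 0.973 CPM in virgin and 6.21 ± 0.724 CPM in mated females (log2 fold change 0.11, standard error 0.17, adjusted p = 0.626, edgeR). The second, g21383 (PCITRI_00069), had 11.5 ± 0.532 and 11.4 ± 0.632 CPM (log2 fold change 0.01, standard error 0.12, adjusted p = 0.932, edgeR).
The call of *trans*IDS3 was lost without virgin replicate 5 (adjusted p = 0.0531), mated replicate 10 (0.0600) or mated replicate 11 (0.0579), and its adjusted p lay between 0.00246 and 0.0600 over all settings.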

**Figure 3:**
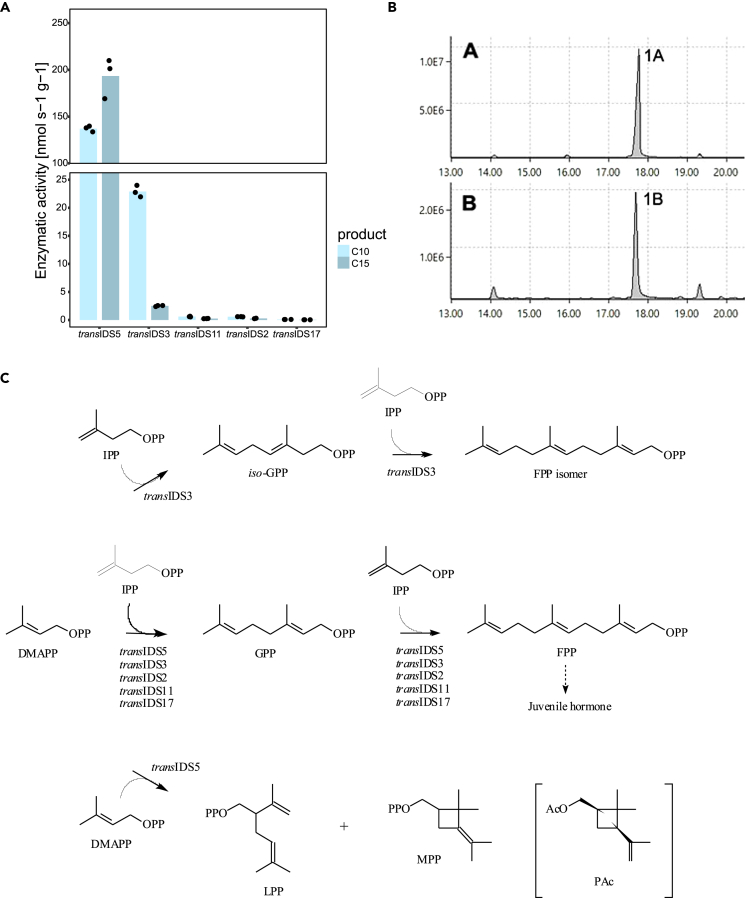
*In vitro* activity of *P. citri* IDS sequences expressed in *E. coli* Measured enzymatic activity for production of C10 and C15 prenyl diphosphates (A), chromatogram of standard geraniol (peak 1A in upper panel) and *trans*IDS5 product (peak 1B in lower panel) (B), and schematic representation of confirmed coupling reactions performed by *P. citri trans*-IDS candidates (C). *Trans*IDS5, *trans*ID11, *trans*IDS2, and *trans*IDS17 produced C10 geranyl diphosphate (GPP) and C15 farnesyl pyrophosphate (FPP); *trans*IDS3 produced C10 GPP and *cis*-isogeranyl diphosphate and two C15 FPP isomers. (A) Activity for production of C10 prenyl diphosphates (light blue bars) and activity for production of C15 prenyl diphosphates (dark blue bars). Height of the bars represents the mean of three separate measurements, plotted as block dots. Raw data are available in Table S5. Note the y axis break due to the much higher activity of *trans*IDS5. We did not detect any C10 or C15 products with other tested candidates (Table 1). Chromatograms in (B) are also shown in Figure S16. MS spectra of highlighted peaks are given in Figure S17. Chromatograms and MS spectra of products obtained with other candidates are available in Figures S16–S27. In (C), dimethylallyl diphosphate (DMAPP) can be joined to its isomer isopentenyl diphosphate (IPP) to form regular geranyl and iso-geranyl diphosphates (GPP and iso-GPP) and isomers of farnesyl diphosphate (FPP). FPP is a precursor for juvenile hormone biosynthesis, as denoted by the dashed arrow. Alternatively, two DMAPP units can be assembled into irregular lavandulyl diphosphate (LPP) and maconellyl diphosphate (MPP). The structure of planococcyl acetate (PAc), the sex pheromone of *P. citri*, is shown in brackets and is presumed to result from the coupling of two DMAPP units as well.

Moreover, candidate *trans*IDS5 also had a low level of irregular IDS activity, if supplied with DMAPP only (Figure 3C). The enzyme produced two compounds, which were identified as lavandulyl (LPP) and maconelliyl diphosphate (MPP), based on GC-MS data of their dephosphorylated derivatives (Figures S25–S27).

To assess the activities of candidate proteins *in vivo* in the eukaryotic cell environment, the candidate IDS sequences were transiently expressed in the plant heterologous expression model *Nicotiana benthamiana*. Plants utilize two separately compartmentalized pathways for production of C5 isoprene blocks IPP and DMAPP. Mevalonate (MVA) pathway is localized in the cytoplasm, while MEP (methylerythritol phosphate) pathway operates in chloroplasts. Regular monoterpenes in plants derive mainly from the MEP pathway, although the cross-talk between the precursor pools is possible.^38^ The known irregular IDS enzymes of plant origin (CPPS from *Tanacetum cinerariifolium* and LPPS from *Lavandula x intermedia*) are localized to chloroplasts.^11^^,^^13^ In our experiments, the deletion of chloroplast-targeting peptide from these enzymes resulted in activity loss in plant cells. Therefore, each candidate gene was tested in its native form and with the addition of a chloroplast transit peptide. HPLC-MS analysis of leaf extracts did not reveal irregular prenyl diphosphates. Similarly, no production of volatile organic compounds derived from irregular monoterpenoids was detected by GC-MS in agroinfiltrated *N. benthamiana* leaves. Regular isoprenyl diphosphate synthase activity of candidate proteins could not be assessed in this system due to the presence of native plant GPP and FPP interfering with the detection of additional GPP and FPP possibly formed by heterologously expressed enzymes.

### Mutagenesis of *trans*IDS5 active site revealed functional importance of active site residues for its enzymatic activity

We further set to identify the amino acid residues important for the irregular coupling activity of *trans*IDS5 by performing mutagenesis. It was suggested that replacement of the first aspartate (D) in SARM with asparagine (N) played an important role in the evolution of irregular coupling activity.^39^ However, in *trans*IDS5, analogous mutation (D308N) caused a complete loss of irregular activity. The same was observed after the exchange of two other aspartate residues in SARM (D309N and D312N), and the first aspartate in FARM (D166N).

Moreover, the regular activity of aspartate mutants was affected to different degrees (Figure 4A). The regular activity of D166N mutant was significantly diminished, although the ratio between C10 GPP and C15 FPP was similar to the wild-type (WT) *trans*IDS5 (Figure 4A). D308N and D312N substitutions had an impact on the regular product length. Both mutants performed the initial coupling of IPP and DMAPP to C10 chains at levels comparable to the WT enzyme, but the addition of the second IPP to form the C15 chain was hampered compared to the WT (Figure 4A). The regular activity was completely abolished after the D309N exchange (Figure 4A).

**Figure 4:**
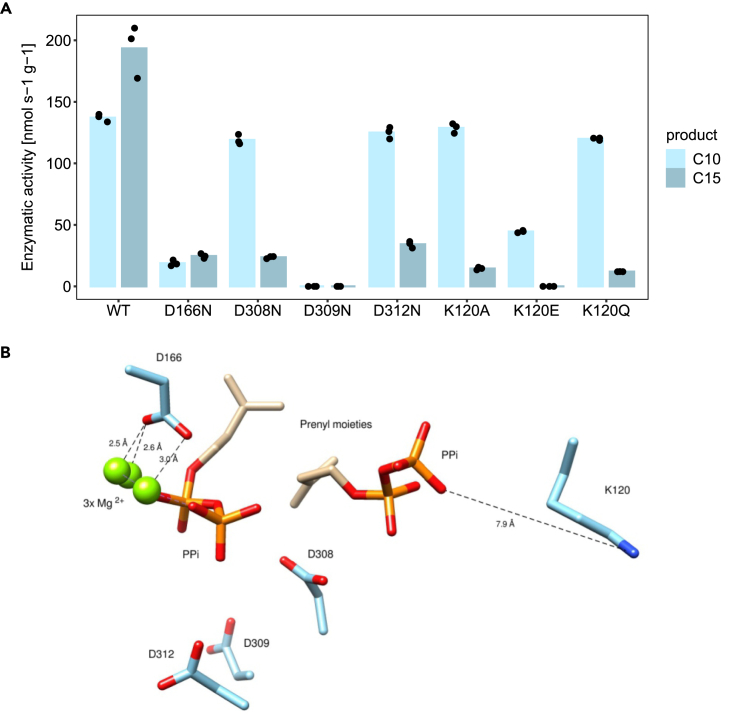
Mutagenesis of *trans*IDS5 active site residues (A) Activity of *trans*IDS5 and its mutants expressed in *E. coli.* Activity for the production of C10 geranyl diphosphate (GPP, light blue bars) and activity for the production of C15 farnesyl diphosphate (FPP, dark blue bars) are plotted. Height of the bars represents the mean of three separate measurements, plotted as black dots. Raw data are available in Table S5. (B) Mutated amino acids and their position in the active site, based on a computational model of active center of *trans*IDS5 with two bound substrate (IPP) molecules showing the aspartate of the first (D166) and the second (D308, D309, D312) aspartate-rich motifs and lysine 120 (K120). Oxygen atoms in aspartate side chains and in pyrophosphate moieties (PPi) of the substrates are shown in red; the nitrogen atom of lysine side chain is highlighted in blue.

To find additional residues important for the catalytic activity of *trans*IDS5, we build a computational model of its 3D structure (Figure 4B). We identified a positively charged lysine (K) residue in position 120 located at a comparatively short distance from the negatively charged diphosphate moiety of the IPP substrate (Figure 4B). We exchanged this residue with alanine (K120A), polar uncharged glutamine (K120Q), and negatively charged glutamate (K120E). All three substitutions resulted in the loss of irregular coupling activity, as well as in the diminished elongation of GPP (C10) to FPP (C15). As expected, the K120E exchange, introducing a negative charge in the active site, had the most inhibiting effect, precluding FPP formation entirely (Figure 4A).

### Heteromeric associations did not change IDS activity

In most cases, *trans*- and *cis*-IDSs are active in the form of homodimers.^40^ However, some IDSs form heterodimers with non-catalytic subunits, which modulate or stimulate their activity.^18^^,^^41^^,^^42^^,^^43^^,^^44^^,^^45^^,^^46^ To determine if irregular coupling might depend on the presence of other subunits, we tested *P. citri* IDS candidates in combinations with potential interactors (Table S6). In the *P. citri* genome, we identified homologs of the DPPS and DHPPS regulatory subunits (*trans*IDS4 and *cis*IDS9, respectively) and both were combined with all IDS-like candidates in irregular activity assays (Table S6). In addition, we examined two *P. citri* non-IDS-like proteins for their IDS-modifying activities: the protein product of g23689.t1, annotated as a pheromone-binding protein (PBP) and highly expressed in virgin females (Table S3B), and g36424.t1, identified as a *P. citri* homolog of isopentenyl diphosphate isomerase (IDI), an enzyme catalyzing the reversible isomerization of IPP to DMAPP (Table S6). 

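The gene of the putative pheromone-binding protein, g23689 (PCITRI_00140), had 54.7 ± 13.6 CPM in virgin and 0.427 ± 0.600 CPM in mated females and was 128-fold higher in virgin females. Its log2 fold change was 6.98 (standard error 0.86, adjusted p = 0.00179, edgeR), and 8.65 without mated replicate 9, 8.58 with limma voom and 8.28 with sample quality weights. The mated libraries held 0, 53, 2 and 13 counts of it in replicates 8, 9, 10 and 11. As the study picked this gene on these samples, its direction is not independent evidence. The isopentenyl diphosphate isomerase, g36424 (PCITRI_00898), had 154 ± 18.9 CPM in virgin and 42.4 ± 3.84 CPM in mated females (log2 fold change 1.86, standard error 0.12, adjusted p = 0.000437, edgeR).
Of 13 genes listed as mevalonate pathway enzymes, 7 of them thiolases, which also act in fatty acid breakdown, and 1 the isomerase, 8 were higher in virgin females, 2 were lower and 3 did not pass (edgeR), with the same counts when adjusted over the list alone. A kinase of the GHMP family (g32752) was at 114 ± 11.0 and 49.8 ± 6.00 CPM in virgin and mated females (log2 fold change 1.20, standard error 0.12, adjusted p = 0.000904, edgeR). The lower ones were an HMG-CoA synthase gene (g36917), which acts early in the pathway, with 27.0 ± 5.22 and 50.2 ± 2.53 CPM (log2 fold change -0.89, adjusted p = 0.00230, edgeR), and a thiolase gene (g30557, -0.41, 0.0403), whose call was lost without virgin replicates 3 (0.0521) or 6 (0.0937), without mated replicates 8 (0.0867), 9 (0.0639), 10 (0.0645) or 11 (0.0842) and with library size as the only scaling (0.0876), in a range from 0.00744 to 0.0937. In each of these fits 1 enzyme was lower. The list as a set was higher in virgin females (camera, adjusted p = 0.0362), which did not hold with an estimated correlation (adjusted p = 0.58), without virgin replicate 2 (0.0871) or without mated replicate 10 (0.0521), in a range from 0.0268 to 0.0871 at the preset correlation.
Of 44 genes with an odorant or pheromone binding protein entry, g23689 included, 17 were higher in virgin females, 3 were lower and 24 did not pass (edgeR), also when adjusted over the list alone. One of them, g24818, had 28.5 ± 12.0 and 4.40 ± 1.10 CPM (log2 fold change 2.70, adjusted p = 0.00175, edgeR). Another, g5037, fell from 1.61 CPM in mated to 0.335 CPM in virgin females (-2.24, adjusted p = 0.00619, edgeR). A further one, g330, had -2.06 (adjusted p = 0.0271) and -2.82 without virgin replicate 2, and its call was lost without virgin replicates 3 (0.0715) or 6 (0.0725) or mated replicates 8 (0.0595), 10 (0.0653) or 11 (0.0529), in a range from 0.000679 to 0.0725. The set was higher in virgin females (camera, adjusted p = 0.00995, and adjusted p = 0.58 with an estimated correlation), and the number of higher genes was 11 without mated replicate 10 and 26 with sample quality weights. The number of lower genes was 1 without virgin replicate 3 or mated replicates 8, 10 or 11.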

Addition of *P. citri*-IDI to the reaction with IDS candidates supported the formation of regular products, if either IPP or DMAPP only were added to the reaction. However, none of the tested putative regulatory subunits altered or spurred irregular coupling activity of IDS candidates.

We also tested the hypothesis that heterodimeric complexes consisting of two IDS subunits are required for irregular coupling. Activity assays with DMAPP as the only substrate were carried out with pairwise combinations of *P. citri* IDS candidate proteins with each other as well as with IDS proteins forming irregular prenyl diphosphates (Table S6). The latter allows for the detection of terpene synthase (TPS) activities of *P. citri* IDS candidates, converting the prenyl diphosphate substrates into corresponding prenyl alcohols. Combined assays did not reveal any changes to the enzymatic activities of IDS candidates, which also did not demonstrate TPS activity on the tested irregular prenyl diphosphates.

## Discussion

Sustainable insect pest management, supported by state-of-the-art knowledge and technology, is an integral part of sustainable food production in a changing climate, in which the geographical ranges of many insect species are expected to widen.^47^ However, the use of biotechnology and genetic solutions depend on the detailed information about gene function. In this work, we present the results of a comprehensive search for candidate genes coding for isoprenyl diphosphate synthase (IDS) activity from the citrus mealybug, *P. citri*. The identification of these genes has the potential to enable either biological production of *P. citri* sex pheromones or gene silencing approaches, both of which provide novel options for pest management (reviewed in the study by Mateos Fernandez et al.^48^).

Functional genomics of many insect species is hindered by the lack of well-annotated, high-quality genome sequences.^49^^,^^50^ To improve the available genetic resources for *P. citri*,^26^ we complemented the existing genome data with short- and long-read transcriptome data (Figure S1). The transcriptomic dataset enabled us to predict and amplify alternative transcript sequences compared to the available genome models (Figures 1 and S4). In addition, we found a novel coding sequence (*cis*IDS5) among the *de novo* assembled transcripts, for which we were unable to find an aligning gene model in the current *P. citri* genome assembly. Using all resources, we were able to identify 18 candidate *P. citri* IDS sequences. Among these were putative DHPPS, FPPS, FPPS-like, GGPPS, DPPS, and DPPS-like coding sequences, as well as a ubiquitin thioesterase-like sequence with a D-rich motif (Table 1). Apart from the search for IDS coding sequences, our virgin and mated female-specific dataset could be useful for the identification of other genes related to mating. Among the differentially expressed genes, we were for example able to identify a putative pheromone-binding protein (g23689.t1).

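In 4 enzyme families with members that break down or conjugate foreign compounds, more genes were higher than lower in virgin females. The lists take in each family whole, and members were not separated by substrate. Of 206 carboxylesterases 134 were higher and 13 lower, of 139 cytochromes P450 69 were higher and 6 lower, of 101 UDP-glycosyltransferases 47 were higher and 10 lower, and of 20 glutathione S-transferases 13 were higher and 1 lower (edgeR). When adjusted over the list alone, 139, 70, 51 and 14 were higher and 13, 6, 10 and 1 were lower. The carboxylesterase g40023 had 9.77 ± 3.12 CPM in virgin and 0.888 ± 0.299 CPM in mated females (log2 fold change 3.45), while the carboxylesterase g4382 had 1.68 ± 0.301 and 14.4 ± 3.27 CPM (-3.10). The cytochrome P450 gene g22280 had 10.2 ± 1.81 and 2.69 ± 0.331 CPM (log2 fold change 1.91, standard error 0.18, adjusted p = 0.000904, edgeR), and g12544 of the same family had -1.05. The glutathione S-transferase g2069 had 59.9 ± 10.5 and 18.3 ± 5.26 CPM (1.71), and the UDP-glycosyltransferase g33156 had -3.21. The camera test gave adjusted p-values of 4.11e-09, 8.07e-07, 0.000748 and 0.000874 for the 4 lists in the order above, and adjusted p = 0.58 with an estimated correlation for each of them. Without mated replicates 10 and 11 in turn, 31 and 30 UDP-glycosyltransferases were higher, and 8 glutathione S-transferases were higher without mated replicate 10. Lower were 3 cytochromes P450 without virgin replicate 6 or mated replicates 8, 10 or 11 (10 with sample quality weights), 21 carboxylesterases with sample quality weights and 0 glutathione S-transferases without virgin replicates 3 or 6 or mated replicates 9 or 11.
Cuticle proteins, which build the exoskeleton, moved both ways. Of 43, 24 were higher in virgin females and 6 were lower (edgeR), 26 and 6 when adjusted over the list alone. One of them, g10353, had 301 ± 265 CPM in virgin and 16.8 ± 15.1 CPM in mated females (log2 fold change 4.16, standard error 0.83, adjusted p = 0.00821, edgeR), with 3.42 without virgin replicate 5 and 4.89 without mated replicate 8, and g2037 had 27.9 ± 13.3 and 8.20 ± 2.59 CPM. The number of higher cuticle genes was 9 with limma voom, 14 without virgin replicate 6 or mated replicate 10 and 11 without mated replicate 11. Of 40 chitin metabolism genes, 31 of them with a chitin binding domain, 13 were higher and 8 lower, 15 and 8 when adjusted over the list alone, with 7 higher without mated replicate 10 or 11 and 8 with limma voom. The chitin-binding gene g31229 had 10.1 ± 1.97 and 78.9 ± 21.8 CPM (-2.96). Neither set passed the camera test (adjusted p = 0.212 and 0.957, and adjusted p = 0.84 and 0.99 with an estimated correlation). Cuticle proteins passed it without virgin replicate 2 (0.00263, in a range from 0.00263 to 0.366). For chitin metabolism camera and fry differed in direction.
Genes of fatty acid and wax synthesis also moved both ways, with 22 of 95 higher and 24 lower in virgin females (edgeR), the same when adjusted over the list alone. A gene with a male sterility NAD-binding entry (g38229), a domain of fatty acyl-CoA reductases, had 4.09 ± 1.67 CPM in virgin and 0.135 ± 0.138 CPM in mated females (log2 fold change 4.87, standard error 0.61, adjusted p = 0.00146, edgeR), and 5.85 without mated replicate 9. A fatty acid desaturase (g28100) had 1.91, a fatty acid elongase (g34608) had 35.0 ± 8.44 and 83.3 ± 7.75 CPM (-1.25), and a ketoacyl synthase (g25295) had -4.02. Of 35 acyltransferases 9 were higher and 2 lower, also when adjusted over the list alone, with g34750 at 1.92 and g26965 at -1.14. The call of g26965 was lost without virgin replicate 3 (adjusted p = 0.0514, between 0.00178 and 0.0514 over all settings), and the number of lower acyltransferases was 11, 1 and 4 without virgin replicates 2, 3 and 6, and 5 to 12 with DESeq2, limma voom, sample quality weights or upper-quartile factors (15 higher with the weights). Of 25 genes with a haemolymph juvenile hormone binding entry 9 were higher and 3 lower, also when adjusted over the list alone, and 14 were higher without virgin replicate 2. Examples are g3368 at 69.0 ± 51.4 and 4.21 ± 2.50 CPM (4.03), g21998 at 34.1 ± 10.1 and 11.5 ± 2.54 CPM (1.56), g21503 at 4.08 ± 0.684 and 21.2 ± 4.81 CPM (-2.38) and g10314 at -2.66. Of 4 chemosensory receptors 2 were higher and none was lower (0), with 2 and 1 when adjusted over the list alone, and 1 was higher without mated replicate 10 or 11. Counts of 1 lower receptor came with DESeq2, RLE or upper-quartile factors, the stricter CPM filter and without virgin replicate 2 or mated replicate 8, and 2 were lower with sample quality weights. None of these 4 lists passed the camera test (adjusted p = 0.376, 0.880, 0.395 and 0.617, and adjusted p = 0.84, 0.86, 0.84 and 0.84 with an estimated correlation).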

However, inferring function from sequence analyses alone is inconclusive for IDSs, as even small changes can alter substrate and chain-length specificity.^51^ To test the activity of IDS candidates, we focused on the detection of C10 and C15 coupling products. We, therefore, did not confirm if the predicted DHPPS, GGPPS, and DPPS had longer chain-producing activities. *Trans*IDS16, a predicted GGPPS did not produce any C10 or C15 products. Similarly, neither of the two tested *cis*-IDS-like proteins produced detectable levels of regular or irregular C10 or C15 backbones, as both were predicted to be long-chain IDSs, namely DHPPS (*cis*IDS1) and UPPS (*cis*IDS8) (Table 1). Interestingly, *trans*IDS2, a predicted long-chain IDS (DPPS catalytic subunit), produced low amounts of FPP and GPP (Figure 3A). This might be attributed to functional promiscuity *in vitro*, producing polyprenyl chains of different lengths, as reported for other IDS enzymes.^9^ Additionally, *trans*IDS17, which was not homologous to IDS sequences but rather to otubain-like ubiquitin thioesterases, was able to produce regular C10 and C15 backbones, albeit at the lowest rate of all candidates (Figure 3A). It remains unknown if otubain-like sequences from other mealybug species have IDS activity, and whether this activity has a biological function.

The two putative FPPS sequences (*trans*IDS3 and *trans*IDS5) both displayed regular coupling activity resulting in C10 and C15 units. Our enzymatic activity and gene expression results indicate that *trans*IDS5 might be the major source of C15 terpenes in *P. citri*, while the C10 could be mainly composed of *trans*IDS5 and possibly also *trans*IDS3 products. 

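Added over both gene models, *trans*IDS5 was at 18.2 ± 1.49 CPM in virgin and 17.6 ± 1.33 CPM in mated females (SD, n = 4 pools each). In virgin females this was 3.92 times the level of *trans*IDS3, and in mated females 10.0 times. No test was made between the genes, because CPM is not corrected for transcript length and part of the *trans*IDS5 coding sequence is missing from its gene model. From its own enzyme activities and expression results, the paper proposes that *trans*IDS5 might be the main source of C15 terpenes, and that C10 products could come mainly from *trans*IDS5 and possibly from *trans*IDS3.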

The highest specific activity was measured for *trans*IDS5, also producing low amounts of irregular prenyl diphosphates, LPP and MPP (Figure 3C), which have not been reported in *P. citri*. The 2-methylbutanoated versions of both compounds have been identified as the sex pheromone of *Maconellicoccus hirsutus*, the pink hibiscus mealybug.^52^ Esterified lavandulol compounds act as sex pheromones also in some other *Planococcus*, *Pseudococcus*, and *Dysmicoccus* species.^3^ However, the irregular coupling activity of *trans*IDS5 only takes place in the absence of IPP and might, therefore, be unlikely to occur *in vivo* where the presence of IPP is expected. Although we did not find conclusive evidence for the role of *trans*IDS5 in the biosynthesis of the *P. citri* sex pheromone, we propose that it is the main source of regular sesquiterpenes in *P. citri*, possibly including the juvenile hormone (Figure 3C). Using structure-informed mutagenesis, we additionally demonstrated the importance of K120, D166, D308, D309, and D312 for the irregular coupling mechanism observed for *trans*IDS5 *in vitro* (Figure 4A).

Terpenoids are known for their extensive evolutionary divergence, with many instances of lineage-specific pathways and, therefore, metabolites. Despite the occurrence of many common and unique terpenoids in animals, terpenoid diversification is better understood in plants and microbes.^2^^,^^53^ In plants, terpenoid diversity is mainly determined by the activity of TPSs, which have high evolutionary divergence and functional plasticity.^54^ However, sequences with homology to plant and microbial TPSs have not been identified in insect genomes. Instead, numerous instances of IDS gene-family expansion have been observed, with frequent gene duplications resulting in functional redundancy or neofunctionalization.^36^^,^^37^^,^^55^^,^^56^^,^^57^ Among the *P. citri* IDS sequences, we observed expansions of FPPS-like sequences and DHPPS-like sequences (Figures S11 and S14). The former extends the previously reported FPPS-like diversification within the Coccomorpha.^36^ Three FPPS-like sequences were successfully cloned and tested (*trans*IDS10, *trans*IDS11, and *trans*IDS12), however, only one candidate (*trans*IDS11) exhibited IDS activity, producing low amounts of GPP and FPP (Figure 3A). Interestingly, while we were not able to confirm GPPS or FPPS activity for *trans*IDS12, its expression was observed to be strongly upregulated in virgin compared to mated *P. citri* females, which was also true for *trans*IDS9, *trans*IDS10, and *trans*IDS11 (Table 1). This differential expression suggests a possible role in mating or reproduction and needs further investigation.

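Both *trans*IDS12 gene models, g14822 and g14825 on scaffold PCITRI_04220, were strongly higher in virgin females, with 104 ± 33.6 and 106 ± 37.0 CPM against 2.18 ± 1.77 and 2.04 ± 1.45 CPM in mated females (SD, n = 4 pools each). Their log2 fold changes were 5.57 (standard error 0.50, adjusted p = 0.00105, edgeR) and 5.69 (standard error 0.46, adjusted p = 0.000904, edgeR), or 47.6-fold and 51.9-fold. Without mated replicate 9 the log2 fold change was 6.29 for both. Reads that map to both gene models would not have been counted, so the level of each is uncertain. The paper found that the *trans*IDS12 sequence it amplified differs in structure from these gene models. Both may therefore belong to 1 gene, and they are not independent results. The *trans*IDS11 gene model (g9107, PCITRI_02357) had 1.71 ± 1.24 and 0.542 ± 0.251 CPM (log2 fold change 1.66, standard error 0.57, adjusted p = 0.0423, edgeR), and 0.0655 when adjusted over the list alone. The *trans*IDS9 gene model (g7366, PCITRI_02041) had 0.876 ± 0.766 and 0.139 ± 0.233 CPM and did not pass (log2 fold change 2.60, standard error 1.10, adjusted p = 0.0774, edgeR). The *trans*IDS10 gene model (g2704, PCITRI_01371) had 1.96 ± 0.508 and 1.14 ± 0.379 CPM and did not pass either (0.78, standard error 0.32, adjusted p = 0.0734, edgeR).
The call of *trans*IDS11 was lost with limma voom (0.0733), without the expression filter (0.0538) and without virgin replicate 3 (0.0809), virgin replicate 5 (0.126), mated replicate 9 (0.0689), mated replicate 10 (0.112) or mated replicate 11 (0.108), in a range from 0.00718 to 0.126. Without virgin replicate 5 the log2 fold change of g9107 was 1.06. *Trans*IDS9 passed with DESeq2 (0.0476), with limma voom (0.0375, and 0.00624 with sample quality weights) and without virgin replicate 2 (0.0385) or mated replicate 9 (0.0116), in a range from 0.00221 to 0.214, and the log2 fold change of g7366 was 4.95 without mated replicate 9 and 1.85 without virgin replicate 5. *Trans*IDS10 passed without mated replicate 9 (0.0454, in a range from 0.0374 to 0.180). From the higher expression in virgin females the paper proposes a possible role of these genes in mating or reproduction.

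**Figure D2:**
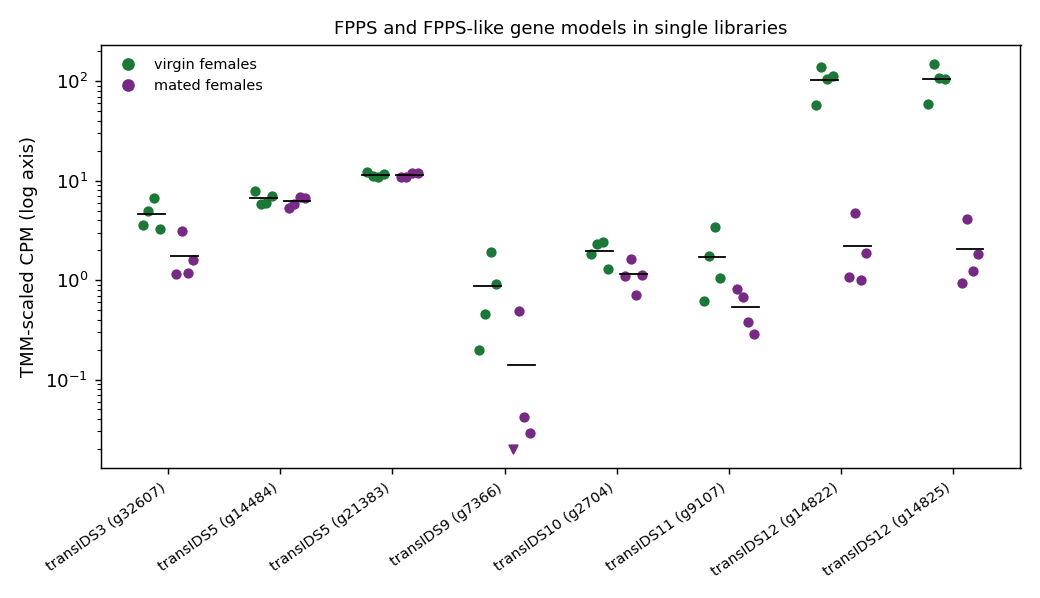
TMM-scaled CPM, on a log axis, of the *trans*IDS3, *trans*IDS5, *trans*IDS9, *trans*IDS10, *trans*IDS11 and *trans*IDS12 gene models in each pool of virgin and mated females, with black lines at the group means and a triangle at the bottom for a library with no count (g7366 in mated replicate 8). Both *trans*IDS12 gene models lie between 58.4 and 150 CPM in virgin and between 0.934 and 4.78 CPM in mated females, and the groups of g7366, g2704 and g9107 overlap.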

Despite detecting two irregular prenyl diphosphate products, none of the IDS-like candidates that we tested displayed coupling activity leading to *cis*-planococcyl diphosphate under our experimental conditions. Another option, which could be explored in the future, is an expression of candidate genes in insect cells, as their cellular environment should be closer to *in vivo* conditions and could contribute to correct folding and glycosylation of the holoenzyme. *In vitro* functional characterization of IDS enzymes can be unreliable, as activity can depend on many factors, including the formation of heteromers.^31^ To that end, we tested for modulating activity of several potential interactors but did not detect any changes in the activity of *P. citri* IDS candidates.

The model of irregular terpenoid biosynthesis via a genome-encoded IDS has been challenged. Alternative hypotheses include the possibility that insects sequester plant-derived compounds or utilize products of their endosymbionts’ metabolism. Many studies reveal a straightforward strategy of modification and accumulation of plant defense compounds,^29^ but, in some cases, the derivatives of plant secondary metabolites are also used in sexual communication. For example, fragments of plant pyrrolizidine alkaloids and phenylpropanoid metabolites are reported to make danaine butterfly males more attractive to the co-specific females.^58^ However, the presence of irregular monoterpene structures has not been reported for known *P. citri* host plants, which makes the sequestration hypothesis improbable. Like other insects feeding on nutritionally unbalanced plant sap, mealybugs rely on obligate endosymbiotic bacteria as a source of amino acids and vitamins.^59^ *P. citri* is a part of a nested tripartite endosymbiotic system, where the insect harbors the Betaproteobacteria *Candidatus* Tremblaya princeps, which contains the Gammaproteobacteria *Candidatus* Moranella endobia.^60^^,^^61^ Although we were unable to identify any short-chain IDS-coding sequences within the genomes of *P. citri* endosymbionts, we cloned and tested one IDS sequence, a putative UPPS, from *Candidatus* Moranella endobia (*cis*IDS8). However, this did not produce any regular or irregular short prenyl chains. Moreover, genetic crosses between *P. citri* and *Planococcus minor*—the latter producing a branched lavandulol-type monoterpene—indicate that the enzyme responsible for the formation of the irregular terpene skeleton is encoded in the insect nuclear genome and is present at a single locus.^62^ The structure of the sex pheromone is also not inherited maternally,^62^ as would be expected if synthesis requires the transfer of egg-transmitted endosymbionts.

Another possibility is that the mealybug sex pheromones are biosynthesized via a different catalytic mechanism, executed by a different, and as yet unidentified, class of enzymes. Novel terpene synthases have been described, expanding on the canonical models of terpene biosynthesis.^63^ A recent example is the elucidation of the iridoid pheromone found in the pea aphid, *Acyrthosiphon pisum*. Biosynthesis of this molecule proceeds through the same intermediates as in plants, however, it was shown to involve a set of enzymes that lack homology to the plant counterparts.^64^ The insect enzymes were identified by transcriptomic analysis of the female hind legs, the site of pheromone biosynthesis.^64^ Targeted transcriptome analyses of pheromone glands were also useful for determining the genes related to pheromone metabolism and transport in Lepidoptera species.^65^^,^^66^^,^^67^^,^^68^ At present, however, such approaches are not possible in *P. citri* as the site of the pheromone gland remains unknown.

The identification of the *P. citri* IDS gene family provides an important foundation for deciphering terpenoid biosynthesis in this species as well as other mealybugs. The candidate FPPS and FPPS-like sequences with confirmed regular and irregular activity might also present a starting point for protein engineering; mutations have been shown to increase or even spur irregular coupling activity in IDSs.^14^^,^^69^ Diversification of IDS sequences in Coccoidea is an intriguing genomic enigma for future investigation, especially in relation to their capacity for species-specific irregular monoterpene synthesis, a unique feature in this insect superfamily, which still remains elusive.

### Limitations of the study

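In the pools of whole females, the largest single shares of the counts of mated libraries belonged to 4 genes with a lipase/vitellogenin entry, g892, g891, g33039 and g37912, which together took up 6.70% to 12.9% of their counts and 0.180% to 0.518% in virgin replicates 3, 5 and 6, but 2.49% in virgin replicate 2. Chosen after the values were seen, they were lower in virgin females by edgeR, with log2 fold changes of -3.57, -4.14, -3.11 and -3.78 (adjusted p = 0.00976, 0.00515, 0.0173 and 0.00246). The gene g892 had 3077 ± 3838 CPM in virgin and 36434 ± 12269 CPM in mated females, with 8803 CPM in virgin replicate 2 and 677 to 1642 CPM in the other virgin libraries. Without virgin replicate 2 the log2 fold changes of g892, g891, g33039 and g37912 were -4.97, -5.45, -4.56 and -4.58. Of 6 genes with yolk protein and lipoprotein domains, 3 were lower in virgin females and none (0) was higher, also when adjusted over the list alone. They include g31300 with a von Willebrand factor domain (693 ± 78.9 and 1123 ± 110 CPM, -0.70) and the lipid transport gene g36282 (162 ± 43.3 and 315 ± 20.1 CPM, -0.96). As a set they did not pass (camera, adjusted p = 0.0874, and adjusted p = 0.58 with an estimated correlation), but did without virgin replicates 5 (0.0240) or 6 (0.0437) and without the expression filter (0.0305), in a range from 0.0240 to 0.227. By fry the set passed (lower, adjusted p = 0.0138).
Ribosomal proteins were higher in virgin females in 141 of 165 cases and lower in 0 (edgeR), 152 and 0 when adjusted over the list alone, and 1 was lower without virgin replicate 2. The changes were small, with 7 above 1 log2 unit, one of them ribosomal protein S27e (g24117, 439 ± 53.1 and 192 ± 21.0 CPM, 1.19). Genes of DNA replication and mitosis had 23 of 55 lower and 3 higher, while 29 did not pass, also when adjusted over the list alone. An MCM helicase subunit (g1445) had 43.7 ± 13.6 CPM in virgin and 127 ± 18.0 CPM in mated females (-1.54), and a kinesin (g23844) had -1.40. Without virgin replicate 2, 39 of them were lower and 5 higher, with sample quality weights 40 and 5, and 1 was higher without virgin replicates 3, 5 or 6 or mated replicates 8, 10 or 11. Homeobox and other developmental transcription factors had 35 of 92 lower and 13 higher, 36 and 13 when adjusted over the list alone, with the homeobox gene g959 (35.0 ± 3.41 and 80.7 ± 10.7 CPM, -1.21) and, on the other side, the helix-loop-helix gene g11778 (101 ± 15.2 and 33.7 ± 1.92 CPM, 1.58). The number of higher ones was 8 without virgin replicate 3 or 6 and 7 without mated replicate 10 or 11. Chaperones had 28 of 118 lower (23.7%) and 9 higher (7.63%), 21 and 7 when adjusted over the list alone, with the DnaJ gene g18001 at -3.60. Of all tested genes 21.3% were lower and 26.4% higher. The share of lower chaperones was thus near that of all genes, and the share of higher ones was smaller. The number of lower chaperones was 63 without virgin replicate 2, 62 with sample quality weights and 15 without virgin replicate 3, virgin replicate 6 or mated replicate 11. The camera test gave adjusted p = 3.51e-21, 0.000171, 0.0161 and 0.00269 for these 4 lists, and adjusted p = 0.58, 0.58, 0.58 and 0.69 with an estimated correlation. Chaperones did not pass fry (adjusted p = 0.0775). Without virgin replicate 2 the homeobox and other developmental transcription factors did not pass (0.0511, in a range from 0.00206 to 0.0511).
Muscle and cytoskeleton genes were higher in 18 and lower in 4 of 28 cases (edgeR), 18 and 5 when adjusted over the list alone. A troponin (g30236) had 960 ± 372 CPM in virgin and 201 ± 55.0 CPM in mated females (2.25), and a myosin (g27039) had 547 ± 133 and 1441 ± 255 CPM (-1.40). Neuronal receptors and channels had 45 of 104 higher and 14 lower, 47 and 15 when adjusted over the list alone, with a rhodopsin-like receptor gene (g40132) at 30.2 ± 7.65 and 6.49 ± 0.978 CPM (2.22) and a secretin-like receptor gene (g890) at -6.94 (-6.29 without mated replicate 10). Digestive proteases and sugar hydrolases had 100 of 202 higher and 23 lower, 103 and 28 when adjusted over the list alone, with a family 1 glycosyl hydrolase (g39266) at 29.6 ± 12.3 and 4.56 ± 1.17 CPM (2.70) and a trypsin-like protease (g18876) at -6.74. Immune recognition genes and serpins had 46 of 109 higher and 17 lower, 48 and 17 when adjusted over the list alone, with the serpin g13822 at 695 ± 125 and 217 ± 52.8 CPM (1.68) and the haem peroxidase g37105 at 2.56 ± 0.874 and 108 ± 54.2 CPM (-5.40). These 4 lists had camera adjusted p = 0.0287, 0.00681, 0.00169 and 0.0362, and adjusted p = 0.62, 0.58, 0.60 and 0.58 with an estimated correlation. By fry only neuronal receptors and channels passed (adjusted p = 0.0388). The call for muscle and cytoskeleton was lost without virgin replicate 5 (0.0634, in a range from 0.00161 to 0.0634), and that for immune recognition and serpins without mated replicates 10 (0.0525) or 11 (0.0698), in a range from 0.0186 to 0.0698.
The list named germline small RNA pathway holds 23 genes with a Tudor, PAZ or Piwi domain entry, whose expression in the germline was not checked. Of these genes 2 were higher and 8 lower, also when adjusted over the list alone, with a Piwi domain gene (g21083) at 180 ± 80.8 and 41.7 ± 7.91 CPM (2.11) and a Tudor domain gene (g11535) at -0.81. Without virgin replicate 2, or with sample quality weights, 7 were higher. Of 16 genes listed under sperm tail and axoneme, 7 were higher and 3 lower, also when adjusted over the list alone, and 5 were lower in the same fits. The higher ones include both genes with a sperm-tail repeat, one of them g23585 (59.9 ± 17.3 and 18.9 ± 6.28 CPM, 1.66), but also 3 genes with the entry of an iron-sulfur cluster assembly factor, and the lower ones include the dynein-related ATPase gene g39158 (491 ± 8.65 and 687 ± 26.6 CPM, -0.48). Most of the entries are not specific to sperm. Their median log2 fold change (-0.12) and mean (0.30) differed in sign. Of 263 genes with transposable element domains 72 were higher and 53 lower, also when adjusted over the list alone, with 47 higher without mated replicate 10. Their median (0.04) and mean (-0.11) also differed in sign, and a Pao retrotransposon gene (g10208) had 15.1 ± 2.10 and 174 ± 47.3 CPM (-3.52). For transposable element domains camera and fry differed in direction. These 3 lists did not pass the camera test (adjusted p = 0.395, 0.849 and 0.957, and adjusted p = 0.58, 0.84 and 0.99 with an estimated correlation). By fry only the list of Tudor, PAZ and Piwi domain genes passed (lower, adjusted p = 0.0061).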

Whole insects were used for RNA isolation and generation of long and short-read sequencing data, therefore the differential expression and transcript data encompasses status on whole organism level, obscuring tissue- or cell-type-specific changes/abundances. For more precise focus on pheromone synthesis-related changes, pheromone gland transcriptome would be of use, however, its location has not been determined in *P. citri*. For the characterization of IDS activity, we used an experimental setup that allowed only for the identification of C10 and C15 chains, therefore we did not confirm any long-chain IDS activity, which needs to be characterized in the future.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and virus strains**		

*Escherichia coli* TOP10 strain	Invitrogen	N/A
*Escherichia coli* BL21(DE3)pLysS	N/A	N/A
*Agrobacterium tumefaciens* EHA105 strain	N/A	N/A

**Chemicals, peptides, and recombinant proteins**		

TRIzol Reagent	ThermoFisher Scientific	Cat# 15596026
Amylose resin	New England Biolabs	E8022
ZB-5MS fused silica capillary column	Phenomenex	N/A
CycloSil-B column	Agilent	112-6632
Zorbax 300Extend-C18	Agilent	763973-902
Calf intestinal alkaline phosphatase	Promega	M1821
Isopentenyl diphosphate (IPP)	Echelon Biosciences	I-0050
Dimethylallyl diphosphate (DMAPP)	Echelon Biosciences	I-0051
Geranyl diphosphate (GPP)	Echelon Biosciences	I-0100
Poroshell 120 EC-C18 column (3.0 x 50 mm, 2.7 μm)	Agilent Technologies	699675-742

**Critical commercial assays**		

Quant-iT RNA Assay Kit	ThermoFisher Scientific	Cat# Q33140
TruSeq RNA Library Prep Kit v2	Illumina	RS-122-2001

**Deposited data**		

Structure of *S. cerevisiae* geranylgeranyl pyrophosphate synthase in complex with magnesium and IPP	Guo et al.^70^	PDB: 2E8U
*Planocococcus citri* virgin and mated females Illumina short reads	This paper	GEO: GSE179660
*Planocococcus citri* virgin females Iso-Seq reads	This paper	SRA: SRR15093694
*Planocococcus citri* consolidated transcriptome	This paper	FAIRDOMHub, https://fairdomhub.org/data_files/6316/content_blobs/17124/download
*Planocococcus citri* consolidated transcriptome annotation file	This paper	FAIRDOMHub, https://fairdomhub.org/data_files/6317/content_blobs/17125/download
*Planocococcus citri* Illumina short reads	University of Edinburgh	SRA: SRR11260462, SRR11260463, SRR11260468, SRR11260469, SRR11260470,SRR11260471
*Planococcus citri* v1 genome assembly	Dominic Laetsch^26^	https://ensembl.mealybug.org/Planococcus_citri_pcitriv1/Info/Index
*Planococcus ficus* v0 genome assembly	Filip Husnik^71^	https://ensembl.mealybug.org/Planococcus_ficus_pficusv0/Info/Index
*Pseudococcus longispinus* v1 genome assembly	Dominic Laetsch^72^	https://ensembl.mealybug.org/Pseudococcus_longispinus_v1/Info/Index
*Maconelicoccus hirsutus* genomic data	Kohli et al.^73^	https://github.com/VBL-Epi/M_hirsutus

**Recombinant DNA**		

pMAL-c5X expression vector	New England Biolabs	N8108S

**Software and algorithms**		

CLC Genomics Workbench 10.0.1	Qiagen	N/A
R	R Core Team	https://www.r-project.org/
*edgeR* R package	Robinson et al.^74^	https://bioconductor.org/packages/release/bioc/html/edgeR.html, RRID:SCR_012802
*limma* R package	Ritchie et al.^75^	https://bioconductor.org/packages/release/bioc/html/limma.html, RRID:SCR_010943
Minimap2	Li et al.^76^	https://github.com/lh3/minimap2, RRID:SCR_018550
cDNA_cupcake	Elizabeth Tseng^77^	https://github.com/Magdoll/cDNA_Cupcake
BBTools	Brian Bushnell^78^	https://jgi.doe.gov/data-and-tools/software-tools/bbtools/, RRID:SCR_016968
rnaSPAdes v3.13.0	Bushmanova et al.^79^	https://cab.spbu.ru/software/rnaspades/, RRID:SCR_016992
rnaQUAST	Bushmanova et al.^80^	https://github.com/ablab/rnaquast, RRID:SCR_016994
BUSCO v5.4.3	Manni et al.^28^	https://busco.ezlab.org/, RRID:SCR_015008
matchAnnot	Tom Skelly^81^	https://github.com/TomSkelly/MatchAnnot
Transdecoder v5.5.0	Brian J. Haas^82^	https://github.com/TransDecoder/TransDecoder, RRID:SCR_017647
InterProScan v5.56-89.0	Jones et al.^83^	https://github.com/ebi-pf-team/interproscan
mmseqs2	Mirdita et al.^84^	https://github.com/soedinglab/MMseqs2, RRID:SCR_022962
Pavian	Breitwieser et al.^85^	https://github.com/fbreitwieser/pavian, RRID:SCR_016679
MEME Suite	Bailey et al.^86^	https://meme-suite.org/meme/, RRID:SCR_001783
blast	Altschul et al.^87^	https://blast.ncbi.nlm.nih.gov/Blast.cgi, RRID:SCR_004870
CD-HIT	Fu et al.^88^	https://sites.google.com/view/cd-hit, RRID:SCR_007105
SWISS-MODEL	Waterhouse et al.^89^	https://swissmodel.expasy.org/, RRID:SCR_018123
MEGA X	Kumar et al.^90^	https://www.megasoftware.net/, RRID:SCR_023017
STAR v2.7.5c	Dobin et al.^91^	https://github.com/alexdobin/STAR, RRID:SCR_004463
BioRender	N/A	https://www.biorender.com/

### Resource availability

#### Lead contact

Additional information and requests for resources and reagents used in this study should be directed to and will be fulfilled by the lead contact, Mojca Juteršek, .

#### Materials availability

Constructed plasmids for bacterial and plant expression are available upon reasonable request. For the bacterial expression constructs, contact Iryna M. Gerasymenko () and for plant expression constructs, contact Diego Orzáez ().

#### Data and code availability

• Raw Illumina reads from *P. citri* virgin and mated females, along with results of the differential expression analysis (as given in Table S3B as well), were deposited at GEO under accession GSE179660. Raw Iso-Seq reads were deposited at SRA under accession SRR15093694. *P. citri* short reads provided by the University of Edinburgh and used in the second *de novo* transcriptome assembly are deposited at SRA under accession numbers SRR11260462, SRR11260463, SRR11260468, SRR11260469, SRR11260470, and SRR11260471. *P. citri* consolidated transcriptome FASTA file is available at FAIRDOMHub (https://fairdomhub.org/data_files/6316/content_blobs/17124/download), together with an annotation file (https://fairdomhub.org/data_files/6317/content_blobs/17125/download), also included in the Supplemental Files (Table S3A). All listed datasets are publicly available as of the date of publication. All accession numbers and links are given in the Deposited Data section of the key resources table. All other data presented in this paper is given in the supplemental information.
• This paper does not report original code. All software packages and code were run with standard parameters, unless otherwise stated in STAR Methods.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Insect rearing and sampling

The stock colony of *P. citri* was established in the insectary facilities at the Universitat Politècnica de València (UPV, Valencia, Spain) using specimens from Servei de Sanitat Vegetal of Generalitat Valenciana (GVA, Valencia, Spain). Mealybugs were reared on organic green lemons, maintained in a rearing chamber, in the dark at 24 ± 2°C, with 40−60 % relative humidity. Mated females were allowed to oviposit and, when ovisacs were laid, they were gently transferred with an entomological needle to new lemons. To obtain samples of virgin females, some lemons were separated from the main colony and were visually inspected every 3−4 days for the presence of male cocoons, which were manually removed with an entomological needle to leave only virgin females. Mated females were sampled on the lemons from the main stock colony after checking for the presence of ovisacs. The production of sex pheromone was confirmed by collection of emitted volatiles from a group of 20−30 virgin females by solid phase microextraction technique (SPME).^92^ The identity of the sex pheromone was unequivocally confirmed by full coincidence of its mass spectra and retention time with an analytical standard sample synthesised according to the method described by Kukovinets et al., 2006.^93^

### Method details

#### RNA isolation

RNA was isolated from approximately 150 (approximately 100 mg) pooled virgin and mated *P. citri* females separately, using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. RNA was isolated from four biological replicates, resulting in eight RNA samples, four from pools of virgin females and four from pools of mated females. RNA quality was assessed using the Quant-iT™ RNA Assay Kit **(**Thermo Fisher Scientific, Waltham, MA, USA).

#### Short-read Illumina RNA-Seq

Approximately 1 μg of isolated RNA from all eight RNA samples was purified to extract polyadenylated mRNA using biotin beads, fragmented, and primed with random hexamers to produce the first cDNA strand followed by second-strand synthesis to produce double-stranded cDNA. Libraries were constructed at the Earlham Institute, UK, on a Sciclone G3 NGSx workstation (PerkinElmer, Waltham, MA, USA) using the TruSeq RNA protocol v2 (Illumina Part # 15026495 Rev.F) and sequenced on two lanes of a HiSeq 4000 (Illumina, San Diego, CA, USA) generating 150 bp negative strand-specific paired-end reads. Illumina reads were subjected to adapter trimming, read quality filtering, mapping, and read summarization (counting only uniquely mapped paired reads) in CLC Genomics Workbench 10.0.1 (Qiagen, Hilden, Germany), with mapping parameters: mismatch cost 2, insertion cost 3, deletion cost 3, length fraction 0.9, similarity fraction 0.9. Reads were mapped to the *Pcitri*.v1 genome, downloaded from the MealyBugBase.^26^ Differential expression analysis was performed with R packages edgeR and limma,^74^^,^^75^^,^^94^ contrasting samples from virgin and mated *P. citri* females.

#### Long-read Iso-Seq transcriptome

Approximately 2 μg of RNA isolated from pooled virgin *P. citri* females was sent for PacBio SMRT sequencing using the Iso-Seq protocol (National Genomics Infrastructure, Sweden). High and low quality full-length transcript isoforms were mapped to the *Pcitri*.v1 genome using minimap2.^76^ Based on the genome mapping, the isoforms were collapsed and representative isoforms were filtered to exclude isoforms with 5' artefacts, all using scripts from cDNA_cupcake Github repository.^77^

#### *De novo* short-read transcriptome assembly

Trimmed paired and orphan Illumina RNA-Seq reads were subjected to *de novo* transcriptome assembly using rnaSPAdes v3.13.0.^79^ Two assemblies were created, first, using the virgin and mated female *P. citri* paired-end short reads (2x150 nt) obtained in this study, and second, combining them with paired-end reads of seven samples of *P. citri,* kindly provided by Dr. Laura Ross at the University of Edinburgh (2x75 nt and 2x50 nt, see Data and code availability). For the first assembly, default rnaSPAdes parameters were used, whereas for the second assembly, adapter trimming and sequencing artefact removal was additionally performed using BBTools’ bbduk script,^78^ followed by SPAdes’ BayesHammer^95^ and BBTools’ ecco, ecc (6 passes) and tadpole read error correction scripts. Assembly was done using k-mer lengths 29 and 49.

#### Consolidation of sequence resources, annotation, and quality control

The two Illumina short read assemblies (Figures S1A and S1B) were combined into a single set (Figure S1C) by removing identical sequences with CD-HIT-EST v6.4^88^ using 100% sequence identity threshold. In a successive run, the combined short read transcriptome and the Iso-Seq transcriptome (combining mapped and unmapped representative isoforms, Figure S1D) were consolidated into a single set (Figure S1E), again using CD-HIT-EST at 100% sequence identity threshold. The final consolidated transcriptome dataset as well as both short- and long-read datasets were quality checked using rnaQUAST^80^ and their completeness was assessed using BUSCO v5.4.3^28^ with insecta_odb10 lineage dataset. The consolidated transcriptome set was mapped to the *Pcitri*.v1 genome using STARlong v2.7.5c^91^ and mapped transcripts were matched with the gene models and scaffolds using matchAnnot^81^ (version 20150611.02). Transcripts were also subjected to ORF prediction and translation using Transdecoder v5.5.0,^82^ followed by the annotation of the predicted protein sequences with PFAM and InterPro (IPR) IDs using InterProScan v5.56-89.0.^83^ The longest ORFs were further used for taxonomic classification using mmseq2 taxonomy tool,^84^ querying against the non-redundant NCBI protein database (downloaded on 19.07.2022). Results of taxonomic classification were visualised with Pavian.^85^ Illumina short reads were mapped back to both *de novo* assemblies as well as IsoSeq transcriptome using STAR v2.7.5c^91^ with default parameters. Short read mapping counts for all three datasets were used for differential transcript expression analysis based on R packages edgeR and limma.^74^^,^^75^^,^^94^

#### Candidate selection

We queried the IPR annotations of *Pcitri*.v1 gene models and our consolidated transcriptome dataset with IDS-related IPR IDs, namely IPR001441 (Decaprenyl diphosphate synthase-like family), IPR036424 (Decaprenyl diphosphate synthase-like superfamily) and IPR000092 (Polyprenyl synthetase family), to identify homologs of *cis*- and *trans*-prenyltransferases. Besides using the IPR search to determine *trans*-IDS homologs, we also conducted a motif search using MAST v5.0.1 in MEME Suite.^86^ Twenty-one sequences of farnesyl diphosphate synthases (FPPS) from different organisms were used as an input for MEME. The identified motifs were used as a query against the *Pcitri*.v1 proteins (Table S7). Additionally, we also searched for *P. citri* isopentenyl diphosphate isomerase (IDI) homologs by querying the *P. citri*.v1 protein sequences with *Nicotiana tabacum* IDI sequence (GenBank: NP_001313140) using blastp.^87^

All extracted sequences with homology to *cis*- and *trans*-IDSs longer than 100 amino acids were subjected to CD-HIT with 100% sequence identity threshold to remove duplicates. They were further grouped into clusters, using CD-HIT along with multiple sequence alignments with MUSCLE,^96^ and the sequence representing the most probable full-length coding sequence was selected within each cluster.

For the phylogenetic analyses of candidate sequences, we first searched for similar sequences using blastp against the non-redundant protein bases or tblastn against the transcriptome shotgun assembly sequences (TSA). Additionally, we searched for homologs from *Planococcus ficus* and *Pseudococcus longispinus* genome assemblies in the MealyBugBase,^71^^,^^72^ and from *Maconellicoccus hirsutus* transcriptomic resource.^73^ Amino acid sequences were aligned using the MUSCLE algorithm^96^ and used to construct maximum-likelihood phylogenetic trees with LG model^97^ tested with the bootstrap method at 1000 replicates in MEGA-X, version 10.0.5.^90^

#### Candidate sequence amplification, expression in *E. coli*, and protein purification

The candidate sequences were amplified from the cDNA prepared with oligoT primer (T15NNN) from total RNA isolated from virgin *P. citri* females using primers listed in Table S8 and cloned into pMAL-c5X expression vector (New England Biolabs, Ipswich, MA, USA) using *Nco*I/*Bam*HI sites. The proteins were expressed in BL21(DE3)pLysS *E. coli* cells. After transformation, single colonies were injected into 2 mL of LB medium containing 100 mg/L of ampicillin and 50 mg/L of chloramphenicol and incubated over night at 37°C. Bacterial suspensions were inoculated into fresh LB medium containing 100 mg/L of ampicillin (1 mL/100 mL) and incubated at 37°C till OD_600_ reached approximately 0.5. The expression was induced by 0.5 mM IPTG and carried out at 30°C overnight. The cells were collected by centrifugation (5 min at 5,000 g) and resuspended in column buffer (CB: 20 mM Tris/HCl, pH 7.5; 200 mM NaCl; 1 mM EDTA; 10 mM β-mercaptoethanol). The cells were lysed by freeze-thaw followed by sonication. The extract was clarified by centrifugation (2 x 15 min at 10,000 g) and filtering through paper filter and applied onto a column packed with amylose resin (New England Biolabs, Ipswich, MA, USA) equilibrated with CB. After wash with CB (30 mL per 2 mL resin), the proteins were eluted with CB containing 10 mM maltose. The eluates were concentrated using AmiconUltra-15 centrifugal filters (Merck Millipore) and stored at -20°C in 25 % glycerol. The protein concentration was determined by the method of Bradford.^98^ The protein expression and purification procedure was performed at least two times for each enzyme with the same results.

#### Enzyme activity assays

Isopentenyl, dimethylallyl, and geranyl diphosphate (IPP, DMAPP, and GPP) were purchased as tri-ammonium salts from Echelon Biosciences (Salt Lake City, UT, USA). The compounds were dissolved in the mixture of methanol:water (7:3) at the concentration of 1 mg/mL and stored at -20°C. The activity assays were carried out using 10–180 μg of protein in a total volume of 100 μL in 35 mM HEPES buffer, pH 7.4, containing 10 mM MgCl_2_ and 5 mM β-mercaptoethanol at 30°C for 30 or 60 min. Regular coupling activity was determined using IPP and DMAPP as substrates, both at 100 μM, while the assays for irregular activity contained 200 μM of only DMAPP. The reaction was stopped by adding 100 μL of chloroform, and the proteins were precipitated by vigorous shaking followed by centrifugation (10 min at 16,000 g). The water phase (injection volume 5 μL) was used for LC-MS analysis performed on an 1260 Infinity HPLC system coupled to a G6120B quadrupole mass spectrometry detector (Agilent Technologies, Santa Clara, CA, USA). The separation was carried out on a Poroshell 120 EC-C18 (3.0 x 50 mm, 2.7 μm) column (Agilent Technologies, Santa Clara, CA, USA) using the method described in Nagel et al., 2012.^99^ The detection of C10 and C15 prenyl diphosphates was performed in negative single ion mode; m/z 313 and 381, respectively. The quantity of formed products was calculated based on peak areas using a calibration line built for GPP.

For analysis of regular terpene alcohols, the reactions were carried out with 70–500 μg of protein in a total volume of 400 μL in 35 mM HEPES buffer, pH 7.4, containing 10 mM MgCl_2_, and substrates (IPP and DMAPP, 1 mM for *trans*IDS5 and *trans*IDS3, 10 mM for *trans*IDS2, *trans*IDS11, and *trans*IDS17) at 28°C overnight. For dephosphorylation of prenyl diphosphates, the reaction mixture was supplemented with 80 μL of 0.5 M glycine-NaOH buffer (pH 10.5) containing 5 mM ZnSO_4_; 80 units of calf intestinal alkaline phosphatase (Promega, Madison, WI, USA) were added and the mixture was incubated at 37°C for 1 h. The alcohols were extracted 3 times with 400 μL of methyl tert-butyl ether (MTBE); the organic phase was evaporated to approximately 150 μL under compressed air flow. GC-MS analysis for detection of C10 products was carried out on a QP2010 Ultra (Shimadzu, Duisburg, Germany). The gas chromatograph (GC) was equipped with a ZB-5MS fused silica capillary column (30 m, 0.25 mm ID, df = 0.25 μm) from Phenomenex (Aschaffenburg, Germany). 1-3 μl sample aliquots (depending on concentrations) were injected by using an AOC-20i autosampler-system (Shimadzu, Duisburg, Germany) into a PTV-split/splitless-injector (Optic 4, ATAS GL, Eindhoven, Netherlands), which operated in splitless-mode. PTV injection-temperature was programmed from initial 50°C to 250°C (heating-rate of 50°C/s) and then an isothermal hold until the end of the GC run. Hydrogen was used as carrier-gas with a constant flow rate of 1.3 mL/min. The GC-temperature profile was 60°C for 2 min, then from 60°C to 120°C at 2°C per min, from 120°C to 230°C at 10°C per min, from 230°C to 320°C at 20°C, with a final temperature hold for 5 min. Electron ionization mass spectra were recorded at 70 eV from m/z 40 to 250. The ion source of the mass spectrometer and the transfer line were kept at 250°C. GC-MS analysis for detection of C15 products was carried out on Cyclosil-B capillary column (30 m x 0.250 mm x 0.25 μm; Agilent Technologies, Santa Clara, CA, USA) with the following temperature gradient: 50°C for 3 min → from 50°C to 120°C at 2°C per min → 120°C to 230°C at 10°C per min. Helium was applied as the carrier gas at a flow rate of 1 mL/min. Injection volume was 1 μL (1:100 split). For identification of irregular products of *trans*IDS5, 1 mg of protein was incubated with 2 mg of DMAPP tri-ammonium salt in 1.6 mL of 35 mM HEPES buffer, pH 7.4, containing 10 mM MgCl2 at 28°C overnight. The products were dephosphorylated and extracted as described above, and analysed by GC-MS using the protocol for C10 regular products. Maconelliol standard was synthesized by the protocol of Dunkelblum et al., 2002^22^ and its structure confirmed by 1H- and 13C-NMR measurements.

#### Candidate expression in *Nicotiana benthamiana*

Genetic constructs for candidate expression in plants were assembled with the Golden Braid (GB) cloning system.^100^ Transcriptional units in alpha-level GB vectors included IDS coding sequences fused with a C-terminal His-tag under control of the 35S CaMV promoter. Each candidate gene was tested in its native form and with the addition of a modified chloroplast transit peptide (cTP) of ribulose bisphosphate carboxylase small subunit from *Nicotiana sylvestris* (GenBank: XP_009794476.1). If a different (e.g. mitochondrial) localization signal was predicted, it was removed before adding the cTP. Transient expression in *N. benthamiana* leaves was carried out as described earlier.^101^ For detection of irregular IDS activity, the plant material (200 mg) was frozen in liquid nitrogen, ground and extracted with 80 % methanol (400 μL) by 30 min incubation in the ice ultrasound bath. Supernatants after two centrifugation steps (10 min at 16,000 g) were analysed using 1260 Infinity HPLC system coupled to G6120B quadrupole mass spectrometry detector (Agilent Technologies, Santa Clara, CA, USA). The separation was carried out on Zorbax Extend-C18 (4.6 x 150 mm, 3.5 μm) column (Agilent Technologies, Santa Clara, CA, USA) with mobile phase consisting of 5 mM ammonium bicarbonate in water as solvent A and acetonitrile as solvent B applying the following gradient (% B): starting at 0, 0 to 8 within 2 min, holding 8 for 15 min, 8 to 64 within 3 min, 64 to 100 within 2 min, holding 100 for 4 min, 100 to 0 within 1 min, re-equilibrating at 0 for 12 min. The detection of C10 and C15 prenyl diphosphates was performed in negative single ion mode; m/z 313 and 381, respectively. For detection of volatile compounds, samples from agroinfiltrated leaves were collected 5 dpi (days post infiltration), snap-frozen in liquid nitrogen and analysed by GC-MS as described previously.^24^

#### Computational model and site-directed mutagenesis of *trans*IDS5

The 3-D model of *trans*IDS5 was built on the SWISS-MODEL homology-modelling server^89^ using the crystal structure of *Saccharomyces cerevisiae* geranylgeranyl pyrophosphate synthase in complex with magnesium and IPP^70^ (PDB: 2E8U, https://doi.org/10.2210/pdb2E8U/pdb) as a template. For structure visualisation and analysis, UCSF Chimera v.1.14 was applied.^102^ The location of prenyl substrates was derived by superposition of the *trans*IDS5 model and the template structure. Mutations were introduced using the Q5-SDM kit (New England Biolabs) with primers listed in Table S8.

### Quantification and statistical analysis

Short read mapping counts for all three datasets were used for differential transcript expression analysis based on R packages edgeR and limma.^74^^,^^75^^,^^94^

## Supplemental information

Document S1. Figures S1–S27 and Tables S1, S2, and S5–S8

Table S3. Transcriptome annotation and differential expression data

Table S4. Selected IDS sequences, related to Table 1 List of putative IDS Pcitri.v1 gene models (a) and transcripts (b), and final IDS sequences (c) after collapsing. Tables in (a) and (b) include the InterPro (IPR) Annotation with the IPR family ID and name, candidate ID, start and end positions of the identified domain and E-value of the IPR Annotation. Table (b) also includes information on whether the sequence originates from long-read or short-read transcriptome. Gray shaded rows in (a) mark candidates determined by the MAST motif-search. 

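Among the *cis*- and *trans*-IDS candidates, 23 gene models could be looked up in the gene counts, and 6 of them had too few counts for a test. The *trans*IDS13 gene model (g34429) had 1, 6, 11 and 8 counts in virgin replicates 2, 3, 5 and 6 and none (0) in the mated libraries. The *trans*IDS19 gene model (g35890) had 2 counts in virgin replicate 2, none (0) in the other virgin libraries and 20, 9, 24 and 11 in mated replicates 8, 9, 10 and 11. For *trans*IDS18 (g26044) there were 28 counts over the virgin and 15 over the mated libraries, for *cis*IDS3 (g20738) 17 and 8, for *cis*IDS2 (g40262) 13 and 2, and for the second gene model of *trans*IDS2 (g18384) 1 and 0. Differences between virgin and mated females were not tested for these 6. In Table 1 the average for *trans*IDS13 is negative and marked as significant, so it points the other way from the few counts of g34429.
In the authors' deposited table of gene-level comparisons, g14822 and g14825 of *trans*IDS12 have log2 fold changes of 5.79 and 5.82, g32607 of *trans*IDS3 has 1.44 and g2704 of *trans*IDS10 has 0.79. The value of g2704 does not pass there (adjusted p = 0.0835, edgeR and limma), and g7366 of *trans*IDS9 and g9107 of *trans*IDS11 have no row. For 2 cis-IDS gene models, g1599 of *cis*IDS1 and g23740 of *cis*IDS9, the authors' deposited table has 0.10 and -0.07. Values of transcripts, which enter the averages of some candidates, were not analysed here.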

Table (c) includes a list of all selected cis- and trans-IDS sequences with information on source sequences from the Pcitri.v1 genome or the transcriptome with their expression values, including log2 fold-changes contrasting virgin to mated females, as well as normalised and log-transformed counts per million (CPM). It also includes information whether the candidate sequence was successfully amplified or synthesized (see also Table 1), the amino acid sequence of the amplified/synthesized sequences and the putative species of origin, deduced from pyhlogenetic analyses and blast results.

## Footnotes

Supplemental information can be found online at https://doi.org/10.1016/j.isci.2024.109441.

## References

[1] Tillman J.A., Seybold S.J., Jurenka R.A., Blomquist G.J. (1999). Insect pheromones - an overview of biosynthesis and endocrine regulation. Insect Biochem. Mol. Biol..

[2] Beran F., Köllner T.G., Gershenzon J., Tholl D. (2019). Chemical convergence between plants and insects: biosynthetic origins and functions of common secondary metabolites. New Phytol..

[3] Zou Y., Millar J.G. (2015). Chemistry of the pheromones of mealybug and scale insects. Nat. Prod. Rep..

[4] Franco J.C., Cocco A., Lucchi A., Mendel Z., Suma P., Vacas S., Mansour R., Navarro-Llopis V. (2022). Scientific and technological developments in mating disruption of scale insects. Entomol. Gen..

[5] Vacas S., Alfaro C., Navarro-Llopis V., Primo J. (2010). Mating disruption of California red scale, *Aonidiella aurantii* Maskell (Homoptera: Diaspididae), using biodegradable mesoporous pheromone dispensers. Pest Manag. Sci..

[6] Zou Y., Chinta S.P., Millar J.G., Beck J.J., Coats J.R., Duke S.O., Koivunen M.E. (2013). Pest Management with Natural Products.

[7] Lucchi A., Suma P., Ladurner E., Iodice A., Savino F., Ricciardi R., Cosci F., Marchesini E., Conte G., Benelli G. (2019). Managing the vine mealybug, *Planococcus ficus*, through pheromone-mediated mating disruption. Environ. Sci. Pollut. Res. Int..

[8] Daane K.M., Cooper M.L., Mercer N.H., Hogg B.N., Yokota G.Y., Haviland D.R., Welter S.C., Cave F.E., Sial A.A., Boyd E.A. (2021). Pheromone Deployment Strategies for Mating Disruption of a Vineyard Mealybug. J. Econ. Entomol..

[9] Nagel R., Schmidt A., Peters R.J. (2019). Isoprenyl diphosphate synthases: the chain length determining step in terpene biosynthesis. Planta.

[10] Kobayashi M., Kuzuyama T. (2019). Structural and Mechanistic Insight into Terpene Synthases that Catalyze the Irregular Non-Head-to-Tail Coupling of Prenyl Substrates. Chembiochem.

[11] Rivera S.B., Swedlund B.D., King G.J., Bell R.N., Hussey C.E., Shattuck-Eidens D.M., Wrobel W.M., Peiser G.D., Poulter C.D. (2001). Chrysanthemyl diphosphate synthase: isolation of the gene and characterization of the recombinant non-head-to-tail monoterpene synthase from *Chrysanthemum cinerariaefolium*. Proc. Natl. Acad. Sci. USA.

[12] Hemmerlin A., Rivera S.B., Erickson H.K., Poulter C.D. (2003). Enzymes encoded by the farnesyl diphosphate synthase gene family in the Big Sagebrush *Artemisia tridentata* ssp. *spiciformis*. J. Biol. Chem..

[13] Demissie Z.A., Erland L.A.E., Rheault M.R., Mahmoud S.S. (2013). The biosynthetic origin of irregular monoterpenes in lavandula: Isolation and biochemical characterization of a novel *cis*-prenyl diphosphate synthase gene, lavandulyl diphosphate synthase. J. Biol. Chem..

[14] Chan Y.-T., Ko T.-P., Yao S.-H., Chen Y.-W., Lee C.-C., Wang A.H.-J. (2017). Crystal Structure and Potential Head-to-Middle Condensation Function of a *Z,Z*-Farnesyl Diphosphate Synthase. ACS Omega.

[15] Ozaki T., Zhao P., Shinada T., Nishiyama M., Kuzuyama T. (2014). Cyclolavandulyl Skeleton Biosynthesis via Both Condensation and Cyclization Catalyzed by an Unprecedented Member of the *cis*-Isoprenyl Diphosphate Synthase Superfamily. J. Am. Chem. Soc..

[16] Teufel R., Kaysser L., Villaume M.T., Diethelm S., Carbullido M.K., Baran P.S., Moore B.S. (2014). One-pot enzymatic synthesis of merochlorin A and B. Angew. Chem. Int. Ed. Engl..

[17] Ogawa T., Emi K.I., Koga K., Yoshimura T., Hemmi H. (2016). A *cis*-prenyltransferase from *Methanosarcina acetivorans* catalyzes both head-to-tail and nonhead-to-tail prenyl condensation. FEBS J..

[18] Emi K.I., Sompiyachoke K., Okada M., Hemmi H. (2019). A heteromeric *cis*-prenyltransferase is responsible for the biosynthesis of glycosyl carrier lipids in *Methanosarcina mazei*. Biochem. Biophys. Res. Commun..

[19] Watson G. (2023). CABI Compendum, *Planococcus citri* (citrus mealybug). https://www.cabidigitallibrary.org/doi/10.1079/cabicompendium.45082.

[20] Bierl-Leonhardt B.A., Moreno D.S., Schwarz M., Fargerlund J., Plimmer J.R. (1981). Isolation, identification and synthesis of the sex pheromone of the citrus mealybug, *Planococcus citri* (Risso). Tetrahedron Lett..

[21] Wolk J.L., Goldschmidt Z., Dunkelblum E. (1986). A short stereoselective synthesis of (+)-cis-planococcyl acetate, sex pheromone of the citrus mealybug *Planococcus citri* (Risso). Synthesis.

[22] Dunkelblum E., Zada A., Gross S., Fraistat P., Mendel Z. (2002). Sex pheromone and analogs of the citrus mealybug, *Planococcus citri*: synthesis and biological activity. IOBC-WPRS Bullertins.

[23] Passaro L.C., Webster F.X. (2004). Synthesis of the Female Sex Pheromone of the citrus mealybug, *Planococcus citri*. J. Agric. Food Chem..

[24] Mateos-Fernández R., Moreno-Giménez E., Gianoglio S., Quijano-Rubio A., Gavaldá-García J., Estellés L., Rubert A., Rambla J.L., Vazquez-Vilar M., Huet E. (2021). Production of Volatile Moth Sex Pheromones in Transgenic *Nicotiana benthamiana* Plants. Biodes. Res..

[25] Petkevicius K., Wenning L., Kildegaard K.R., Sinkwitz C., Smedegaard R., Holkenbrink C., Borodina I. (2022). Biosynthesis of insect sex pheromone precursors via engineered β-oxidation in yeast. FEMS Yeast Res..

[26] Laetsch D. (2017). *Planococcus citri* Pcitri.v1. https://ensembl.mealybug.org/Planococcus_citri_pcitriv1/Info/Index.

[27] Levi-Zada A., Fefer D., David M., Eliyahu M., Franco J.C., Protasov A., Dunkelblum E., Mendel Z. (2014). Diel periodicity of pheromone release by females of *Planococcus citri* and *Planococcus ficus* and the temporal flight activity of their conspecific males. Naturwissenschaften.

[28] Manni M., Berkeley M.R., Seppey M., Zdobnov E.M. (2021). BUSCO: Assessing Genomic Data Quality and Beyond. Curr. Protoc..

[29] Beran F., Petschenka G. (2022). Sequestration of Plant Defense Compounds by Insects: From Mechanisms to Insect-Plant Coevolution. Annu. Rev. Entomol..

[30] Jančič S., Nguyen H.D.T., Frisvad J.C., Zalar P., Schroers H.J., Seifert K.A., Gunde-Cimerman N. (2015). A Taxonomic Revision of the *Wallemia sebi* Species Complex. PLoS One.

[31] Zhang H., Li Z.-X. (2013). *In vitro* and *in vivo* characterization of a novel insect decaprenyl diphosphate synthase: A two-major step catalytic mechanism is proposed. Biochem. Biophys. Res. Commun..

[32] Song X., Li Z.-X. (2022). Functional characterization of two different decaprenyl diphosphate synthases in the vetch aphid *Megoura viciae*. Arch. Insect Biochem. Physiol..

[33] Song X., Qin Y.G., Zhang Y.H., Zhou Y.B., Li Z.X. (2023). Farnesyl/geranylgeranyl diphosphate synthases regulate the biosynthesis of alarm pheromone in a unique manner in the vetch aphid *Megoura viciae*. Insect Mol. Biol..

[34] Cheng Y.J., Li Z.X. (2019). Both farnesyl diphosphate synthase genes are involved in the production of alarm pheromone in the green peach aphid *Myzus persicae*. Arch. Insect Biochem. Physiol..

[35] Ding B.Y., Niu J., Shang F., Yang L., Chang T.Y., Wang J.J. (2019). Characterization of the Geranylgeranyl Diphosphate Synthase Gene in *Acyrthosiphon pisum* (Hemiptera: Aphididae) and Its Association With Carotenoid Biosynthesis. Front. Physiol..

[36] Rebholz Z., Lancaster J., Larose H., Khrimian A., Luck K., Sparks M.E., Gendreau K.L., Shewade L., Köllner T.G., Weber D.C. (2023). Ancient origin and conserved gene function in terpene pheromone and defense evolution of stink bugs and hemipteran insects. Insect Biochem. Mol. Biol..

[37] Lancaster J., Khrimian A., Young S., Lehner B., Luck K., Wallingford A., Ghosh S.K.B., Zerbe P., Muchlinski A., Marek P.E. (2018). *De novo* formation of an aggregation pheromone precursor by an isoprenyl diphosphate synthase-related terpene synthase in the harlequin bug. Proc. Natl. Acad. Sci. USA.

[38] Hemmerlin A., Harwood J.L., Bach T.J. (2012). A raison d’être for two distinct pathways in the early steps of plant isoprenoid biosynthesis?. Prog. Lipid Res..

[39] Liu P.-L., Wan J.-N., Guo Y.-P., Ge S., Rao G.-Y. (2012). Adaptive evolution of the chrysanthemyl diphosphate synthase gene involved in irregular monoterpene metabolism. BMC Evol. Biol..

[40] Gao Y., Honzatko R.B., Peters R.J. (2012). Terpenoid synthase structures: A so far incomplete view of complex catalysis. Nat. Prod. Rep..

[41] Burke C.C., Wildung M.R., Croteau R. (1999). Geranyl diphosphate synthase: Cloning, expression, and characterization of this prenyltransferase as a heterodimer. Proc. Natl. Acad. Sci. USA.

[42] Tholl D., Kish C.M., Orlova I., Sherman D., Gershenzon J., Pichersky E., Dudareva N. (2004). Formation of monoterpenes in *Antirrhinum majus* and *Clarkia breweri* flowers involves heterodimeric geranyl diphosphate synthases. Plant Cell.

[43] Qu Y., Chakrabarty R., Tran H.T., Kwon E.-J.G., Kwon M., Nguyen T.-D., Ro D.-K. (2015). A lettuce (*Lactuca sativa*) homolog of human Nogo-B receptor interacts with *cis*-prenyltransferase and is necessary for natural rubber biosynthesis. J. Biol. Chem..

[44] Yin J.-L., Wong W.-S., Jang I.-C., Chua N.-H. (2017). Co-expression of peppermint geranyl diphosphate synthase small subunit enhances monoterpene production in transgenic tobacco plants. New Phytol..

[45] Zhou F., Wang C.-Y., Gutensohn M., Jiang L., Zhang P., Zhang D., Dudareva N., Lu S. (2017). A recruiting protein of geranylgeranyl diphosphate synthase controls metabolic flux toward chlorophyll biosynthesis in rice. Proc. Natl. Acad. Sci. USA.

[46] Dong C., Zhang M., Song S., Wei F., Qin L., Fan P., Shi Y., Wang X., Wang R. (2023). A Small Subunit of Geranylgeranyl Diphosphate Synthase Functions as an Active Regulator of Carotenoid Synthesis in *Nicotiana tabacum*. Int. J. Mol. Sci..

[47] Schneider L., Rebetez M., Rasmann S. (2022). The effect of climate change on invasive crop pests across biomes. Curr. Opin. Insect Sci..

[48] Mateos Fernández R., Petek M., Gerasymenko I., Juteršek M., Baebler Š., Kallam K., Moreno Giménez E., Gondolf J., Nordmann A., Gruden K. (2022). Insect pest management in the age of synthetic biology. Plant Biotechnol. J..

[49] Li F., Zhao X., Li M., He K., Huang C., Zhou Y., Li Z., Walters J.R. (2019). Insect genomes: progress and challenges. Insect Mol. Biol..

[50] Hotaling S., Sproul J.S., Heckenhauer J., Powell A., Larracuente A.M., Pauls S.U., Kelley J.L., Frandsen P.B. (2021). Long Reads Are Revolutionizing 20 Years of Insect Genome Sequencing. Genome Biol. Evol..

[51] Wallrapp F.H., Pan J.J., Ramamoorthy G., Almonacid D.E., Hillerich B.S., Seidel R., Patskovsky Y., Babbitt P.C., Almo S.C., Jacobson M.P., Poulter C.D. (2013). Prediction of function for the polyprenyl transferase subgroup in the isoprenoid synthase superfamily. Proc. Natl. Acad. Sci. USA.

[52] Zhang A., Amalin D., Shirali S., Serrano M.S., Franqui R.A., Oliver J.E., Klun J.A., Aldrich J.R., Meyerdirk D.E., Lapointe S.L. (2004). Sex pheromone of the pink hibiscus mealybug, *Maconellicoccus hirsutus*, contains an unusual cyclobutanoid monoterpene. Proc. Natl. Acad. Sci. USA.

[53] Tholl D., Rebholz Z., Morozov A.V., O’Maille P.E. (2023). Terpene synthases and pathways in animals: enzymology and structural evolution in the biosynthesis of volatile infochemicals. Nat. Prod. Rep..

[54] Karunanithi P.S., Zerbe P. (2019). Terpene Synthases as Metabolic Gatekeepers in the Evolution of Plant Terpenoid Chemical Diversity. Front. Plant Sci..

[55] Gilg A.B., Tittiger C., Blomquist G.J. (2009). Unique animal prenyltransferase with monoterpene synthase activity. Naturwissenschaften.

[56] Beran F., Rahfeld P., Luck K., Nagel R., Vogel H., Wielsch N., Irmisch S., Ramasamy S., Gershenzon J., Heckel D.G., Köllner T.G. (2016). Novel family of terpene synthases evolved from *trans*-isoprenyl diphosphate synthases in a flea beetle. Proc. Natl. Acad. Sci. USA.

[57] Darragh K., Orteu A., Black D., Byers K.J.R.P., Szczerbowski D., Warren I.A., Rastas P., Pinharanda A., Davey J.W., Fernanda Garza S. (2021). A novel terpene synthase controls differences in anti-aphrodisiac pheromone production between closely related *Heliconius butterflies*. PLoS Biol..

[58] Nishida R., Kim C.-S., Fukami H., Irik R. (1991). Ideamine N-Oxides: Pyrrolizidine Alkaloids Sequestered by the Danaine Butterfly, *Idea leuconoe*. Agric. Biol. Chem..

[59] Husnik F., Nikoh N., Koga R., Ross L., Duncan R.P., Fujie M., Tanaka M., Satoh N., Bachtrog D., Wilson A.C.C. (2013). Horizontal Gene Transfer from Diverse Bacteria to an Insect Genome Enables a Tripartite Nested Mealybug Symbiosis. Cell.

[60] McCutcheon J.P., von Dohlen C.D. (2011). An Interdependent Metabolic Patchwork in the Nested Symbiosis of Mealybugs. Curr. Biol..

[61] López-Madrigal S., Latorre A., Porcar M., Moya A., Gil R. (2013). Mealybugs nested endosymbiosis: going into the ‘matryoshka’ system in *Planococcus citri* in depth. BMC Microbiol..

[62] Tabata J. (2022). Genetic Basis Underlying Structural Shift of Monoterpenoid Pheromones in Mealybugs. J. Chem. Ecol..

[63] Rudolf J.D., Chang C.-Y. (2020). Terpene synthases in disguise: enzymology, structure, and opportunities of non-canonical terpene synthases. Nat. Prod. Rep..

[64] Köllner T.G., David A., Luck K., Beran F., Kunert G., Zhou J.-J., Caputi L., O’Connor S.E. (2022). Biosynthesis of iridoid sex pheromones in aphids. Proc. Natl. Acad. Sci. USA.

[65] Vogel H., Heidel A.J., Heckel D.G., Groot A.T. (2010). Transcriptome analysis of the sex pheromone gland of the noctuid moth *Heliothis virescens*. BMC Genom..

[66] Gu S.-H., Wu K.-M., Guo Y.-Y., Pickett J.A., Field L.M., Zhou J.-J., Zhang Y.-J. (2013). Identification of genes expressed in the sex pheromone gland of the black cutworm *Agrotis ipsilon* with putative roles in sex pheromone biosynthesis and transport. BMC Genom..

[67] Nuo S.-M., Yang A.-J., Li G.-C., Xiao H.-Y., Liu N.-Y. (2021). Transcriptome analysis identifies candidate genes in the biosynthetic pathway of sex pheromones from a zygaenid moth , *Achelura yunnanensis* ( Lepidoptera : Zygaenidae ). PeerJ.

[68] Yao S., Zhou S., Li X., Liu X., Zhao W., Wei J., Du M., An S. (2021). Transcriptome Analysis of *Ostrinia furnacalis* Female Pheromone Gland: Esters Biosynthesis and Requirement for Mating Success. Front. Endocrinol..

[69] Gerasymenko I., Sheludko Y.V., Navarro Fuertes I., Schmidts V., Steinel L., Haumann E., Warzecha H. (2022). Engineering of a Plant Isoprenyl Diphosphate Synthase for Development of Irregular Coupling Activity. Chembiochem.

[70] Guo R.T., Cao R., Liang P.H., Ko T.P., Chang T.H., Hudock M.P., Jeng W.Y., Chen C.K.M., Zhang Y., Song Y. (2007). Bisphosphonates target multiple sites in both *cis*- and *trans*- prenyltransferases. Proc. Natl. Acad. Sci. USA.

[71] Husnik F. (2017). *Planococcus ficus* Pficus.v0. https://ensembl.mealybug.org/Planococcus_ficus_pficusv0/Info/Index.

[72] Laetsch D. (2017). *Pseudococcus longispinus* v1. https://ensembl.mealybug.org/Pseudococcus_longispinus_v1/Info/Index.

[73] Kohli S., Gulati P., Narang A., Maini J., Shamsudheen K.V., Pandey R., Scaria V., Sivasubbu S., Brahmachari V. (2021). Genome and transcriptome analysis of the mealybug *Maconellicoccus hirsutus*: Correlation with its unique phenotypes. Genomics.

[74] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[75] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). *limma* powers differential expression analyses for RNA-sequencing and micorarray studies. Nucleic Acids Res..

[76] Li H. (2018). Minimap2: Pairwise alignment for nucleotide sequences. Bioinformatics.

[77] Tseng E. (2022). cDNA_Cupcake. https://github.com/Magdoll/cDNA_Cupcake.

[78] Bushnell B. (2022). BBMap. https://sourceforge.net/projects/bbmap/.

[79] Bushmanova E., Antipov D., Lapidus A., Prjibelski A.D. (2019). RnaSPAdes: A *de novo* transcriptome assembler and its application to RNA-Seq data. GigaScience.

[80] Bushmanova E., Antipov D., Lapidus A., Suvorov V., Prjibelski A.D. (2016). RnaQUAST: A quality assessment tool for *de novo* transcriptome assemblies. Bioinformatics.

[81] Skelly T. (2015). MatchAnnot. https://github.com/TomSkelly/MatchAnnot.

[82] Haas B. (2023). TransDecoder. https://github.com/TransDecoder/TransDecoder.

[83] Jones P., Binns D., Chang H.-Y., Fraser M., Li W., McAnulla C., McWilliam H., Maslen J., Mitchell A., Nuka G. (2014). InterProScan 5: Genome-scale protein function classification. Bioinformatics.

[84] Mirdita M., Steinegger M., Breitwieser F., Söding J., Levy Karin E. (2021). Fast and sensitive taxonomic assignment to metagenomic contigs. Bioinformatics.

[85] Breitwieser F.P., Salzberg S.L. (2020). Pavian: interactive analysis of metagenomics data for microbiome studies and pathogen identification. Bioinformatics.

[86] Bailey T.L., Johnson J., Grant C.E., Noble W.S. (2015). The MEME Suite. Nucleic Acids Res..

[87] Altschul S.F., Gish W., Miller W., Myers E.W., Lipman D.J. (1990). Basic Local Alignment Search Tool. J. Mol. Biol..

[88] Fu L., Niu B., Zhu Z., Wu S., Li W. (2012). CD-HIT: Accelerated for clustering the next-generation sequencing data. Bioinformatics.

[89] Waterhouse A., Bertoni M., Bienert S., Studer G., Tauriello G., Gumienny R., Heer F.T., De Beer T.A.P., Rempfer C., Bordoli L. (2018). SWISS-MODEL: Homology modelling of protein structures and complexes. Nucleic Acids Res..

[90] Kumar S., Stecher G., Li M., Knyaz C., Tamura K. (2018). MEGA X: Molecular evolutionary genetics analysis across computing platforms. Mol. Biol. Evol..

[91] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[92] Vacas S., Navarro I., Seris E., Ramos C., Hernández E., Navarro-Llopis V., Primo J. (2017). Identification of the male-produced aggregation pheromone of the four-spotted coconut weevil, *Diocalandra frumenti*. J. Agric. Food Chem..

[93] Kukovinets O.S., Zvereva T.I., Kasradze V.G., Galin F.Z., Frolova L.L., Kuchin A.V., Spirikhin L.V., Abdullin M.I. (2006). Novel synthesis of *Planococcus citri* pheromone. Chem. Nat. Compd..

[94] Law C.W., Alhamdoosh M., Su S., Dong X., Tian L., Smyth G.K., Ritchie M.E. (2018). RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. F1000Research.

[95] Nikolenko S.I., Korobeynikov A.I., Alekseyev M.A. (2013). BayesHammer : Bayesian clustering for error correction in single-cell sequencing. BMC Genom..

[96] Edgar R.C. (2004). MUSCLE: Multiple sequence alignment with high accuracy and high throughput. Nucleic Acids Res..

[97] Le S.Q., Gascuel O. (2008). An Improved General Amino Acid Replacement Matrix. Mol. Biol. Evol..

[98] Bradford M.M. (1976). A rapid and sensitive method for the quantitation of microgram quantitites of protein utilizing the principle of protein-dye binding. Anal. Biochem..

[99] Nagel R., Gershenzon J., Schmidt A. (2012). Nonradioactive assay for detecting isoprenyl diphosphate synthase activity in crude plant extracts using liquid chromatography coupled with tandem mass spectrometry. Anal. Biochem..

[100] Sarrion-Perdigones A., Falconi E.E., Zandalinas S.I., Juárez P., Fernández-del-Carmen A., Granell A., Orzaez D. (2011). GoldenBraid: An iterative cloning system for standardized assembly of reusable genetic modules. PLoS One.

[101] Gerasymenko I., Sheludko Y., Fräbel S., Staniek A., Warzecha H. (2019). Combinatorial biosynthesis of small molecules in plants: Engineering strategies and tools. Methods Enzymol..

[102] Pettersen E.F., Goddard T.D., Huang C.C., Couch G.S., Greenblatt D.M., Meng E.C., Ferrin T.E. (2004). UCSF Chimera - A visualization system for exploratory research and analysis. J. Comput. Chem..

# Supplementary material for: Transcriptome-informed identification and characterization of Planococcus citri cis- and trans-isoprenyl diphosphate synthase genes
**Source:** iScience. 2024 Mar 6;27(4):109441. doi: 10.1016/j.isci.2024.109441
**Supplement:** Document S1. Figures S1–S27 and Tables S1, S2, and S5–S8

Supplemental information

Transcriptome-informed identification and characterization

of *Planococcus citri* *cis*- and *trans*-isoprenyl

diphosphate synthase genes

Mojca Juteršek, Iryna M. Gerasymenko, Marko Petek, Elisabeth Haumann, Sandra Vacas, Kalyani Kallam, Silvia Gianoglio, Vicente Navarro-Llopis, Michael Heethoff, Ismael Navarro Fuertes, Nicola Patron, Diego Orzáez, Kristina Gruden, Heribert Warzecha, and Špela Baebler

Table S1: Quality assessment of short- and long-read transcriptome data, related to STAR Methods. (a) Combined rnaQUAST outputs for the consolidated transcriptome (Figure S1e) and each of the transcriptome datasets separately (short-read *de novo* assembly v1 – Figure S1a, short-read *de novo* assembly v2 – Figure S1b, and long-read Iso-Seq transcriptome – Figure S1d). (b) Metrics determined for the *Pcitra.v1* genome assembly, to which the transcriptome datasets were mapped.

a) Transcriptome metrics

	Consolidated transcriptome	Long-read transcriptome	<i>de novo</i> v1 transcriptome	<i>de novo</i> v2 transcriptome
<i>Total number of assembled transcripts</i>	440,881	72,445	317,306	134,464
<i>Transcripts > 500</i>	234,111	71,487	75,790	122,374
<i>Transcripts >1000</i>	168,571	63,478	44,334	81,127
<i>Average length of assembled transcripts</i>	1,356.41	2,358.59	633.64	2,180.98
<i>Longest transcript</i>	211,937	12,275	124,003	211,973
<i>Total length</i>	598,016,656	170,867,687	201,059,045	293,262,838
<i>Transcript N50</i>	2,908	2,800	1,515	3,495
**Transcriptome alignment to <i>Pcitra.v1</i> genome**				
<i>Aligned</i>	363,614	68,843	248,614	111,385
<i>Uniquely aligned</i>	315,563	55,010	229,305	91,910
<i>Multipy aligned</i>	6,828	35	6,962	651
<i>Misassembly candidates reported by GMAP</i>	41,058	13,759	12,297	19,038
<i>Misassembly candidates reported by BLASTN</i>	88,030	24,581	29,664	42,074
<i>Misassemblies</i>	22,983	8,801	5,270	11,052
<i>Unaligned</i>	77,267	3,602	68,692	23,079
<i>Average aligned fraction</i>	0.97	0.96	0.98	0.95
<i>Average alignment length</i>	1,196.85	2,120.38	596.42	1,952.25
<i>Average blocks per alignment</i>	5.93	12.44	2.95	8.64
<i>Average block length</i>	201.73	170.52	210.92	225.95
<i>Average mismatches per transcript</i>	8.31	6.17	6.80	9.71
<i>NA50</i>	2,546	2,550	1,310	3,002

**Assembly completeness (sensitivity)**					
	<i>Database coverage</i>	0.67	0.43	0.54	0.56
	<i>Duplication ratio</i>	5.02	3.63	1.65	2.47
	<i>Average number of transcripts mapped to one isoform</i>	5.20	3.64	2.52	2.68
	<i>50%-assembled genes</i>	21,775	12,919	16,445	17,640
	<i>95%-assembled genes</i>	16,687	10,806	10,887	13,392
	<i>50%-covered genes</i>	22,664	12,988	18,039	19,015
	<i>95%-covered genes</i>	17,929	11,082	12,718	14,218
	<i>50%-assembled isoforms</i>	22,293	13,280	16,625	18,004
	<i>95%-assembled isoforms</i>	16,976	11,005	10,949	13,558
	<i>50%-covered isoforms</i>	23,203	13,352	18,244	18,404
	<i>95%-covered isoforms</i>	18,258	11,298	12,789	14,403
	<i>50%-assembled exons</i>	118,790	85,346	98,980	102,164
	<i>95%-assembled exons</i>	113,418	83,603	91,952	98,760
	<i>Mean isoform assembly</i>	0.81	0.96	0.69	0.84
	<i>Mean isoform coverage</i>	0.84	0.93	0.74	0.86
	<i>Mean exon coverage</i>	0.96	0.99	0.93	0.97
	<i>Average percentage of isoform 50%-covered exons</i>	0.83	0.93	0.74	0.86
	<i>Average percentage of isoform 95%-covered exons</i>	0.74	0.89	0.61	0.79
**Assembly specificity**					
	<i>Unannotated</i>	178,976	4,132	174,060	36,232
	<i>50%-matched</i>	76,324	36,763	33,960	23,761
	<i>95%-matched</i>	8,632	2,203	8,330	1,196
	<i>Mean fraction of transcript matched</i>	0.23	0.59	0.14	0.27
	<i>Mean fraction of block matched</i>	0.46	0.56	0.46	0.40
	<i>50%-matched blocks</i>	0.46	0.56	0.47	0.40
	<i>95%-matched blocks</i>	0.39	0.50	0.37	0.33
	<i>Matched length</i>	157,253,815	72,465,708	41,811,301	64,516,908
	<i>Unmatched length</i>	265,414,648	49,779,570	111,379,414	130,860,407

b) Genome metrics

Pcitr1.v1 genome

<i>Genes</i>	40,620
<i>Isoforms</i>	42,260
<i>Average length of all isoforms</i>	1,104.78
<i>Total length of all isoforms</i>	46,687,951
<i>Exons</i>	180,975
<i>Average exon length</i>	257.98
<i>Average number of exons per isoform</i>	4.28
<i>Maximal number of exons per isoform</i>	117
<i>Introns</i>	138,715
<i>Average intron length</i>	853.25

Table S2: Percent of short reads mapping to transcriptome sequences, related to STAR Methods. Illumina short-read samples used for *P. citri* short-read transcriptome assembly with SRA or GEO accession numbers and percentages of reads mapping to all three generated transcriptome datasets, counting uniquely and multimapped reads. The first seven samples were provided by Edinburgh University (E) and include samples from *P. citri* males (M) and females (F). Eight samples were sequenced in this study (S) and include samples from *P. citri* mated and virgin females (MF and VF, respectively). Only reads from this study were mapped back to v1 of short-read transcriptome, as it was assembled from those reads only.

<i>Sample</i>	<i>Sample accession</i>	<i>Mapped to<br>short-read v1</i>	<i>Mapped to<br>short-read v2</i>	<i>Mapped to<br>long-read</i>	<i>Average per sample</i>
EALL1	/	/	93.26%	86.49%	**89.87%**
EF1	SRR11260463	/	95.12%	92.38%	**93.75%**
EF2	SRR11260462	/	82.79%	79.99%	**81.39%**
EF3	SRR11260471	/	92.75%	89.81%	**91.28%**
EM1	SRR11260470	/	96.12%	82.07%	**89.09%**
EM2	SRR11260469	/	85.29%	73.62%	**79.45%**
EM3	SRR11260468	/	85.75%	72.95%	**79.35%**
SMF08	GSM5425814	74.95%	78.53%	62.37%	**71.95%**
SMF09	GSM5425815	77.28%	78.64%	64.07%	**73.33%**
SMF10	GSM5425816	77.88%	81.10%	70.48%	**76.49%**
SMF11	GSM5425817	79.91%	80.31%	68.04%	**76.08%**
SVF02	GSM5425810	78.15%	80.84%	68.72%	**75.90%**
SVF03	GSM5425811	80.89%	82.10%	67.65%	**76.88%**
SVF05	GSM5425812	84.30%	86.23%	75.74%	**82.09%**
SVF06	GSM5425813	81.00%	82.71%	73.67%	**79.13%**
<i>Average per transcriptome set</i>		**79.29%**	**85.44%**	**75.20%**	

Table S5: IDS activity measurements of *P. citri* candidates, related to Figures 3a and 4a. (a) Raw data for measurements of IDS enzymatic activity for candidate IDSs producing C10 or C15 prenyl diphosphates, source data for Figure 3a, and (b) measurements of *trans*IDS5 mutants, source data for Figure 4a. Three measurements and their average are given for each protein and for each chain length. Values are given in mmol s⁻¹ g⁻¹.

a)

	C10			C15			C10 average	C15 average
<i>trans</i> IDS5	133.71	137.93	139.84	169.16	201.27	209.93	137.16	193.46
<i>trans</i> IDS3	22.74	24.00	21.96	2.57	2.58	2.40	22.90	2.51
<i>trans</i> IDS11	0.66	0.60	0.55	0.27	0.25	0.23	0.60	0.25
<i>trans</i> IDS2	0.60	0.60	0.56	0.32	0.29	0.24	0.59	0.28
<i>trans</i> IDS17	0.09	0.09	0.10	0.04	0.03	0.04	0.09	0.04

b)

	C10			C15			C10 average	C15 average
<i>trans</i> IDS5 -wt	133.71	137.93	139.84	169.16	201.27	209.93	137.16	193.46
D166N	18.20	16.81	21.43	22.79	24.57	26.63	18.81	24.66
D308N	123.54	117.62	115.92	24.18	24.27	22.52	119.03	23.66
D309N	0.00	0.00	0.00	0.00	0.00	0.00	0.00	0.00
D312N	129.20	119.87	125.87	34.90	31.18	36.47	124.98	34.18
K120A	124.45	129.84	132.18	13.41	15.55	14.58	128.82	14.52
K120E	44.60	45.47	43.62	0.00	0.00	0.00	44.56	0.00
K120Q	120.59	118.66	120.46	11.94	11.95	12.04	119.90	11.98

Table S7: Input and output of the MEME motif search for *P. citri* sequences containing *trans*-IDS motifs, related to STAR Methods. Input sequences of FPPS-coding genes from different organisms used for MEME motif search (a) and output of MAST algorithm (b) with sequences from *Pcitri.v1* genome, which contain the motifs detected by MEME. For the input sequences, organism names and Uniprot accession numbers are given, and for the target sequences, *Pcitri.v1* gene model IDs and their E-values are given.

a)		b)	
Organism	UniProt_acc	GeneID	Evalue
<i>Acromyrmex echinator</i>	F4WXE7	g32607.t1	5.30E-72
<i>Anthonomus grandis</i>	Q56CY8	g14484.t1	1.00E-63
<i>Arabidopsis thaliana</i>	Q09152	g21383.t1	8.10E-32
<i>Artemisia annua</i>	Q9ZPJ3	g7366.t1	2.80E-25
<i>Artemisia spiciformis</i>	Q7XYS8	g34061.t1	1.50E-23
<i>Bombyx mori</i>	Q95P28	g9107.t1	4.10E-18
<i>Choristoneura fumiferana</i>	Q1XAB0	g2704.t1	4.20E-18
<i>Culex quinquefasciatus</i>	B0VZA8	g26044.t1	3.40E-10
<i>Dendroctonus jeffreyi</i>	Q56CY7	g21682.t1	8.30E-07
<i>Drosophila melanogaster</i>	Q7KN61	g1822.t1	3.70E-05
<i>Epicauta gorhami</i>	A0A075D844	g14822.t1	1.30E-04
<i>Escherichia coli</i>	P22939	g35512.t1	4.30E-01
<i>Gallus gallus</i>	P08836	g35890.t1	7.30E+00
<i>Harpegnathos saltator</i>	E2B2E9	g18384.t1	7.30E+00
<i>Ips pini</i>	Q58GE9	g4554.t1	7.90E+00
<i>Mylabris cichorii</i>	A0A0U2D675	g24024.t1	7.90E+00
<i>Myzus persicae</i>	B1PI49		
<i>Pediculus humanus corporis</i>	E0VQL3		
<i>Tanacetum cinerariifolium</i>	P0C565		
<i>Tetropium fuscum</i>	J9QQQ8		
<i>Tribolium castaneum</i>	D6WSE7		

Table S8: Primers used for amplification of IDS sequences from *P. citri* cDNA and for introducing mutations into *transIDS5* sequence, related to STAR Methods. For cloning primers (a), the cloning sites for pMAL-c5X expression vector are underlined (*Nco*I in forward primer and *Bam*HI in reverse primer), and for mutagenic primers (b), the mutated positions are underlined.

a) Cloning primers

Primer pair	Target
Fw 5'-ACAT <u>CCATGG</u> CGTGTGGGTTTCG-3'<br>Rv 5'-ATGTGGATCCTACTTCAGACGGTTCAAC-3'	<i>transIDS2</i>
Fw 5'-ACAT <u>CCATGG</u> CGAATTGTTCAAGTG-3'<br>Rv 5'-ATGATTCGGATCCTCAGAAATCCAC-3'	<i>transIDS4</i>
Fw 5'-GCACCATGGGTCCATTATTC-3'<br>Rv 5'-GATAGGATCCTTAATTACTCCGTTTG-3'	<i>transIDS5</i>
Fw 5'-ACAT <u>CCATGG</u> AATACTTTTGTTCGTTTC-3'<br>Rv 5'-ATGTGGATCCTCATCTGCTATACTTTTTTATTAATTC-3'	<i>transIDS11</i>
Fw 5'-ACAT <u>CCATGG</u> TGAATTCGTTTCGAAG-3'<br>Rv 5'-ATCAGGATCCTTAAATTTCTCCCATCGC-3'	<i>transIDS12</i>
Fw 5'-ACAT <u>CCATGG</u> ATATGGAAAGTGG-3'<br>Rv 5'-TAGTGGATCCTCAAGTATTCTCTTCC-3'	<i>transIDS16</i>
Fw 5'-ACAT <u>CCATGG</u> AAGACAAAGAAGC-3'<br>Rv 5'-ATGTGGATCCTTAATCGCTTTCGACC-3'	<i>transIDS17</i>
Fw 5'-TTGACCATGGCATCTGAACTACCAGCAC-3'<br>Rv 5'-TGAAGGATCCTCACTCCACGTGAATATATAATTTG-3'	<i>cisIDS1</i>
Fw 5'-CTAT <u>CCATGG</u> CGTCAAAAAATCAGCAACAAC-3'<br>Rv 5'-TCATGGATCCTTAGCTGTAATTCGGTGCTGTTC-3'	<i>cisIDS8</i>

b) Mutagenic primers

Primer pair	Mutation
Fw 5'- ATATTATGGATGGAGCTGAAACGAGAAG -3'<br>Rv 5'- CGT <u>T</u> CAATATTTAAAAGAAATGCTTGAAGC -3'	D166N
Fw 5'- ACGATTATTTGGACTGTTTTGG -3'<br>Rv 5'- <u>T</u> CTGTATTTGGAAATAATGTCCC-3'	D308N
Fw 5'- TTGGACTGTTTTGGAGATGCAGATG -3'<br>Rv 5'- ATAAT <u>T</u> GTCCCTGTATTTGGAAATAATGTCC-3'	D309N
Fw 5'- TTGGAGATGCAGATGAAATTGGTAAAATC -3'<br>Rv 5'- AACAGT <u>T</u> CAAATAATCGTCCTGTATTTGG-3'	D312N
Fw 5'-AATCGTGGATTAGCTCTAGTCACCGC-3'<br>Rv 5'-TTT <u>A</u> GCTCCTCCGGGGACGTTATACTG-3'	K120A
Fw 5'- AATCGTGGATTAGCTCTAGTCACCGC-3'<br>Rv 5'-TTTCT <u>C</u> TCCTCCGGGGACGTTATAC-3'	K120E
Fw 5'- AATCGTGGATTAGCTCTAGTCACCGC-3'<br>Rv 5'- TTTCT <u>G</u> TCCTCCGGGGACGTTATAC -3'	K120Q

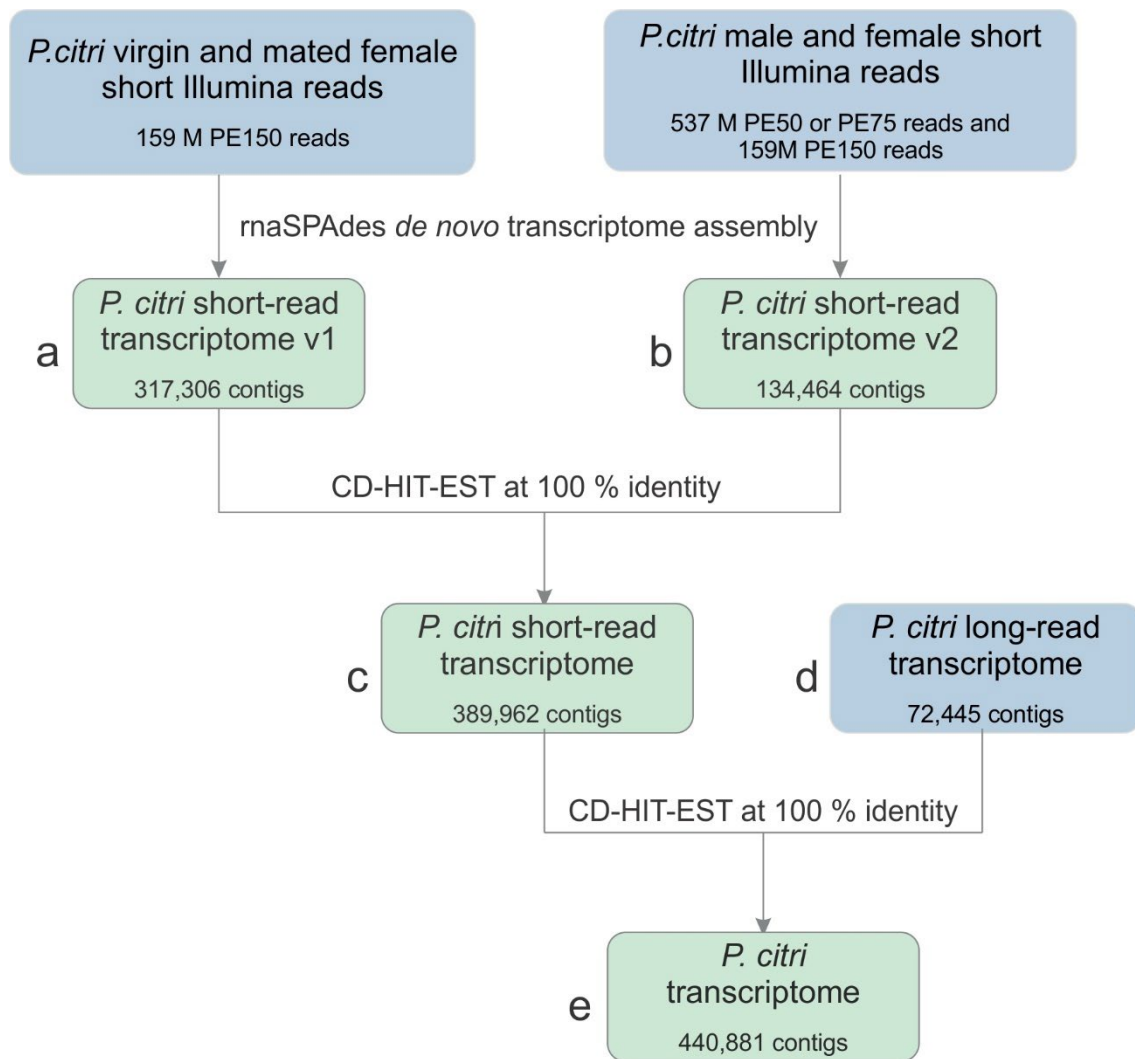

Figure S1: Construction of *P. citri* transcriptome resource, related to STAR Methods. Diagram of consolidation steps taken to combine the short-read (a, b, merged into c) and long-read (d) *P. citri* transcriptome resources into a comprehensive dataset of all assembled and sequenced putative *P. citri* transcripts (e). Raw sequencing data are in blue boxes. For details on the consolidation approach, see STAR Methods.

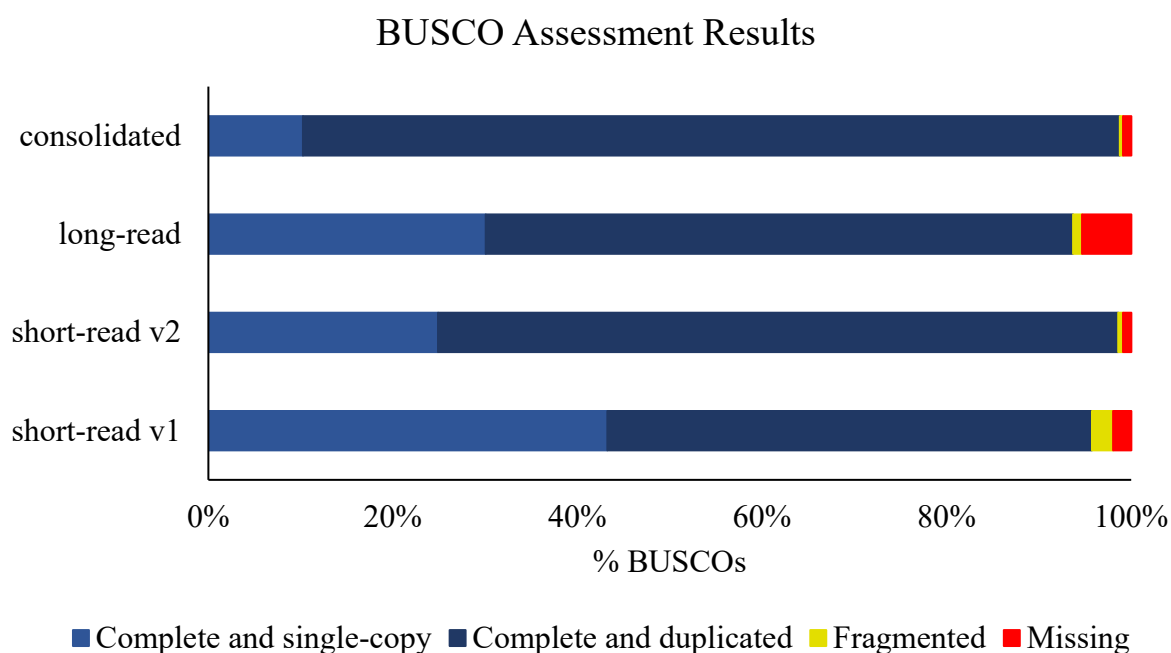

Figure S2: BUSCO assessment of transcriptome completeness, related to STAR Methods. BUSCO was run for the consolidated transcriptome dataset (Figure S1e), long-read Iso-Seq dataset (Figure S1d) and both short-read *de novo* assembled datasets (Figure S1a and b). Percents of complete BUSCOs are shown in blue (light for single-copy and dark for duplicates) and for fragmented and missing BUSCOs in yellow and red, respectively. N=1367

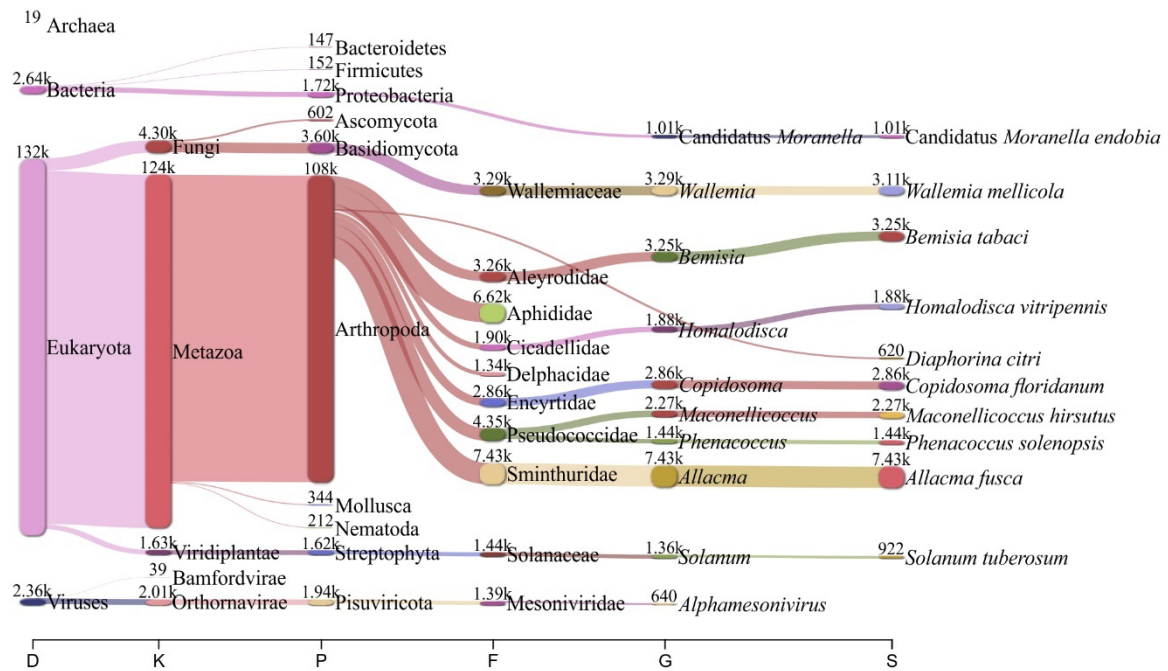

Figure S3: Taxonomic classification of the *P. citri* transcriptome dataset, related to STAR Methods. Sankey plot visualisation of mmseqs2 classification of translated coding sequences from the consolidated *P. citri* transcriptome (Figure S1e). For each taxa, the number of assigned sequences is given. Markings on the x-axis: D - domain, K - kingdom, P - phylum, F - family, G - genus, S - species.

a) *transIDS10*

b) *transIDS13*

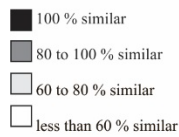

Figure S4: Alignments of sequence resources for *transIDS10* and *transIDS13*, related to Figure 1. Multiple sequence alignments were done in MEGAX and visualised with Geneious software. Color-coded similarity is given in the legend below. Names of sequences originating from the *Pcitra.v1* genome, long-read, and short-read assemblies are given in black, blue, and orange, respectively.

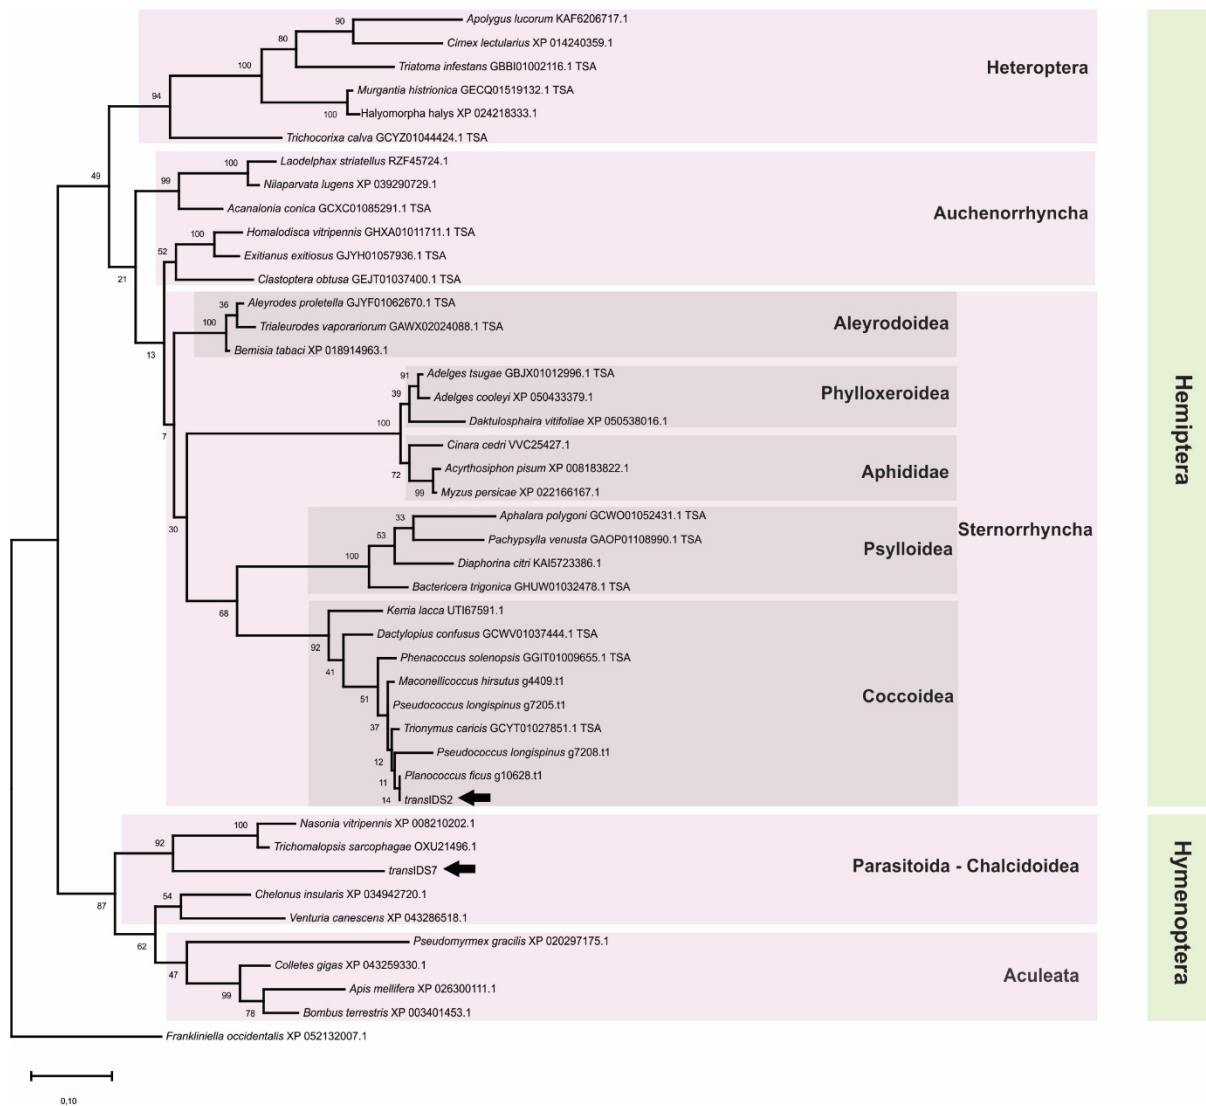

Figure S5: Phylogenetic tree of putative DPPS subunit 1 sequences from selected species with *transIDS2* and *transIDS7*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. This analysis involved 44 amino acid sequences with a total of 603 positions in the final dataset. Positions of candidate sequences from this study (*transIDS2* and *transIDS7*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

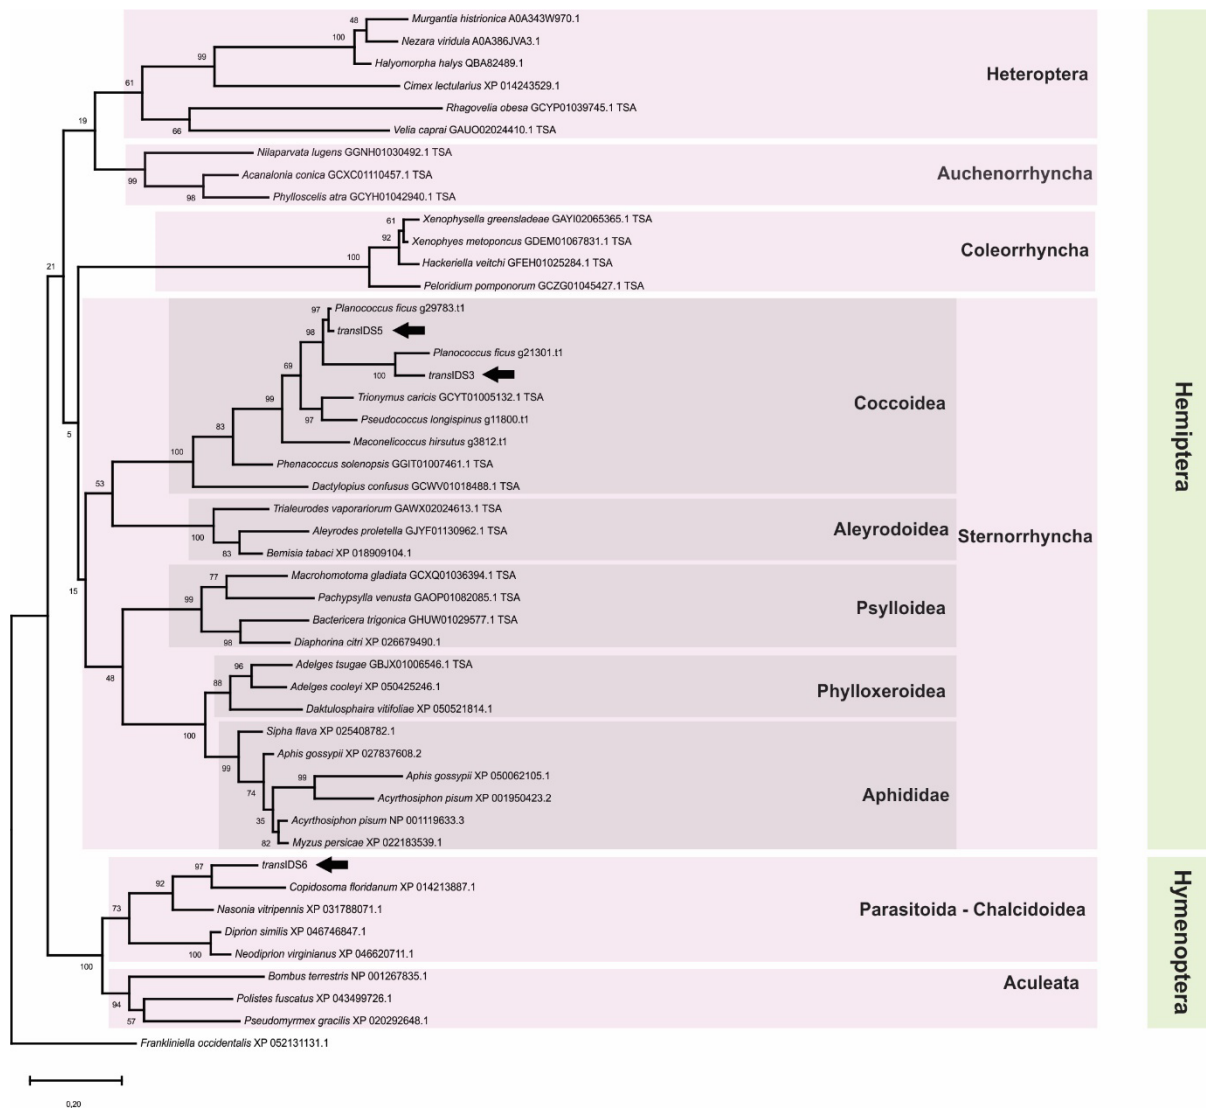

Figure S6: Phylogenetic tree of putative FPPS sequences from selected species with *transIDS3*, *transIDS5*, and *transIDS6*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. This analysis involved 47 amino acid sequences with a total of 525 positions in the final dataset. Positions of candidate sequences from this study (*transIDS3*, *transIDS5*, and *transIDS6*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

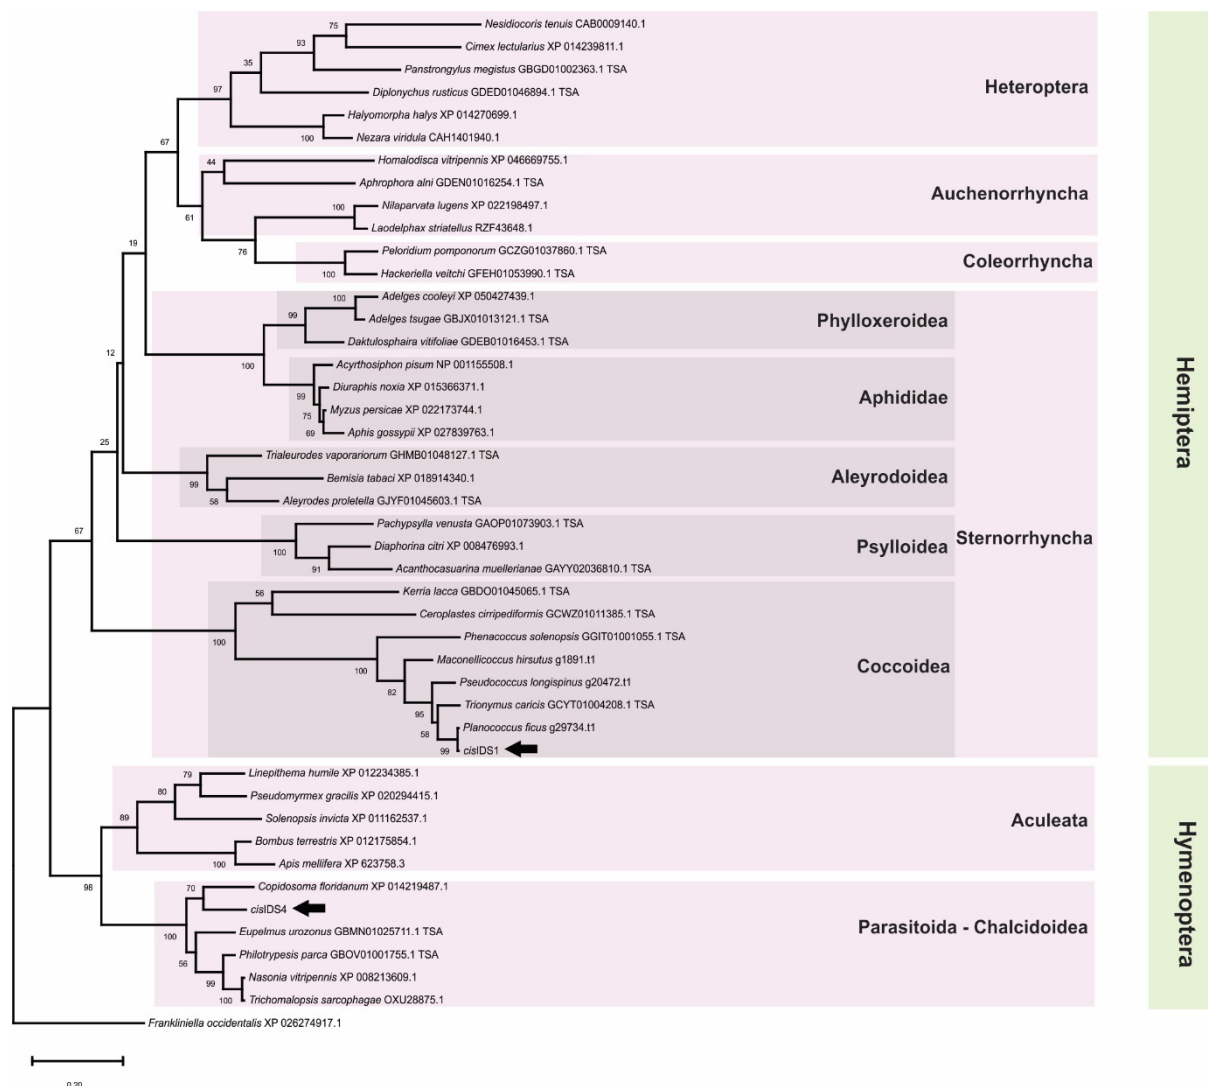

Figure S7: Phylogenetic tree of putative DHPPS catalytic subunit sequences from selected species with *cisIDS1* and *cisIDS4*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. This analysis involved 45 amino acid sequences with a total of 418 positions in the final dataset. Positions of candidate sequences from this study (*cisIDS1* and *cisIDS4*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

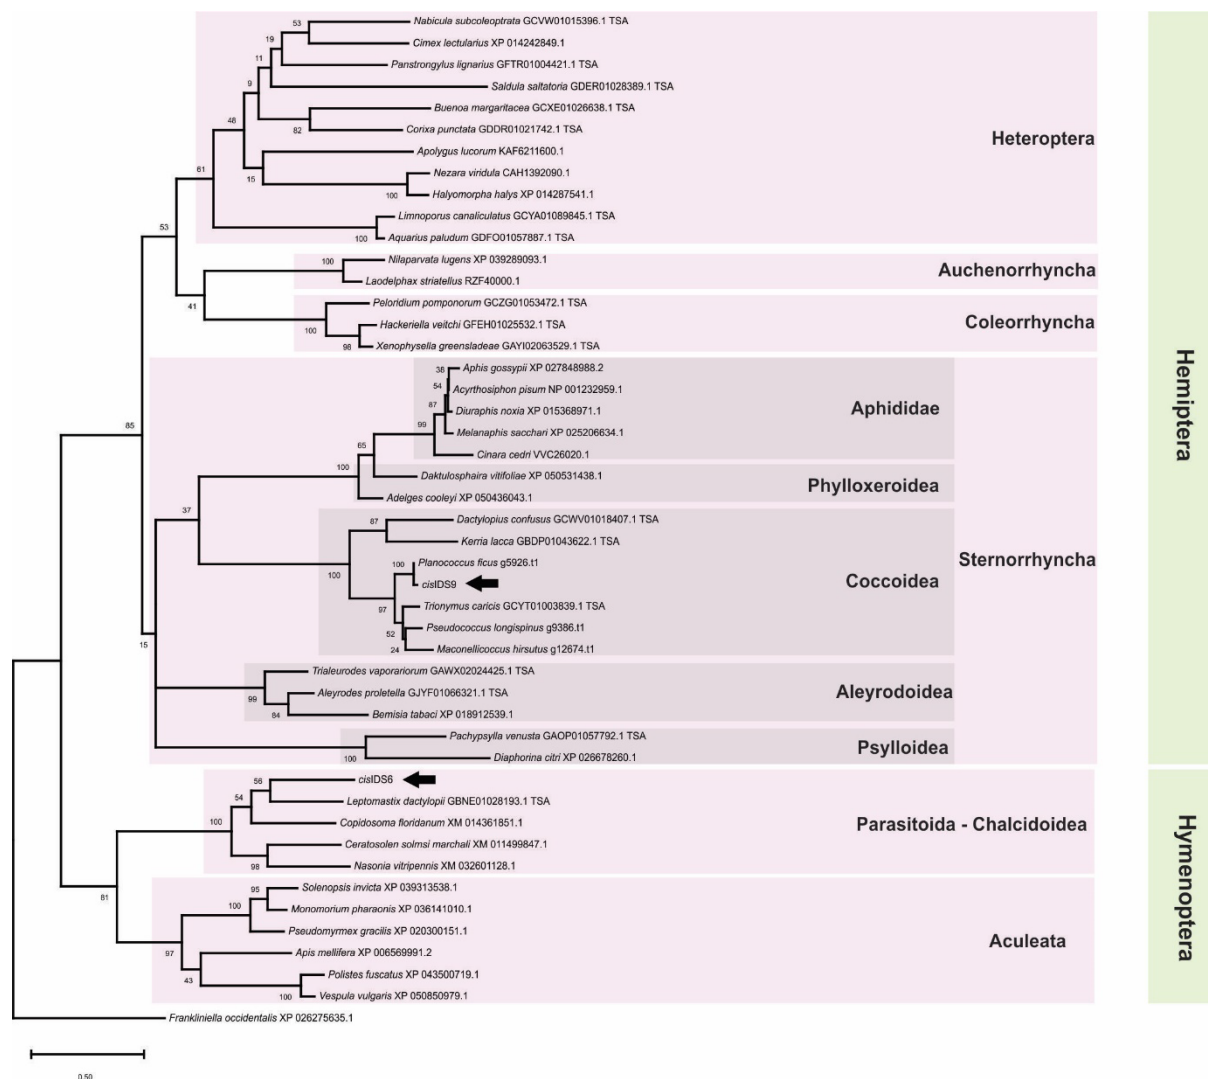

Figure S8: Phylogenetic tree of putative DHPPS regulatory subunit sequences from selected species with *cisIDS6* and *cisIDS9*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 47 amino acid sequences with a total of 559 positions in the final dataset. Positions of candidate sequences from this study (*cisIDS6* and *cisIDS9*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

transIDS2	MMACLGSGRACIRGFKEFKCLLTONTQIKKKASASYLC	KQIGIHPLARTFVQ	CQOCTYL	60					
transIDS3	.....RPLFNMYLLNS	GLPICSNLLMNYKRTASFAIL	F	38					
transIDS5	.....RPLFNMYLQRPNS	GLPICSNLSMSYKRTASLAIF	F	38					
transIDS8	.....ATLIRFLNLNN	..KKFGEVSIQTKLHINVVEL		35					
transIDS9	.....ATLIRSLNLKYH	..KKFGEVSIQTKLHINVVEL		35					
transIDS10	.....AVFTNLFSEFKI	..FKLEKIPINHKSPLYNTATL	L	34					
transIDS11	.....NTFVRSFNF	..SIQ	..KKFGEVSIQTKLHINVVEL	36					
transIDS12	.....	..MFCSSALNIF		10					
transIDS13	.....	..MFCSSALNIF		10					
transIDS18	.....	..MFCSSALNIF		0					
transIDS16	.....	..MFCSSALNIF		1					
transIDS2	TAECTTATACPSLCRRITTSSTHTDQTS	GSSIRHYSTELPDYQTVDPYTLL	EDDL	120					
transIDS3	QSKTK	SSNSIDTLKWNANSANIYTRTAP	APVASTGTETVA	ESKE	MDVFPDIVRD	TSA	98		
transIDS5	QSETK	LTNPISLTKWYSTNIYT	..P	APVALTGTAVA	ESRE	MAVFPDIVRD	TSA	95	
transIDS8	TTNS	SVAEK	.....	FNEQLKNIHKCB	DESKE	ENVAHNIV	IV	SDK	77
transIDS9	TTNS	SIAG	.....	FNEQLKNIHKCB	DESKE	ENVAHNIV	IV	SDK	77
transIDS10	TTNS	SIAG	.....	FNEQLKNIHKCB	DESKE	ENVAHNIV	IV	SDK	76
transIDS11	TTNS	SIAG	.....	LTQRENIHKCB	LDYS	ERLAHNIV	IV	SDK	78
transIDS12	RRSTR	SQR	.....	..NFFTHPQY	HLMEPP	SATYPHL	KL	LVEN	48
transIDS13	KRSAR	SQR	.....	..NYFTHPQY	HLMEPP	SATYPHL	KL	LVEN	48
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	0
transIDS16	NME	SKMES	.....	..VFSNSGNREED	EL	LQPYFHL	QVP	...	35
transIDS2	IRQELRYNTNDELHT	ATYYFD	GQKAVRPMVAI	LMARAINYHLNKD	SLSEARQVAMV				180
transIDS3	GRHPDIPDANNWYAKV	ITVP	CGKKN	GLTVVTAYRVF	CP	PAEL	PAN	RLAHV	157
transIDS5	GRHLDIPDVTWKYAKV	ITVP	CGKKN	GLALVTAYRVF	CP	PAEL	PEN	RLAHV	154
transIDS8	RICL	SSISDRNE	EL	LTG	GYK	MLF	INV	CQNF	136
transIDS9	PLMTSS	SL	SLISERN	NRLE	LD	CR	YK	VYVF	136
transIDS10	EICLN	SLISERN	NRLE	LD	CR	YK	VYVF	NTYENL	134
transIDS11	SICL	SSISERN	NRLE	LD	CR	YK	VYVF	NTYENL	137
transIDS12	VEGE	PKRVIG	...	EMLD	IMDS	GRFL	AAIT	KVHEVMKL	105
transIDS13	VEGE	PKRVIG	...	EMLD	IMDS	GRFL	AAIT	KVHEVMKL	103
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	0
transIDS16	.....	.....	.....	.....	.....	.....	.....	.....	64
FARM									
transIDS2	SEVIHSAS	ELDD	VI	Q	SE	RR	K	SVNVLFNHKK	238
transIDS3	VEM	QAP	EL	DD	VI	Q	SE	RR	214
transIDS5	PLMTSS	SL	SLISERN	NRLE	LD	CR	YK	VYVF	195
transIDS8	PLMTSS	SL	SLISERN	NRLE	LD	CR	YK	VYVF	195
transIDS9	PLMTSS	SL	SLISERN	NRLE	LD	CR	YK	VYVF	195
transIDS10	NQL	LTSS	MM	DD	VI	Q	SE	RR	192
transIDS11	TOV	LLSS	MM	DD	VI	Q	SE	RR	196
transIDS12	SEL	VQ	PAI	EL	DD	VI	Q	SE	164
transIDS13	SEL	VQ	PAI	EL	DD	VI	Q	SE	162
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	50
transIDS16	VQ	PAI	EL	DD	VI	Q	SE	RR	119
transIDS2	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	286	
transIDS3	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	276	
transIDS5	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	273	
transIDS8	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	252	
transIDS9	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	252	
transIDS10	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	249	
transIDS11	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	253	
transIDS12	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	223	
transIDS13	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	221	
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	107
transIDS16	VTITLS	VI	Q	SE	RR	K	SVNVLFNHKK	171	
SARM									
transIDS2	LKAP	EL	LAGADP	..KLSEVAF	YGRNV	EL	AFOLVD	..L	343
transIDS3	VALS	NY	INDPEV	HRQVKY	..LLEM	HY	Q	DD	335
transIDS5	VALS	NY	INDPEV	HRQVKY	..LLEM	HY	Q	DD	331
transIDS8	PILAA	NNMA	SVKY	HVAED	EL	EP	SAE	ELISLV	309
transIDS9	PILAA	NNMA	SVKY	HVAED	EL	EP	SAE	ELISLV	309
transIDS10	PILAA	NNMA	SVKY	HVAED	EL	EP	SAE	ELISLV	306
transIDS11	PILAA	NNMA	SVKY	HVAED	EL	EP	SAE	ELISLV	310
transIDS12	ERL	AA	YARR	SEL	PEN	DE	TH	LDIA	283
transIDS13	ERL	AA	YARR	SEL	PEN	DE	TH	LDIA	281
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	165
transIDS16	IRLM	QL	ESDN	.....	..KSNF	K	ELTELL	ELYL	224
transIDS2	ATAPV	EL	ACEK	FP	ELNPM	MR	RFQ	..	400
transIDS3	CSNP	VVA	QRATA	Q	Q	Q	Q	Q	395
transIDS5	CSNP	VVA	QRATA	Q	Q	Q	Q	Q	391
transIDS8	MS	EV	LT	SHCN	SD	EL	HD	Y	369
transIDS9	MS	EV	LT	SHCN	SD	EL	HD	Y	369
transIDS10	LT	EV	LT	SHCN	SD	EL	HD	Y	366
transIDS11	LT	EV	LT	SHCN	SD	EL	HD	Y	370
transIDS12	LT	EV	LT	SHCN	SD	EL	HD	Y	338
transIDS13	LT	EV	LT	SHCN	SD	EL	HD	Y	336
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	225
transIDS16	ESFP	EL	IG	QS	FP	ED	RQ	FIN	284
transIDS2	RLAGL	EL	ESQY	K	EL	LVMT	EL	LV	427
transIDS3	DL	QQLP	RGIP	EE	IF	PKM	EL	KI	422
transIDS5	DL	QQLP	RGIP	EE	IF	PKM	EL	KI	418
transIDS8	HE	QQLD	VSFR	K	EL	SDME	YIAE	WYSHV	401
transIDS9	HE	QQLD	VSFR	K	EL	SDME	YIAE	WYSHV	398
transIDS10	KRVE	K	EL	K	Y	EL	SDME	YIAE	394
transIDS11	NL	EL	K	Y	EL	SDME	YIAE	WYSHV	378
transIDS12	TK	EL	SV	NE	HK	LD	EL	IAVH	376
transIDS13	TK	EL	SV	NE	HK	LD	EL	IAVH	374
transIDS18	.....	.....	.....	.....	.....	.....	.....	.....	254
transIDS16	AEV	AKLG	EL	NPL	MIS	EL	IDE	EL	313

[ ] non-conserved
 [ ] ≥ 50% conserved
 [ ] ≥ 80% conserved

Figure S9: Multiple sequence alignment of *trans*-IDS *P. citri* candidates, related to Figure 2. Protein sequences of *trans*IDS2 (putative DHPPS), *trans*IDS3, *trans*IDS5, *trans*IDS8, *trans*IDS9, *trans*IDS10, *trans*IDS11, *trans*IDS12, *trans*IDS13, *trans*IDS18 (all putative FPPS or FPPS-like), and *trans*IDS16 (putative GGPPS). For more details on the candidates, see Table 1 and Figure 2. Positions of the first and second aspartate-rich motifs (FARM and SARM, respectively) are indicated. White, gray or black shading of the residues denote their conservation, as given in the legend below the alignment. Alignment and its visualisation were done in R using "msa" library and msaPrettyPrint function.

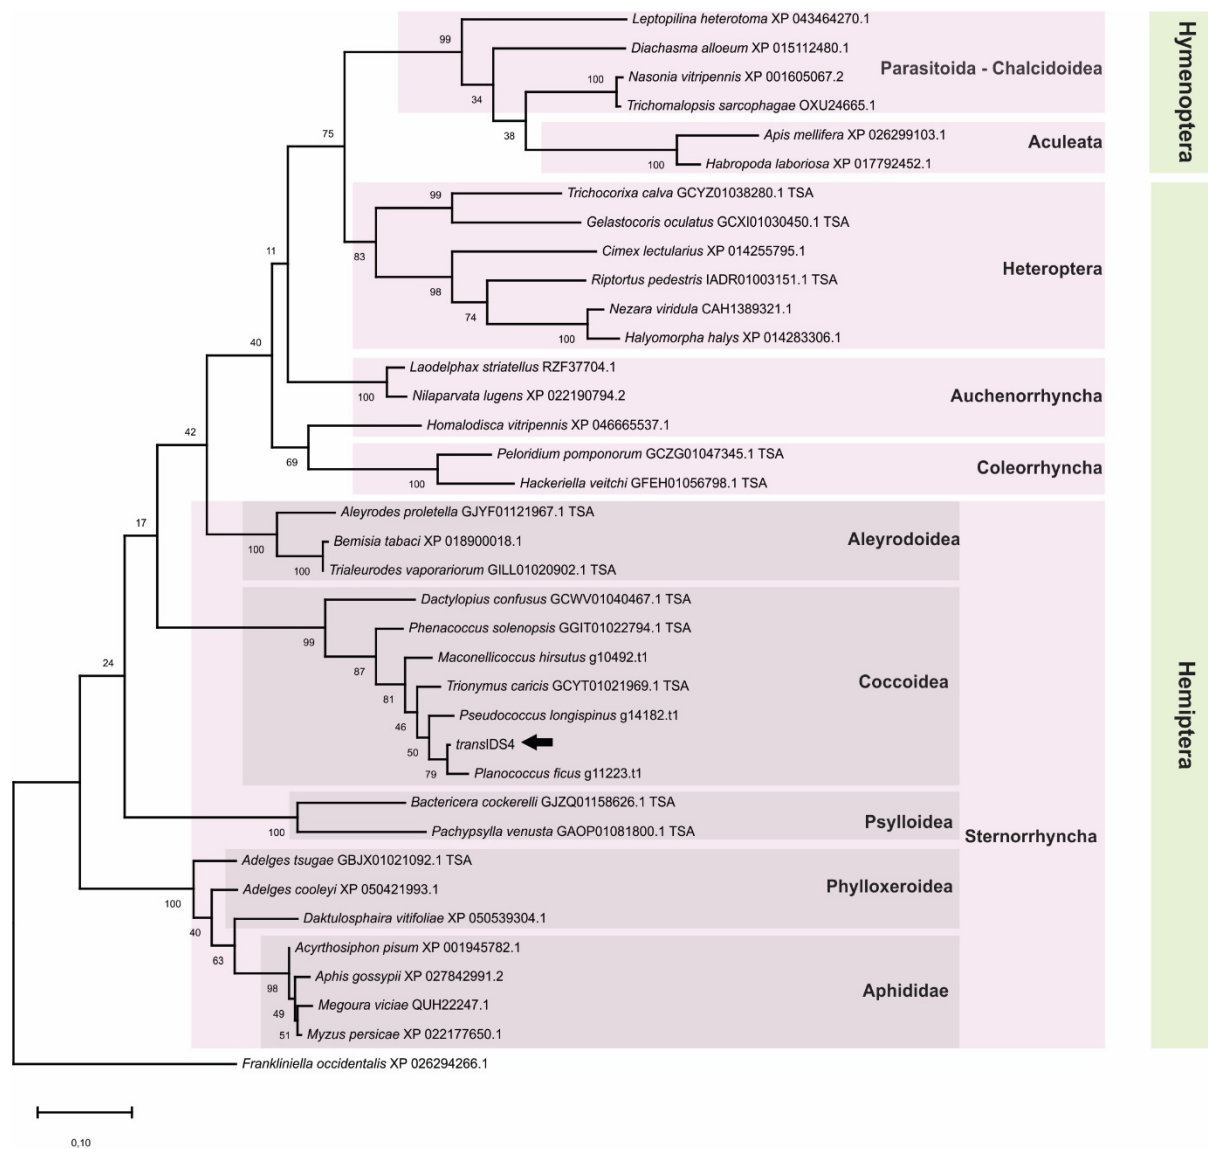

Figure S10: Phylogenetic tree of putative DPPS regulatory subunit sequences from selected species with *transIDS4*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 37 amino acid sequences with a total of 474 positions in the final dataset. The position of candidate sequence from this study (*transIDS4*) is marked with a black arrow. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

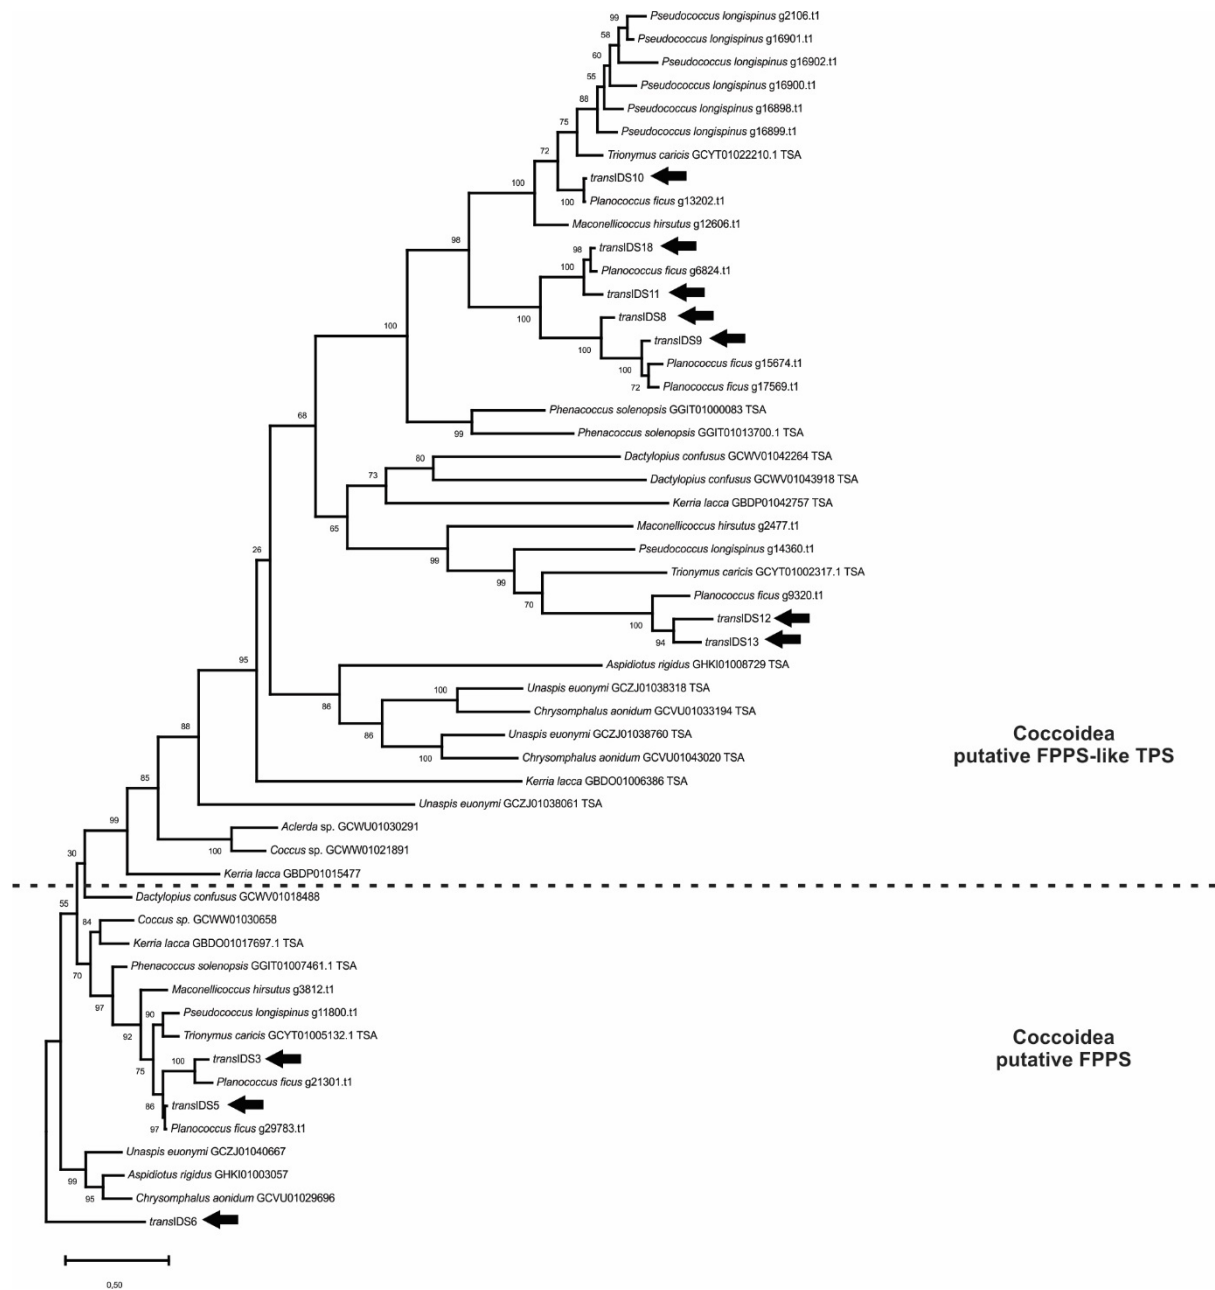

Figure S11: Phylogenetic tree of putative FPPS and FPPS-like sequences from Coccoidea species, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 53 amino acid sequences with a total of 826 positions in the final dataset. Positions of candidate sequences from this study (*transIDS3*, *transIDS5*, *transIDS6*, *transIDS8*, *transIDS9*, *transIDS10*, *transIDS11*, *transIDS12*, *transIDS13*, and *transIDS18*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. The delineation between the FPPS and FPPS-like sequences is based on Rebholz et al., 2023³³. Tree is rooted with *transIDS6*, the identified FPPS with similarity to sequences from Chalcidoidea wasps (Hymenoptera).

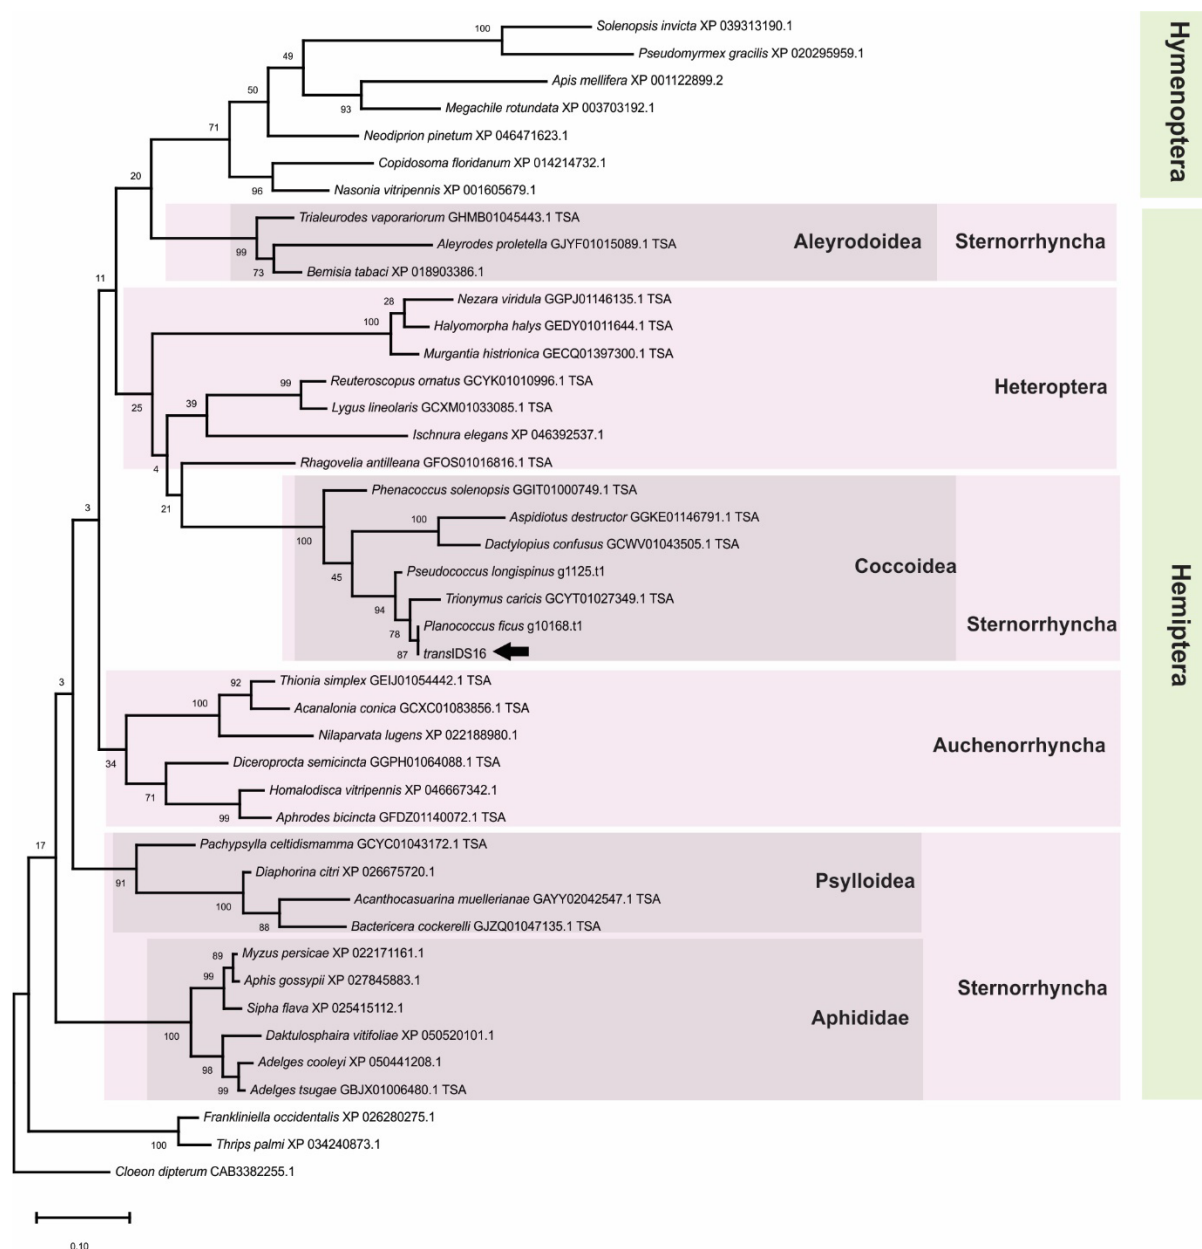

Figure S12: Phylogenetic tree of putative GGPPS sequences from selected species with *transIDS16*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 43 amino acid sequences with a total of 400 positions in the final dataset. The position of candidate sequence from this study (*transIDS16*) is marked with a black arrow. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

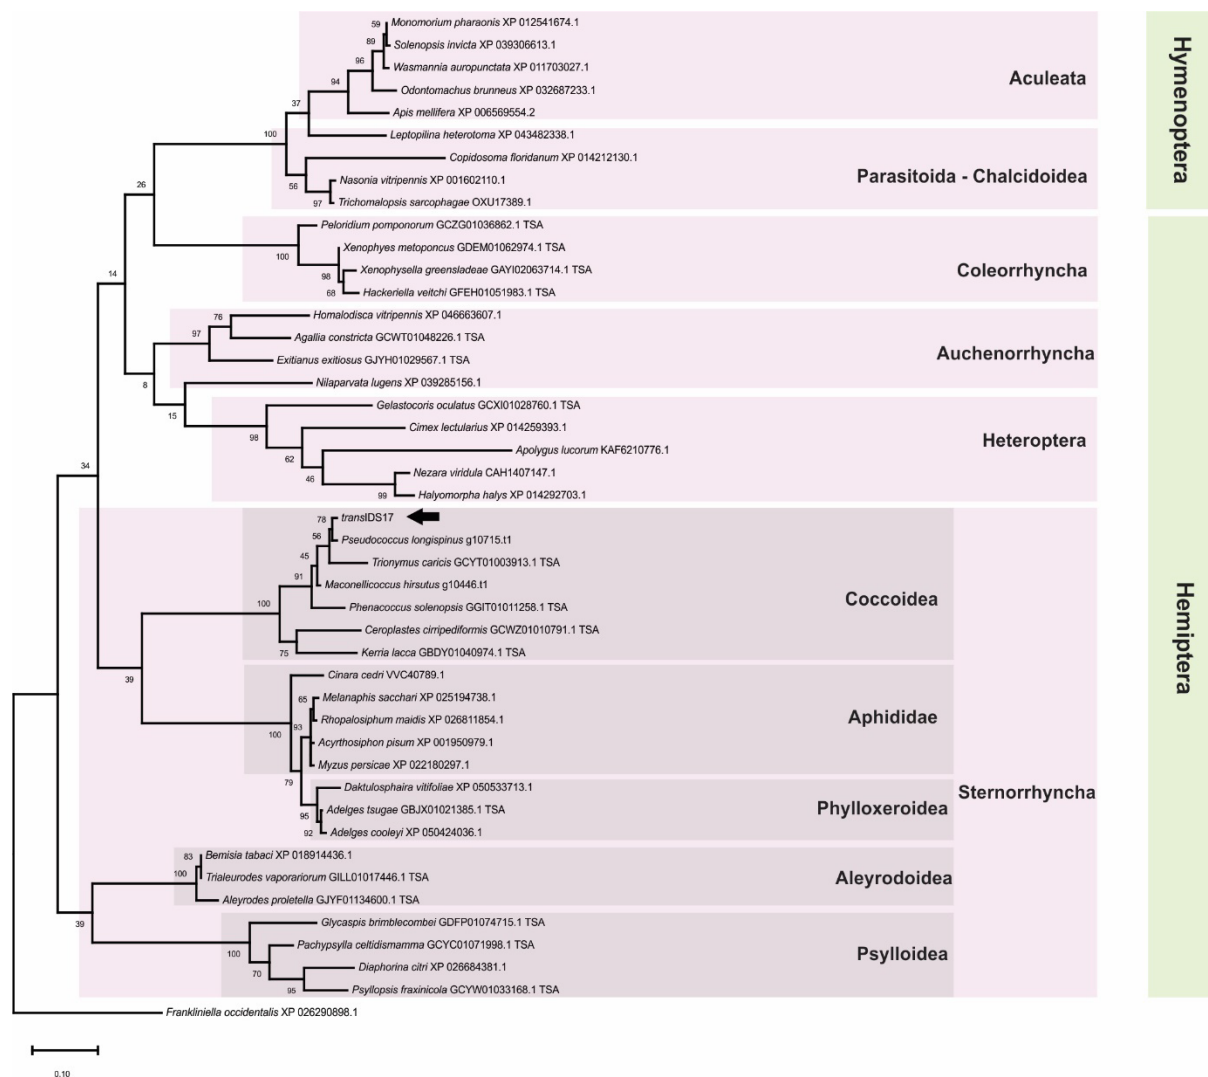

Figure S13: Phylogenetic tree of putative otubain-like sequences from selected species with *transIDS17*, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 45 amino acid sequences with a total of 344 positions in the final dataset. The position of candidate sequence from this study (*transIDS17*) is marked with a black arrow. For each sequence, species of origin and GenBank, TSA, or gene model ID are given. Taxonomic classification of included species is marked with coloured blocks.

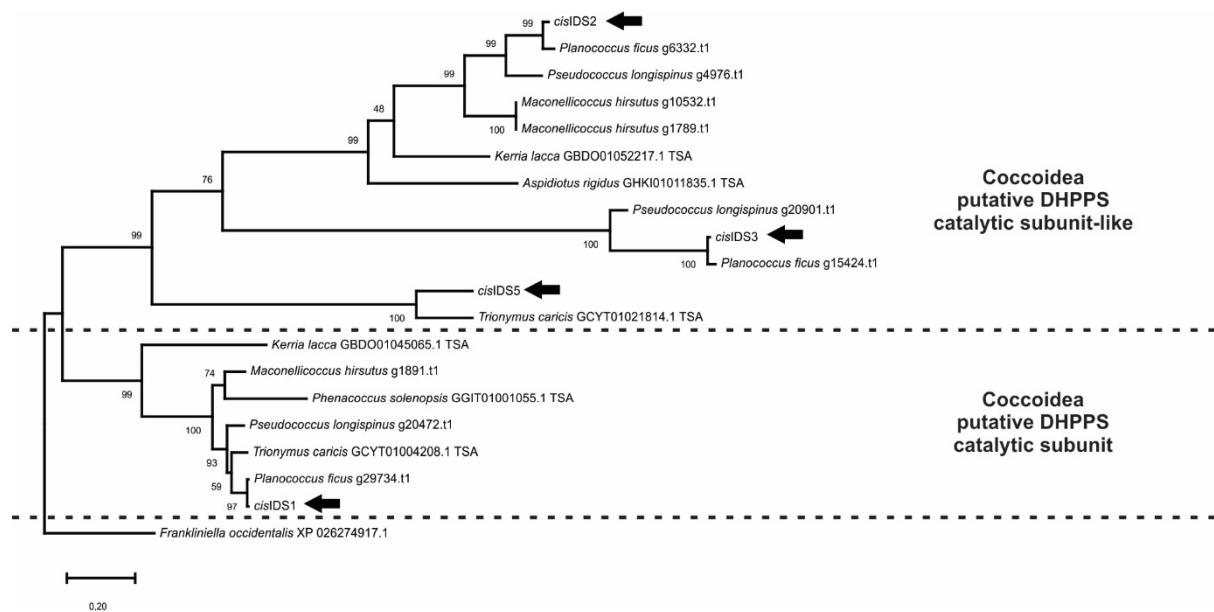

Figure S14: Phylogenetic tree of putative DHPPS and DHPPS-like sequences from selected Coccoidea species, related to Table 1. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (scale on the bottom left) and bootstrap values given at nodes. The analysis involved 45 amino acid sequences with a total of 344 positions in the final dataset. Positions of candidate sequences from this study (*cisIDS1*, *cisIDS2*, *cisIDS3*, and *cisIDS5*) are marked with black arrows. For each sequence, species of origin and GenBank, TSA, or gene model ID are given.

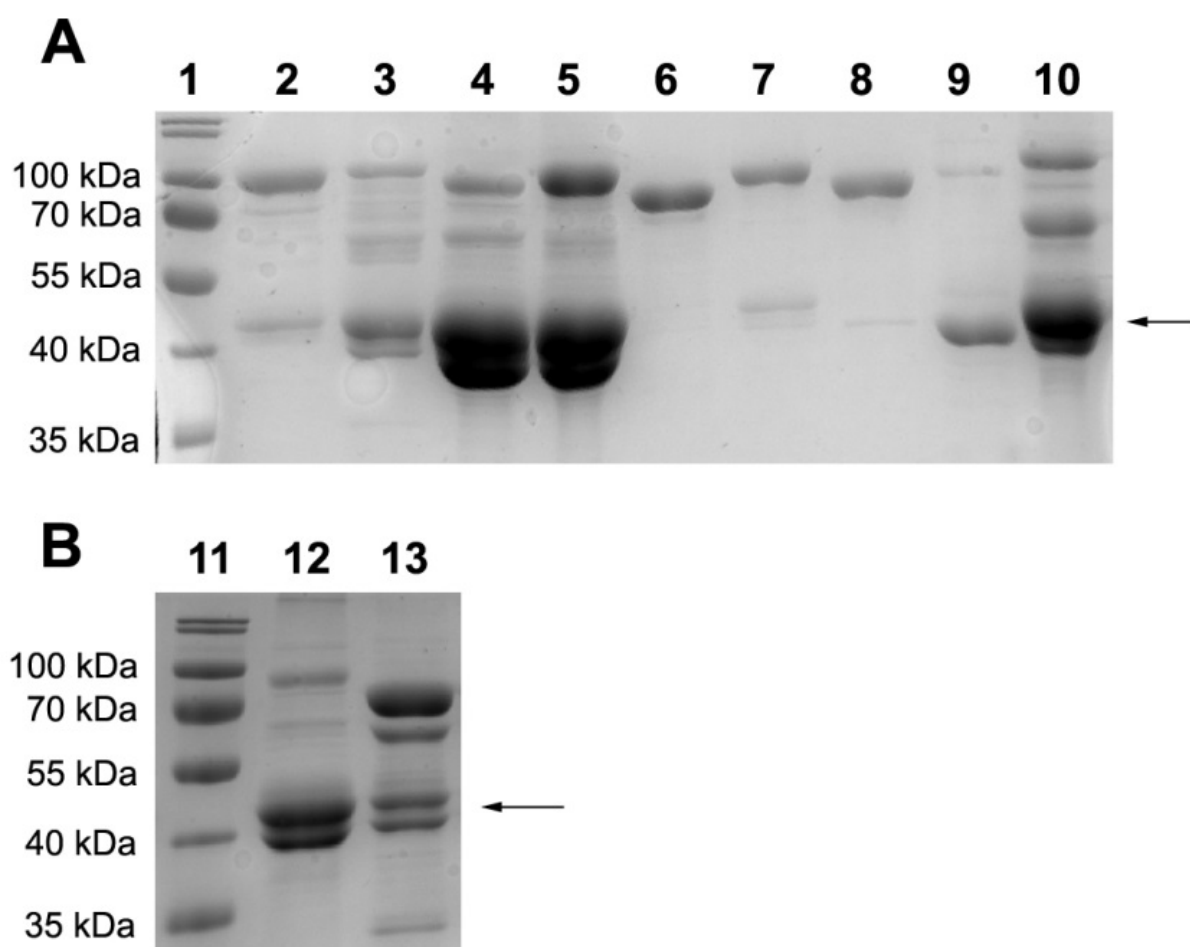

Figure S15: SDS-PAGE analysis of candidate proteins expressed in *E. coli* in fusion with maltose-binding domain and purified on amylose resin, related to Table 1. A) IDS of *trans* type. Lane 1: MW ladder; lane 2: *trans*IDS5 (90.8 kDa); lane 3: *trans*IDS3 (92 kDa); lane 4: *trans*IDS11 (86.3 kDa); lane 5: *trans*IDS2 (90.8 kDa); lane 6: *trans*IDS17 (74.9 kDa); lane 7: *trans*IDS16 (79.5 kDa); lane 8: *trans*IDS4 (84.1 kDa); lane 9: *trans*IDS10 (84.1 kDa); lane 10: *trans*IDS12 (89.7 kDa). B) IDS of *cis* type. Lane 11: MW ladder; lane 12: *cis*IDS1 (81.7 kDa); lane 13: *cis*IDS8 (71.6 kDa). For more details on the candidates, see Table 1. Arrows indicate the bands corresponding to partially split maltose-binding domain (40.4 kDa).

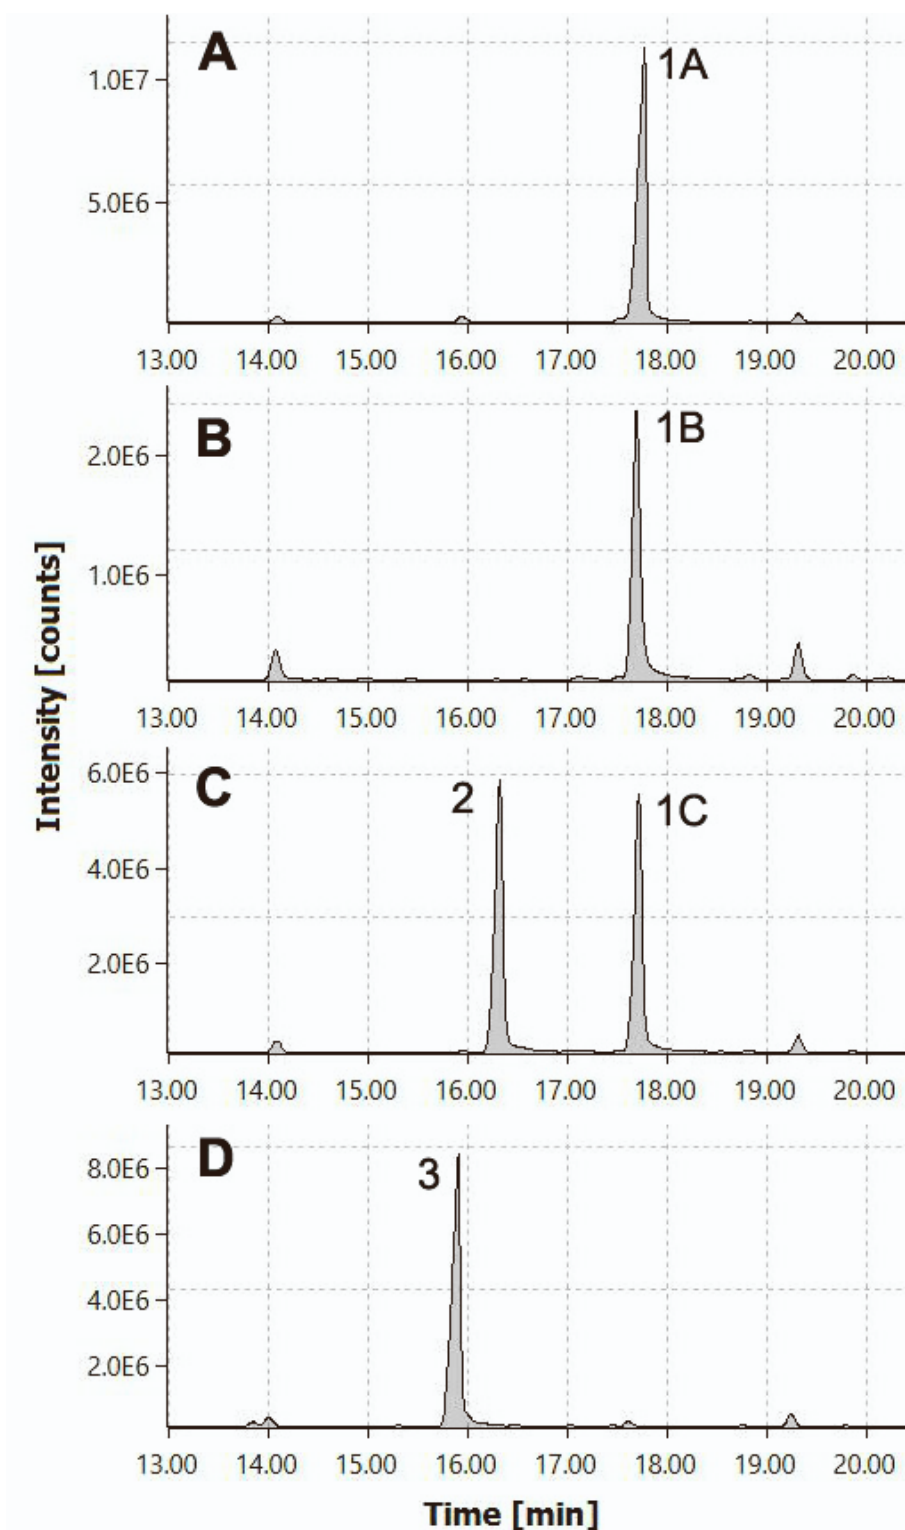

Figure S16: Identification of regular monoterpenes synthesised by *trans*-IDS enzymes *trans*IDS5 and *trans*IDS3 from *P. citri*, related to Figure 3. The proteins were incubated with IPP and DMAPP, and dephosphorylated products were analysed by GC-MS (see STAR Methods). A) Standard GPP (dephosphorylated) – geraniol (peak 1A); B) *trans*IDS5 – geraniol (peak 1B); C) *trans*IDS3 – geraniol (peak 1C) and iso-geraniol (peak 2); D) standard NPP (dephosphorylated) – nerol (peak 3). EI-MS data of the peaks are shown in Figures S17 and S18.

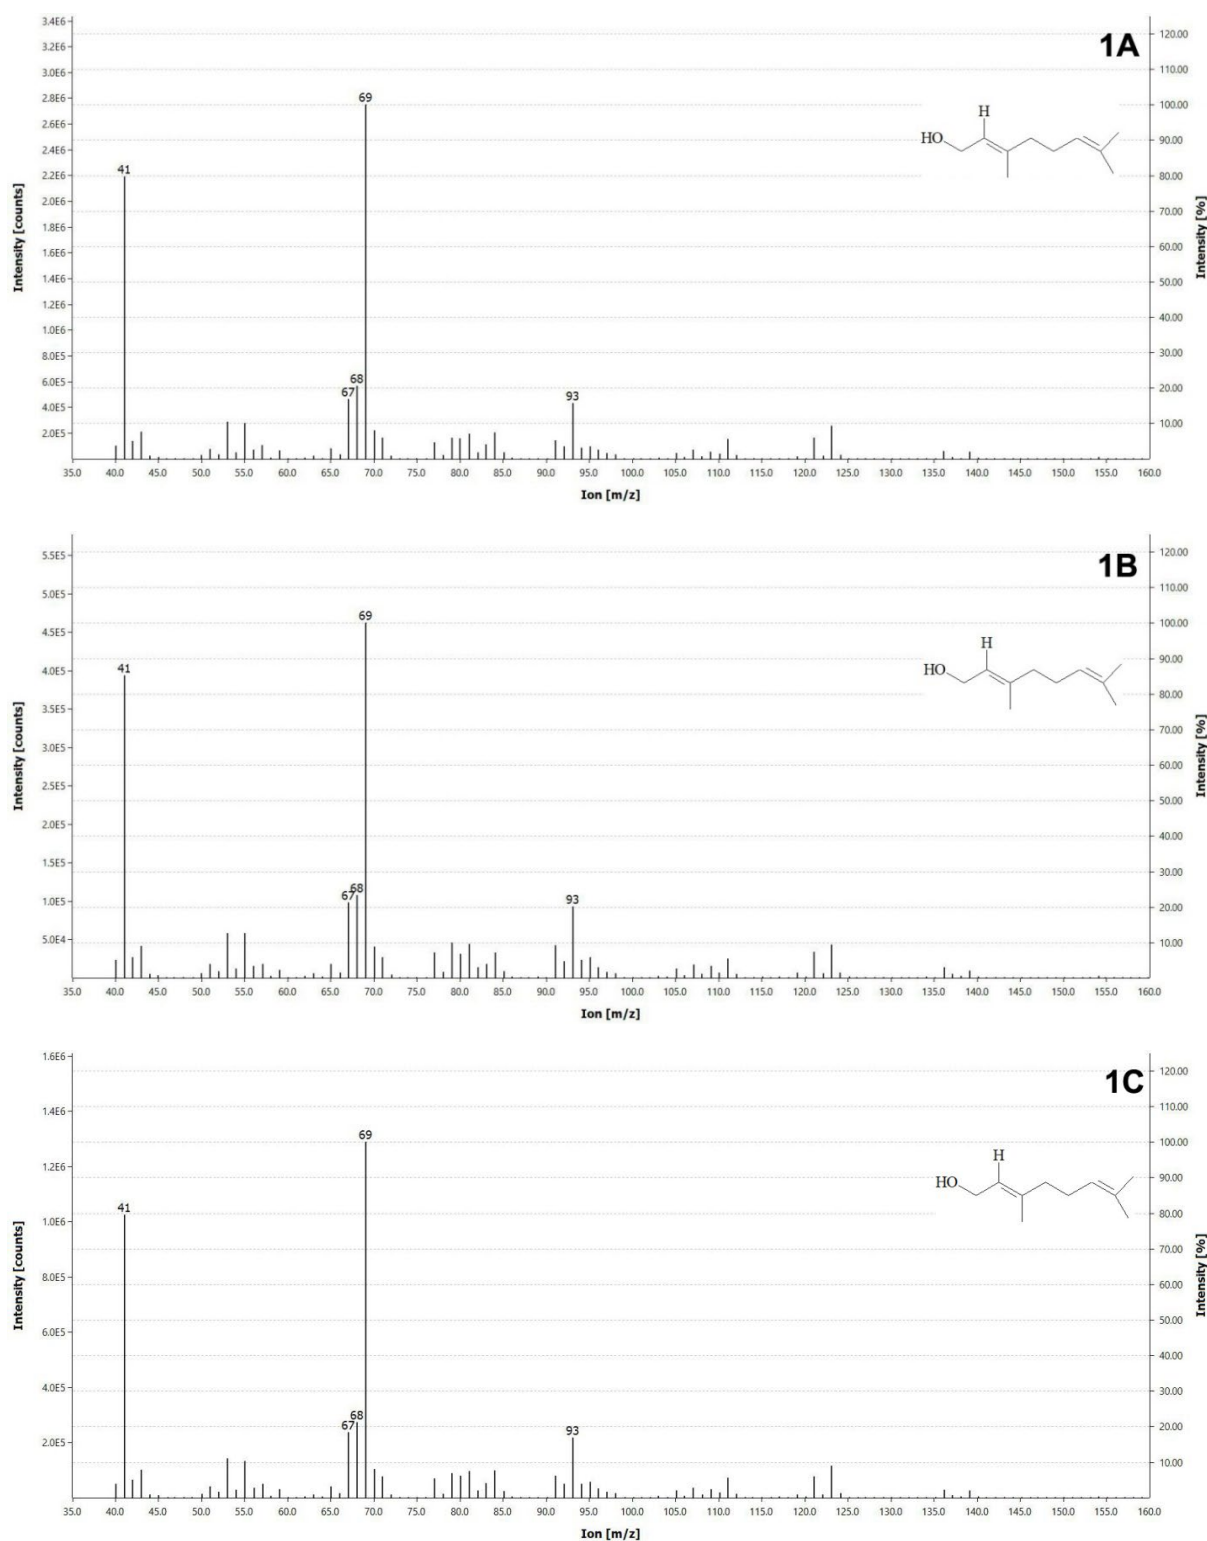

Figure S17: EI mass spectra of geraniol generated by dephosphorylation of standard GPP (1A) and products of *trans*IDS5 (1B) and *trans*IDS3 (1C), related to Figure 3. For chromatograms, see Figure S16.

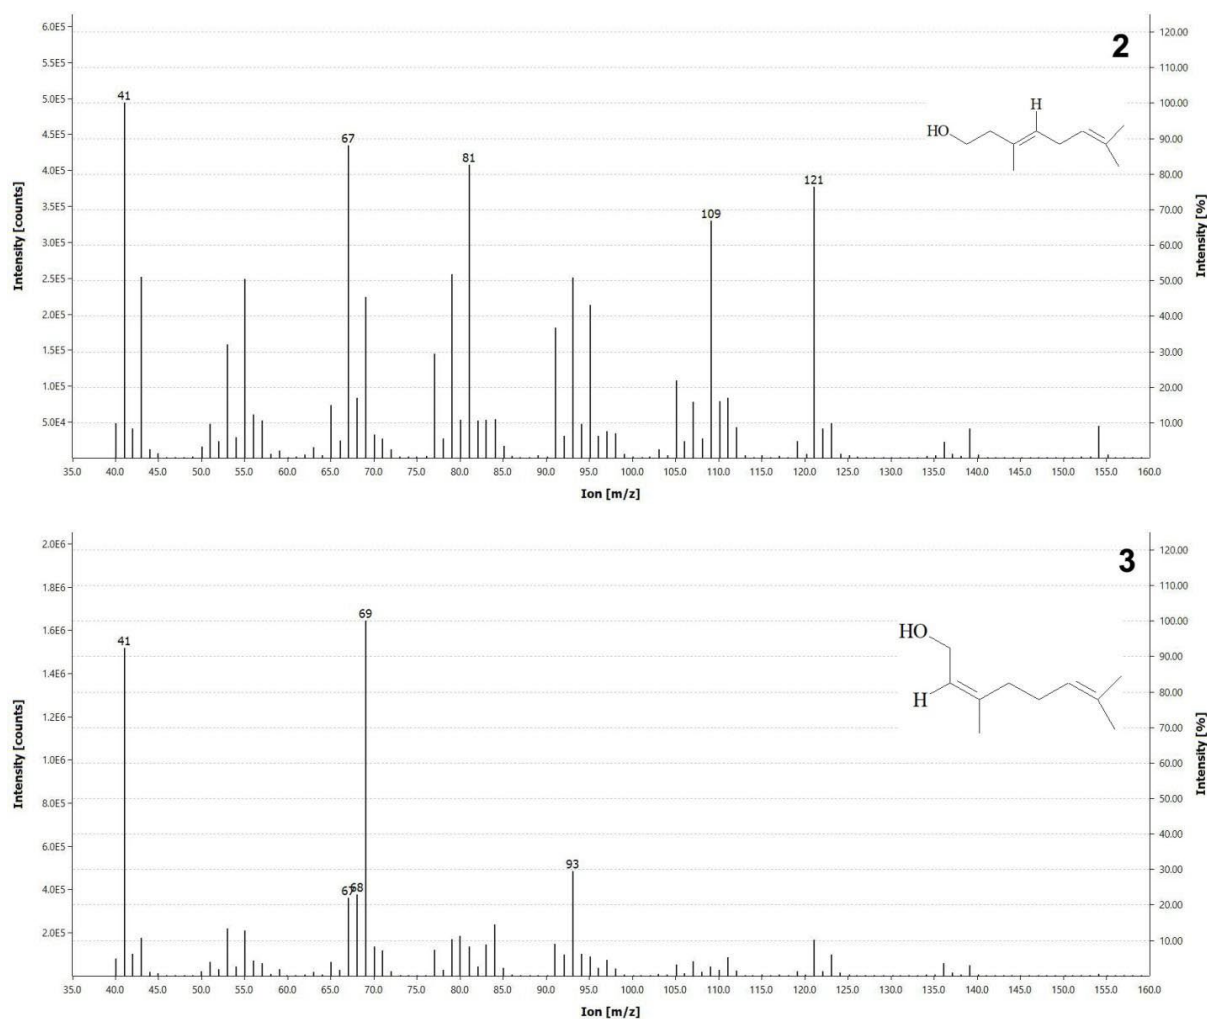

Figure S18: EI mass spectra of dephosphorylated derivatives of product of *trans*IDS3 (2, iso-geraniol) and standard NPP (3, nerol), related to Figure 3. For chromatograms, see Figure S16.

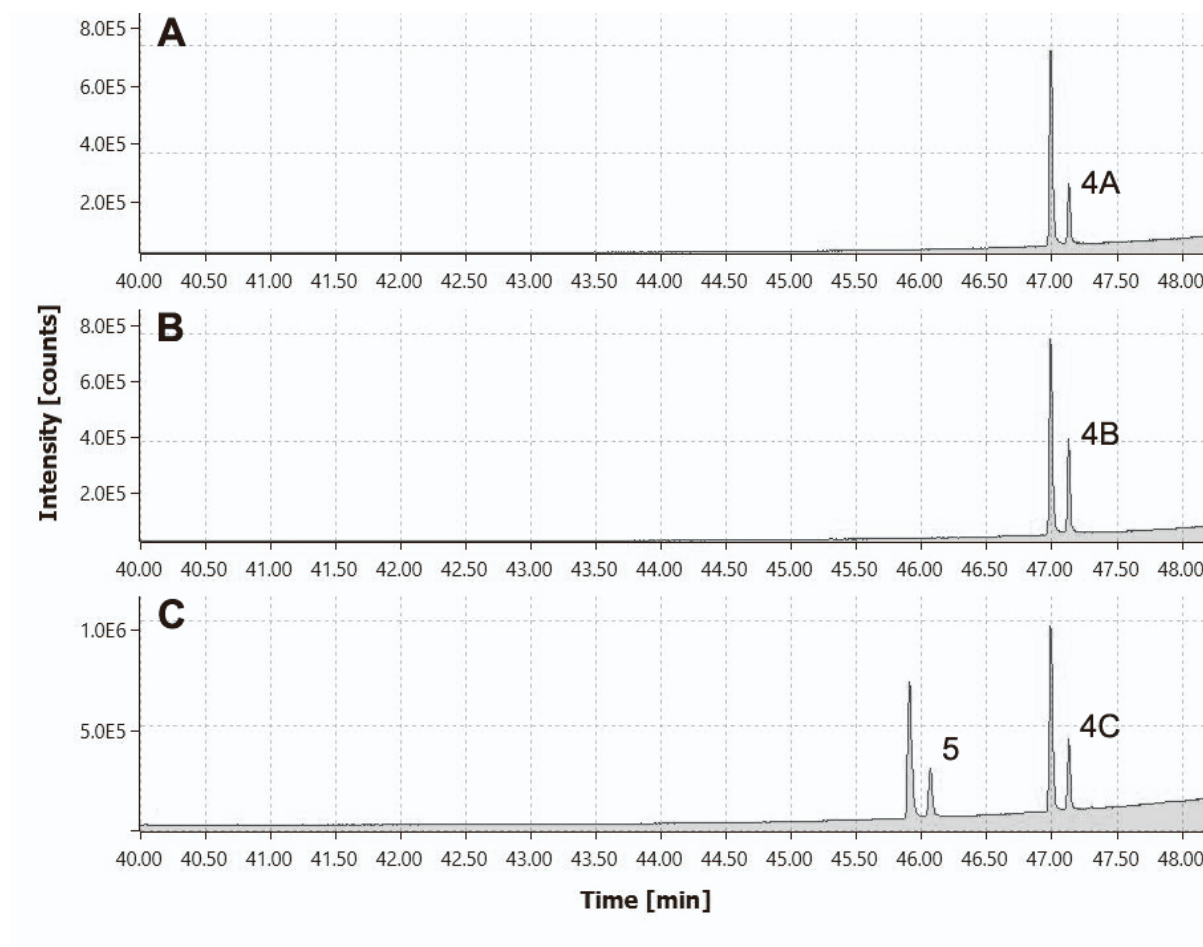

Figure S19: Identification of regular sesquiterpenes synthesised by *trans*-IDS enzymes *trans*IDS5 and *trans*IDS3 from *P. citri*, related to Figure 3. The proteins were incubated with IPP and DMAPP, and dephosphorylated products were analysed by GC-MS. (A) FPPS from *Tanacetum cinerariifolium* (known to produce *trans*-farnesyl diphosphate) – *trans*-farnesol (peak 4A); (B) *trans*IDS5 – *trans*-farnesol (peak 4B); (C) *trans*IDS3 – *trans*-farnesol (peak 4C) and farnesol isomer (peak 5). EI-MS data of the peaks are shown in Figures S20 and S21.

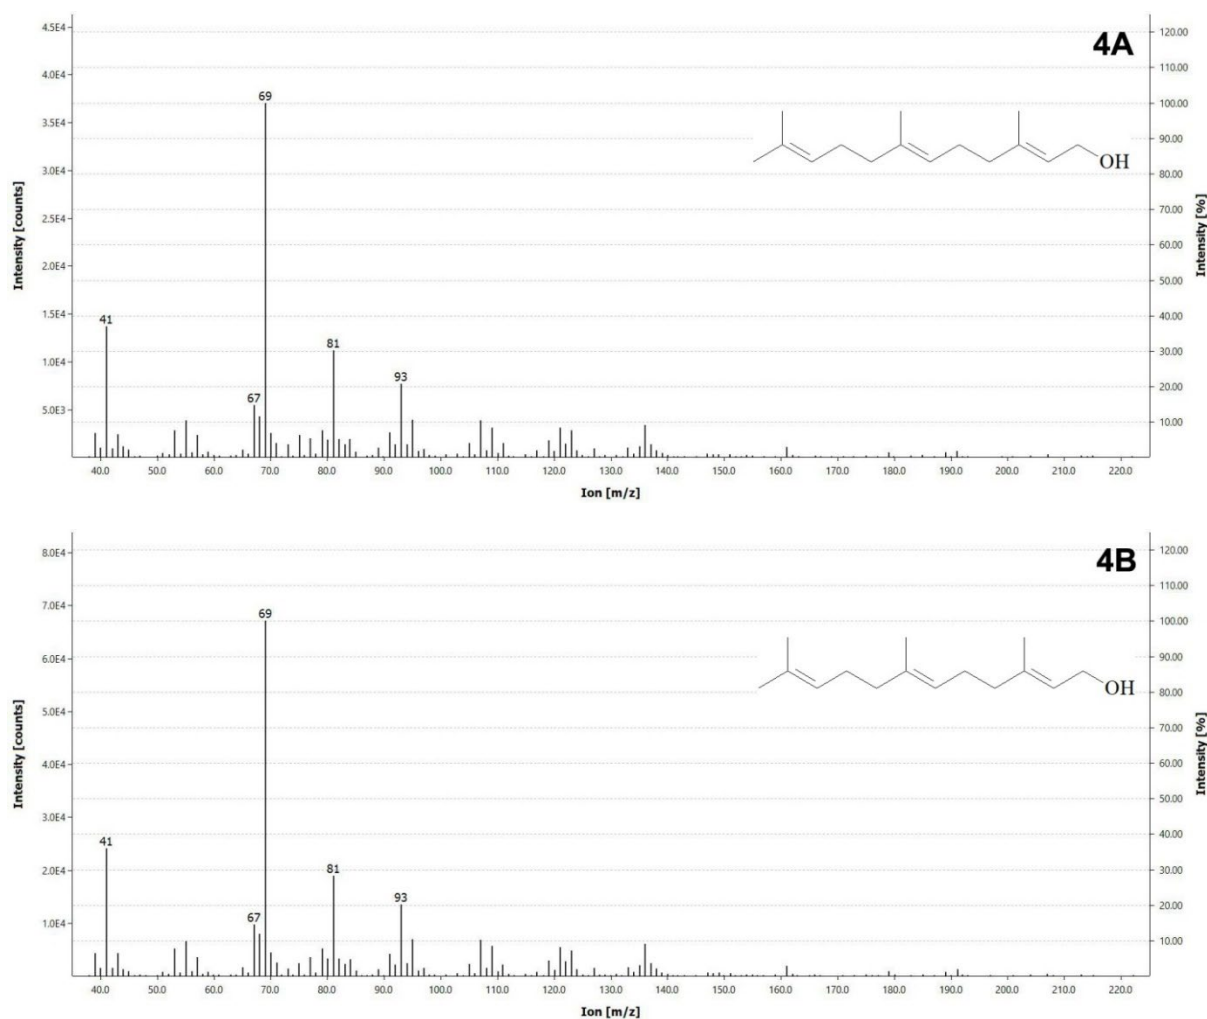

Figure S20: EI mass spectra of *trans*-farnesol generated by dephosphorylation of products of FPPS from *Tanacetum cinerariifolium* known to produce *trans*-farnesyl diphosphate (4A) and *trans*IDS5 (4B), related to Figure 3. For chromatograms, see Figure S19.

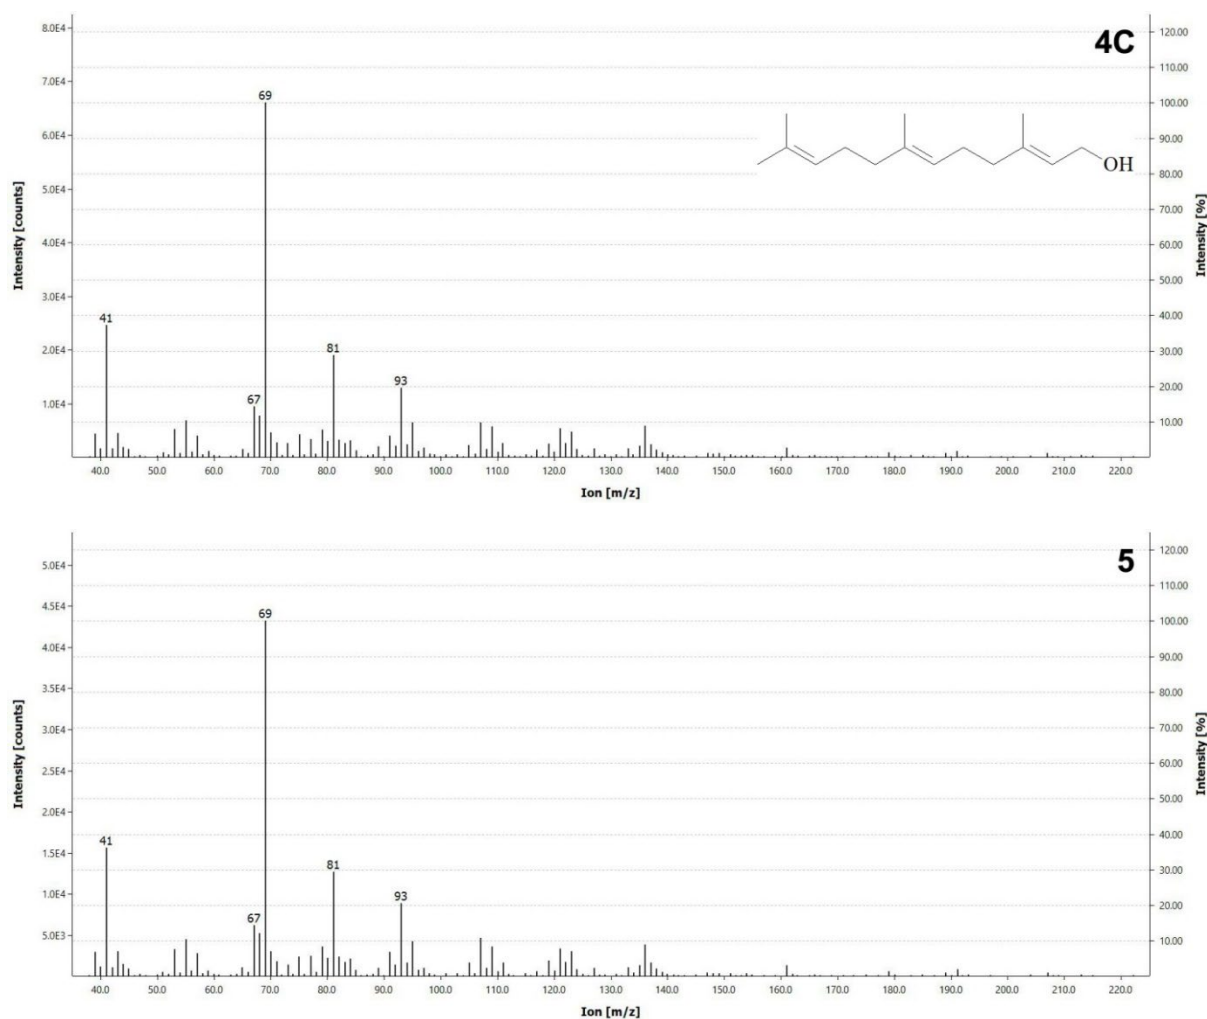

Figure S21: EI mass spectra of dephosphorylated products of *trans*IDS3, *trans*-farnesol (4C) and farnesol isomer (5), related to Figure 3. For chromatograms, see Figure S19.

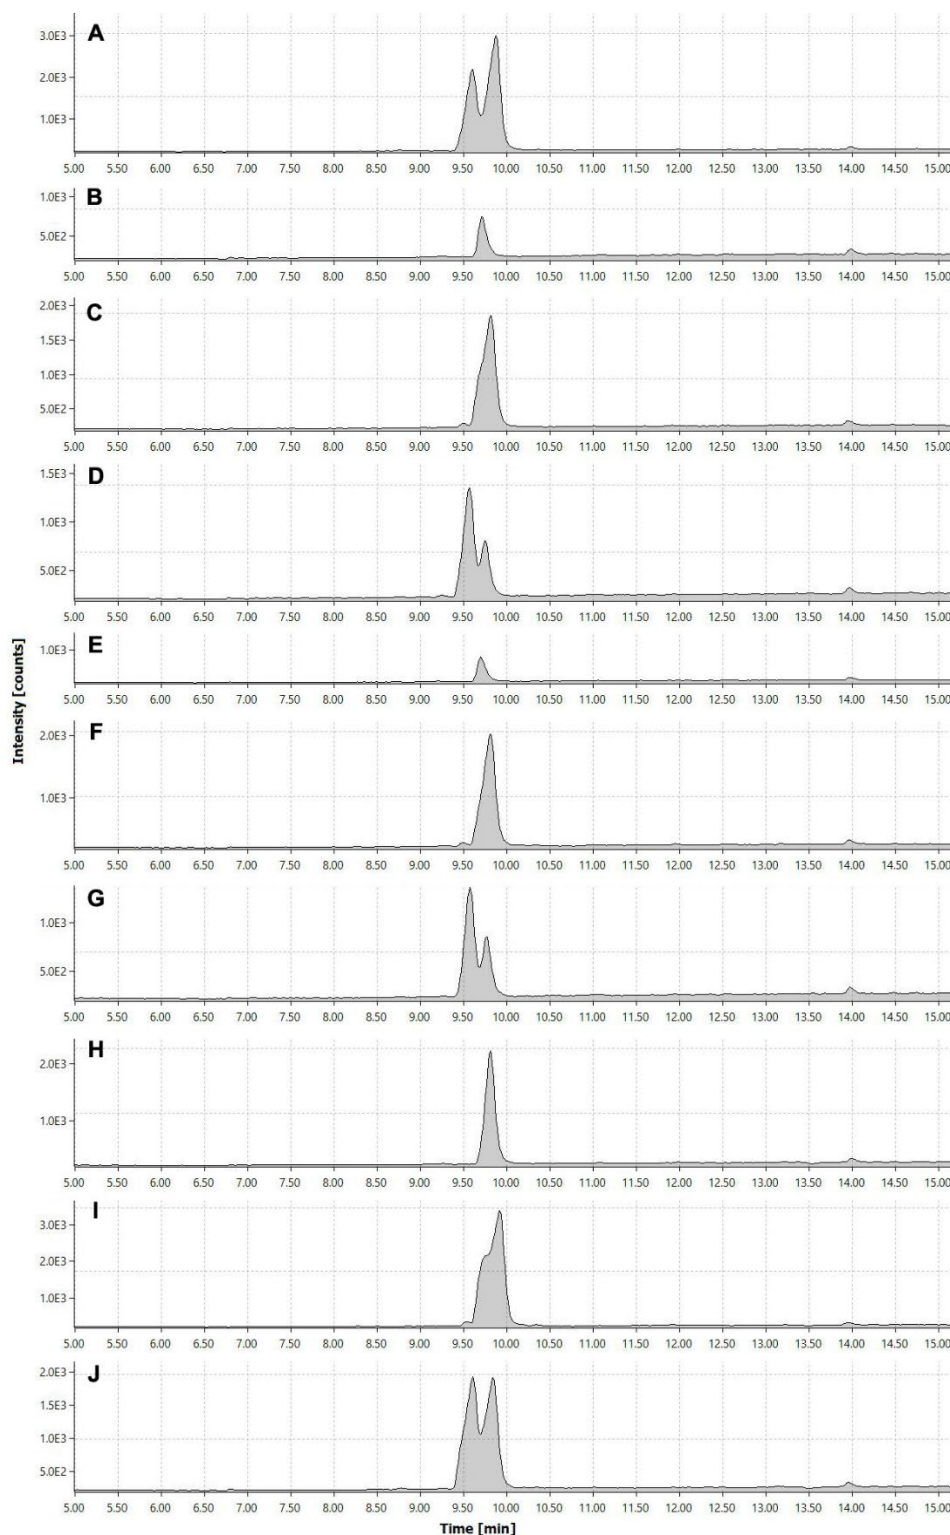

Figure S22: Identification of regular monoterpene diphosphates synthesised by *trans*-IDS enzymes *transIDS2*, *transIDS11*, and *transIDS17* from *P. citri*, related to Figure 3. The proteins were incubated with IPP and DMAPP, and the products were analysed by LC-MS. (A) Standard NPP and GPP; (B) product of *transIDS2*; (C) product of *transIDS2* and GPP; (D) product of *transIDS2* and NPP; (E) product of *transIDS11*; (F) product of *transIDS11* and GPP; (G) product of *transIDS11* and NPP; (H) product of *transIDS17*; (I) product of *transIDS17* and GPP; (J) product of *transIDS17* and NPP.

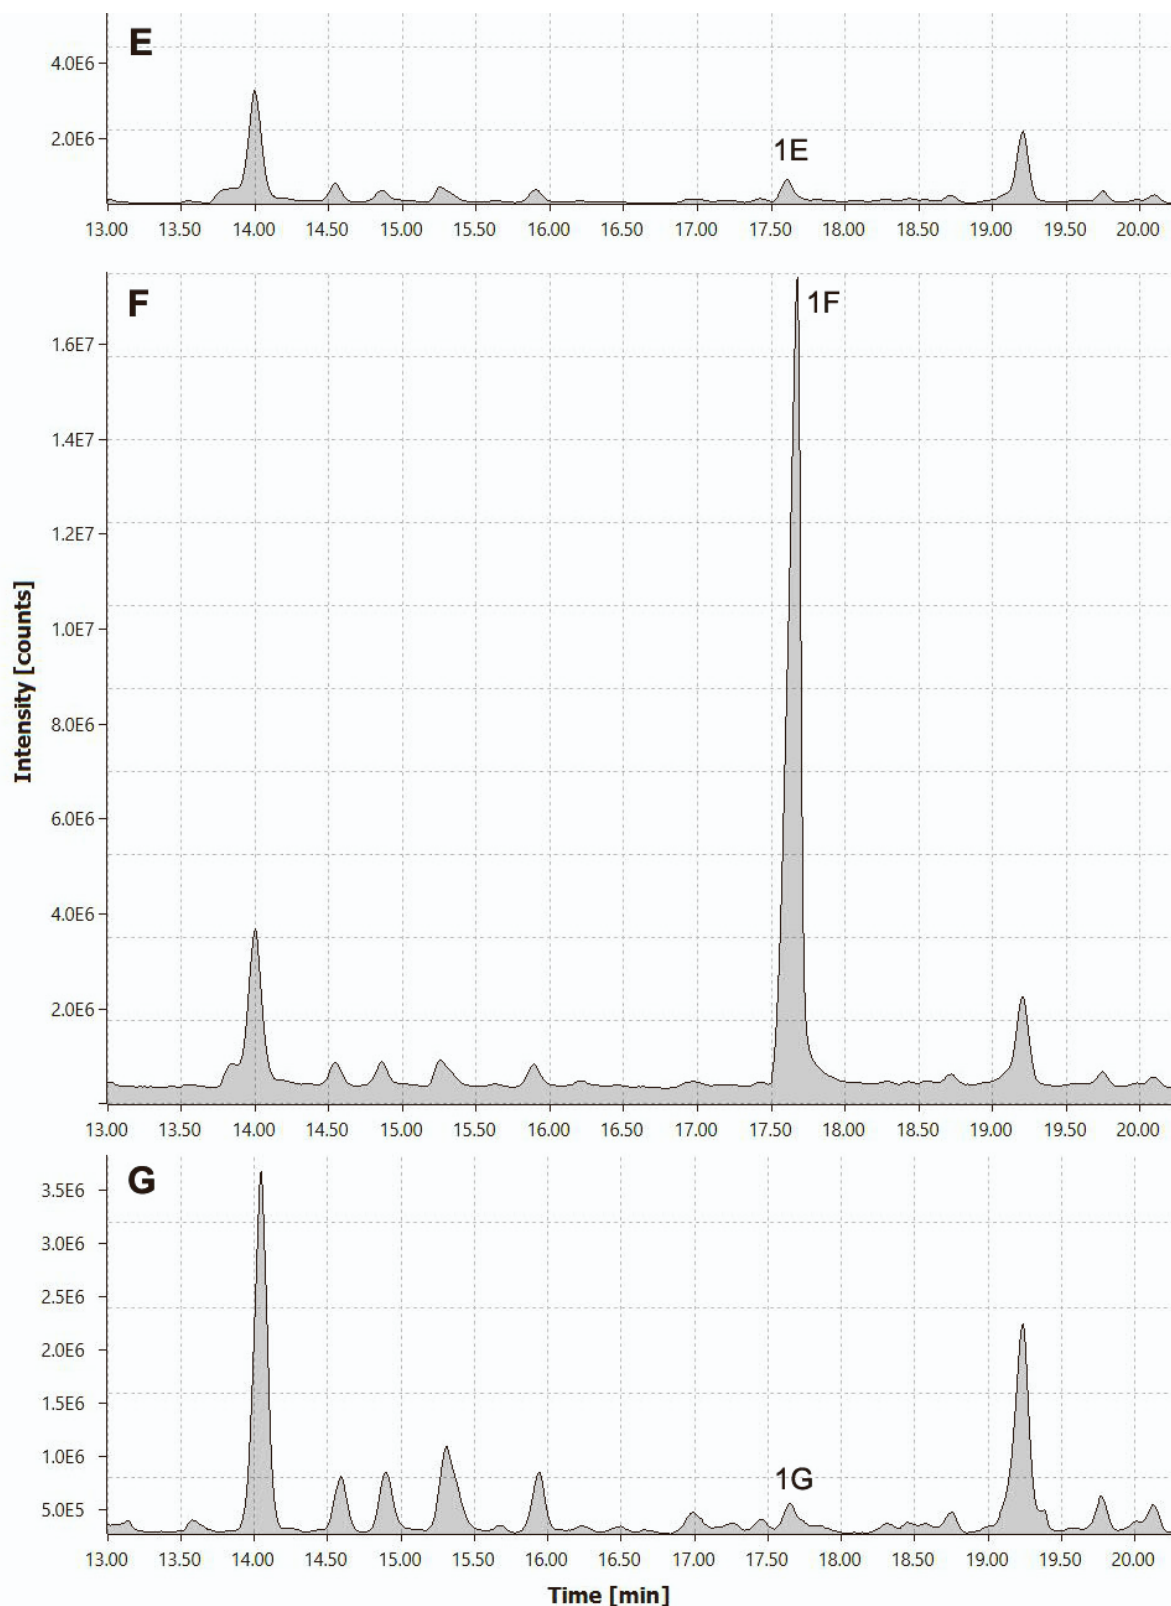

Figure S23: Identification of regular monoterpenes synthesised by *trans*-IDS enzymes *trans*IDS2, *trans*IDS11, and *trans*IDS17 from *P. citri*, related to Figure 3. The proteins were incubated with IPP and DMAPP, and dephosphorylated products were analysed by GC-MS. E) *trans*IDS11 – geraniol (peak 1E); F) *trans*IDS2 – geraniol (peak 1F); G) *trans*IDS17 – geraniol (peak 1G). EI-MS data of the peaks are shown in Figure S24.

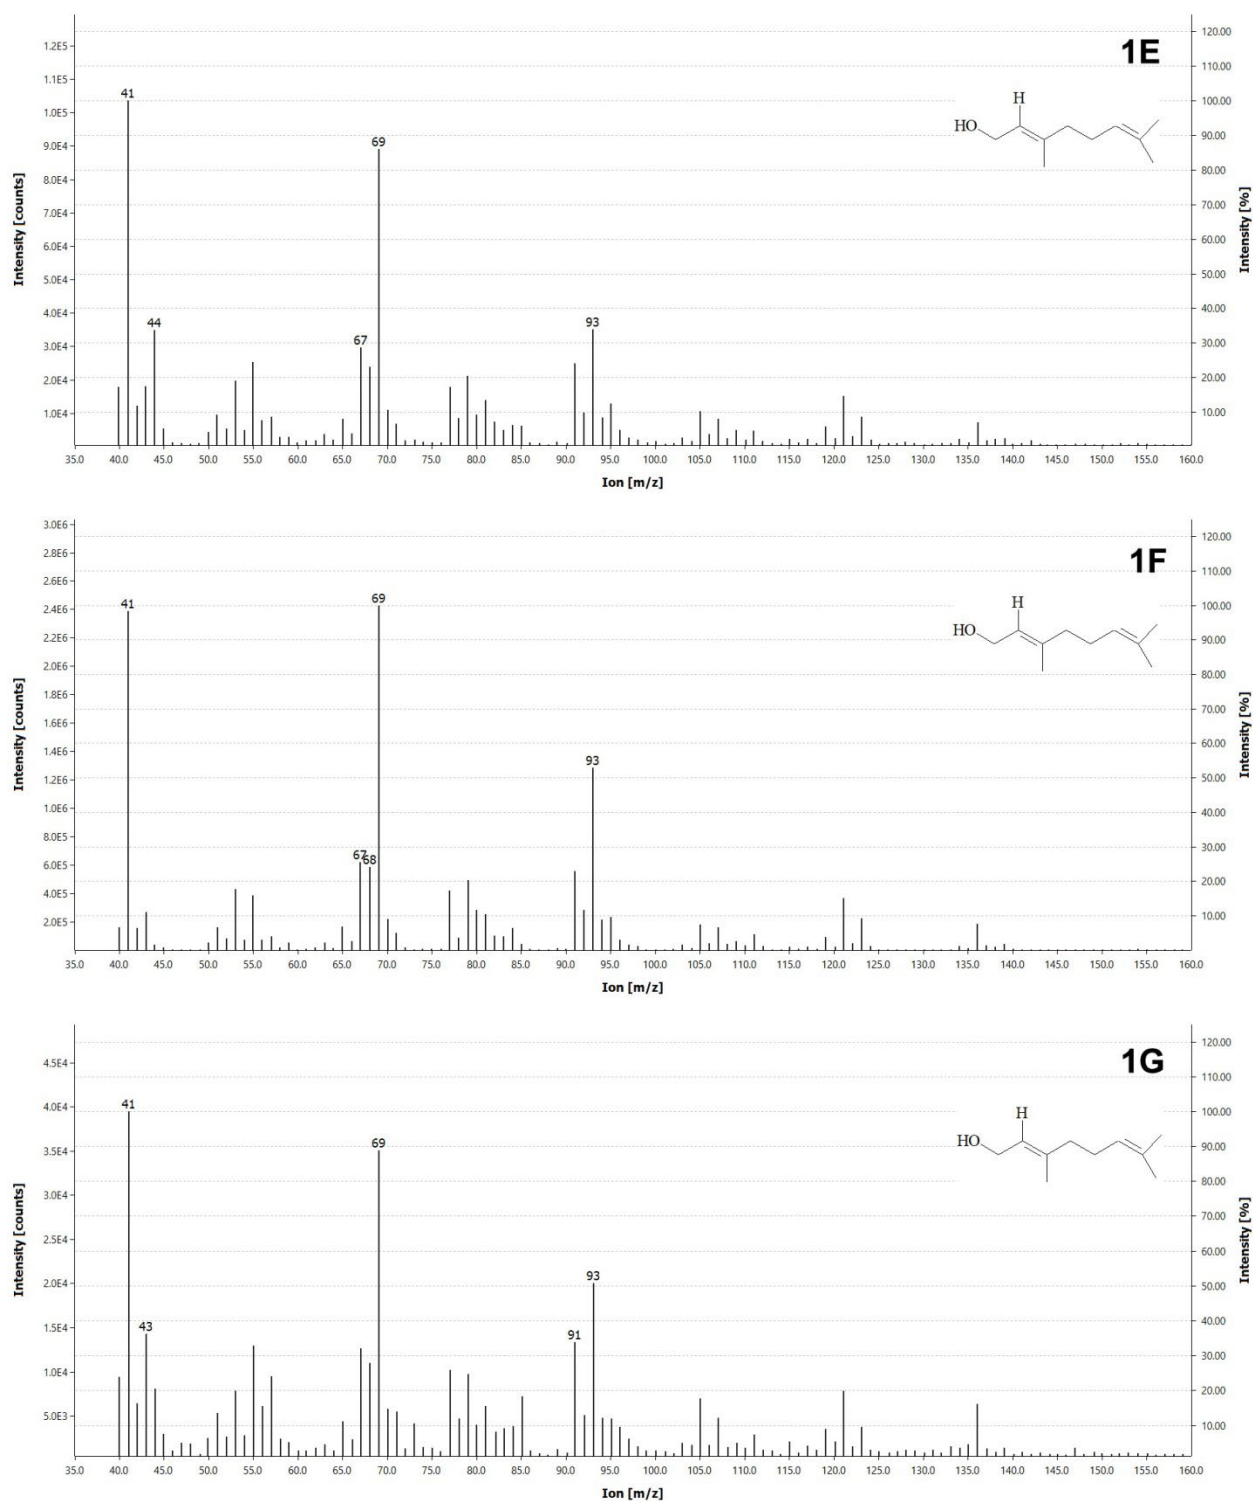

Figure S24: EI mass spectra of geraniol generated by dephosphorylation of products of *transIDS11* (1E), *transIDS2* (1F), and *transIDS17* (1G), related to Figure 3. For chromatograms, see Figure S23.

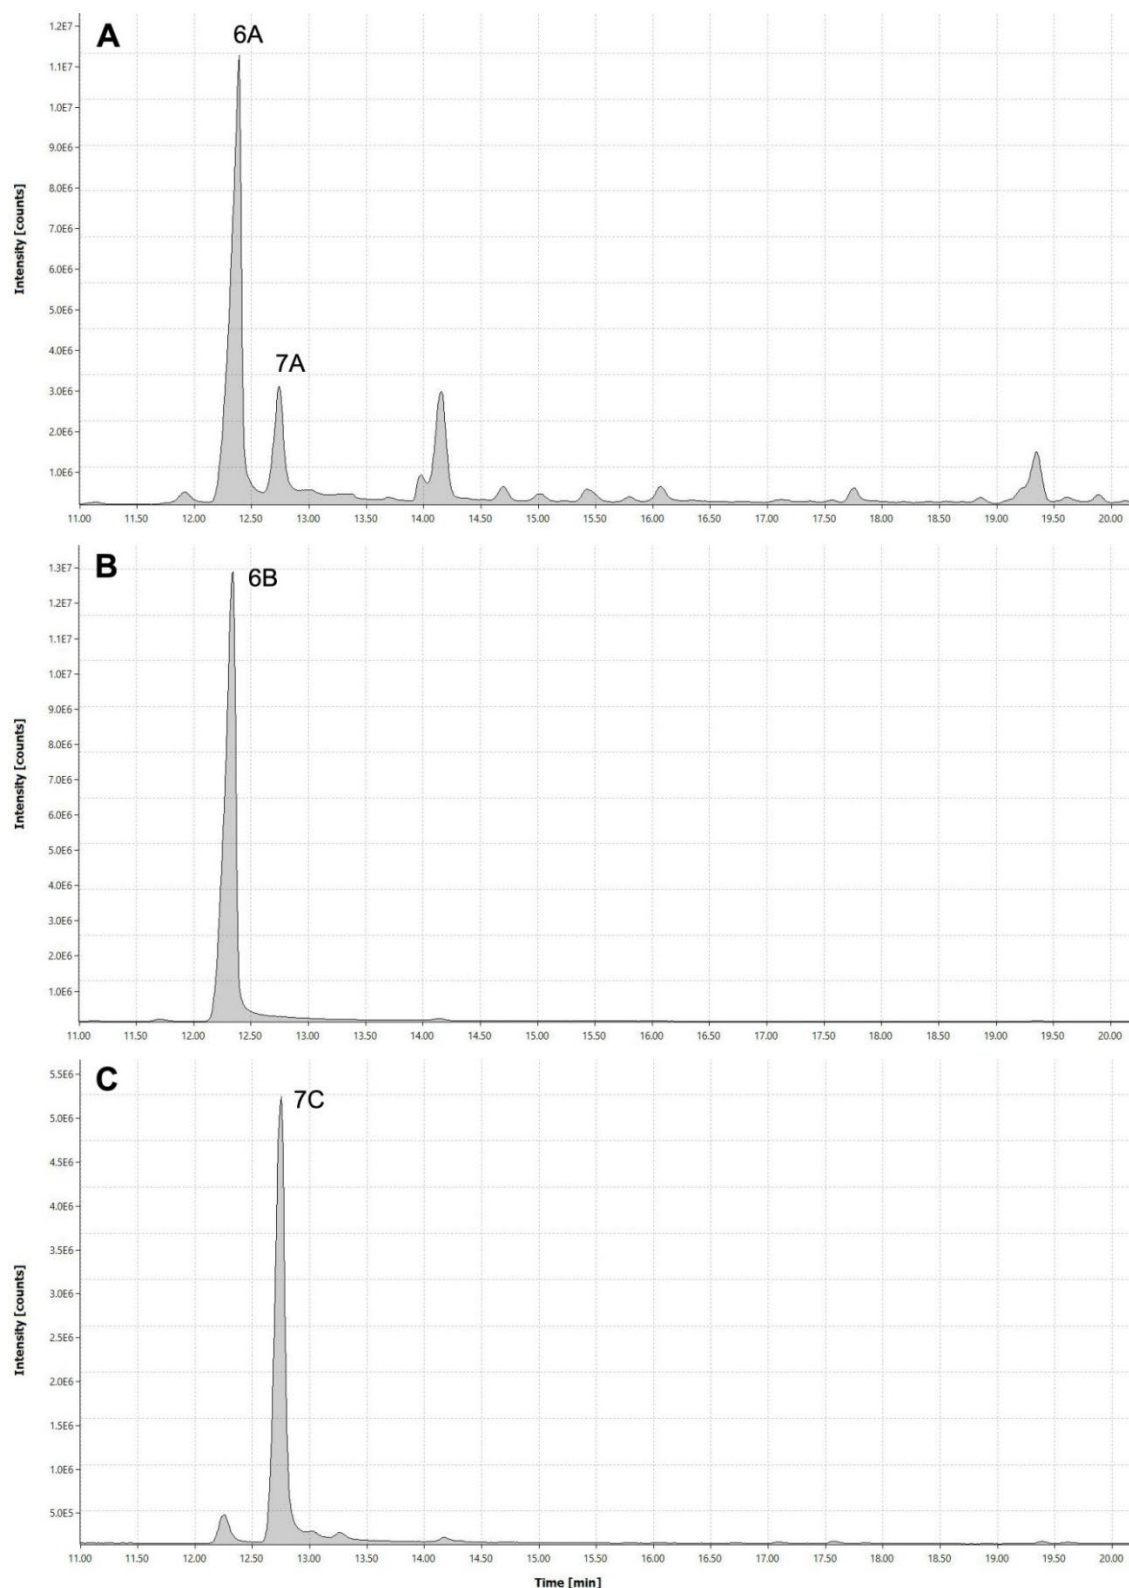

Figure S25: Identification of irregular monoterpenes synthesised by *transIDS5*, related to Figure 3. The protein was incubated with DMAPP only, and dephosphorylated products were analysed by GC-MS. A) Dephosphorylated products of *transIDS5* – lavandulol (peak 6A) and maconelliol (peak 7A); B) dephosphorylated product of lavandulyl diphosphate synthase from *Lavandula x intermedia* – lavandulol (peak 6B); C) chemically synthesized maconelliol (peak 7C). EI-MS data of the peaks are shown in Figures S26 and S27.

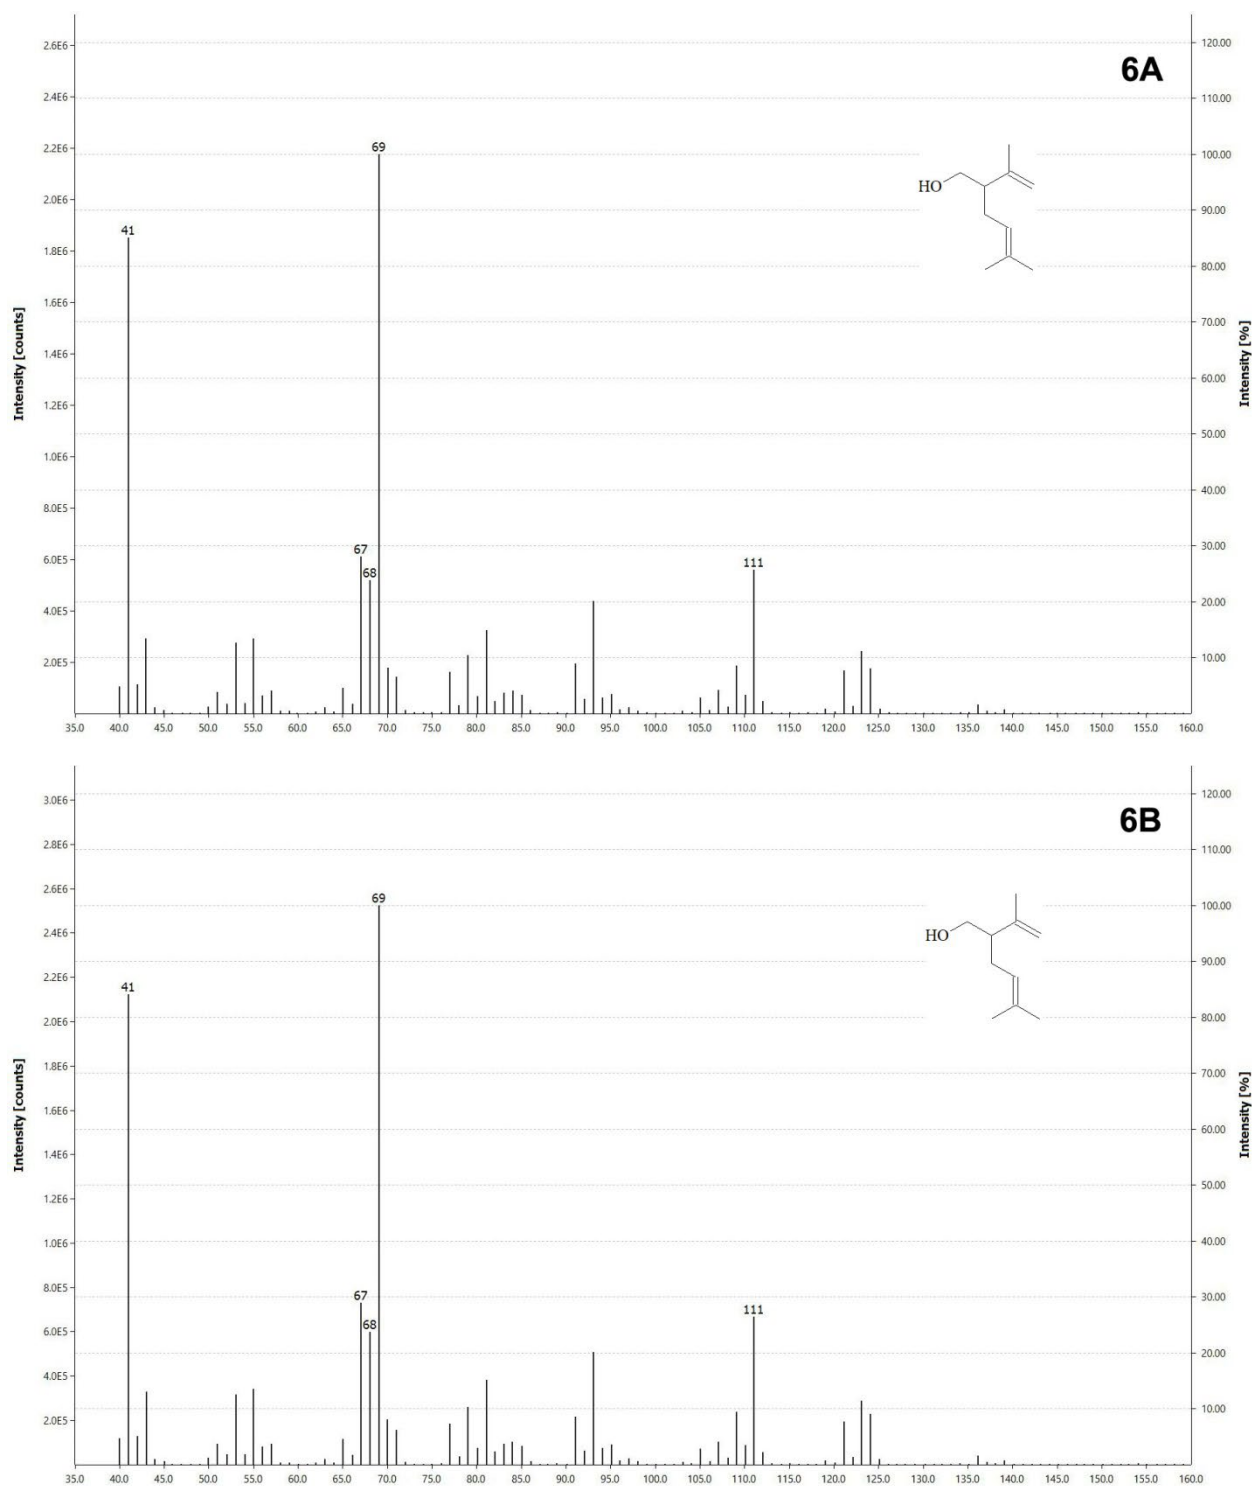

Figure S26: EI mass spectra of lavandulol generated by dephosphorylation of products of *transIDS5* (6A) and lavandulyl diphosphate synthase from *Lavandula x intermedia* (6B), related to Figure 3. For chromatograms, see Figure S25.

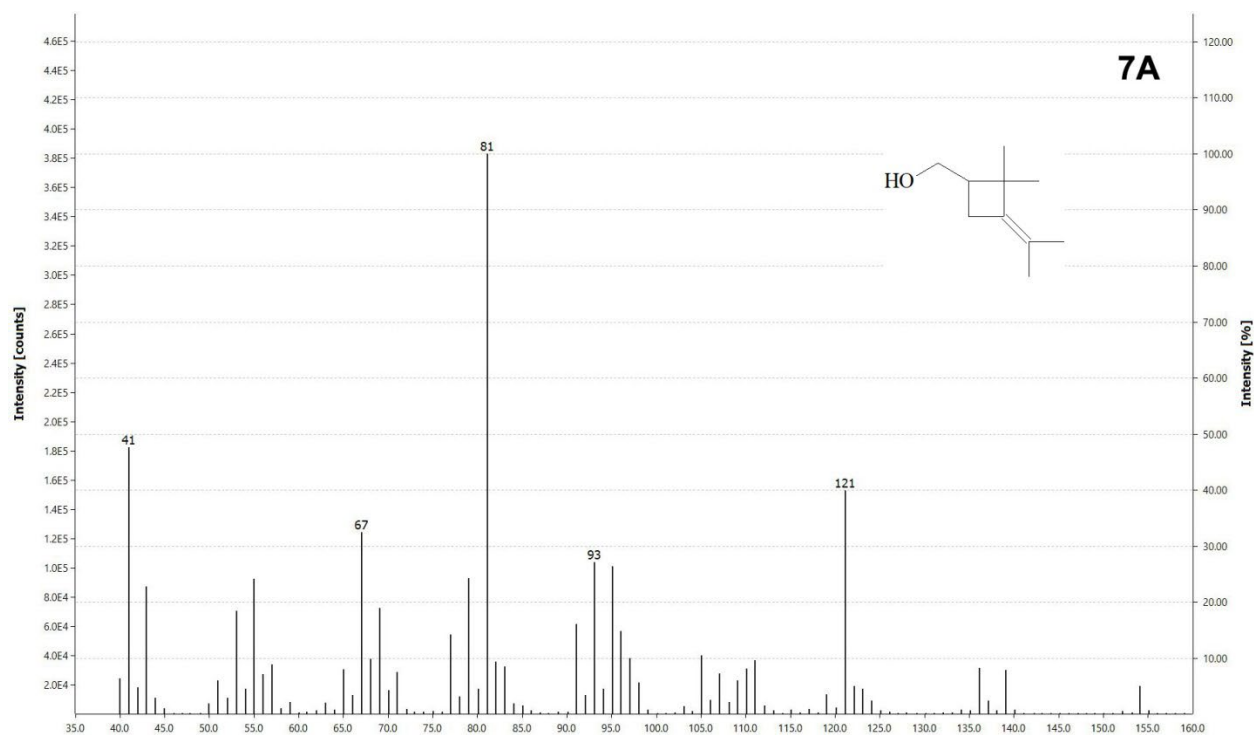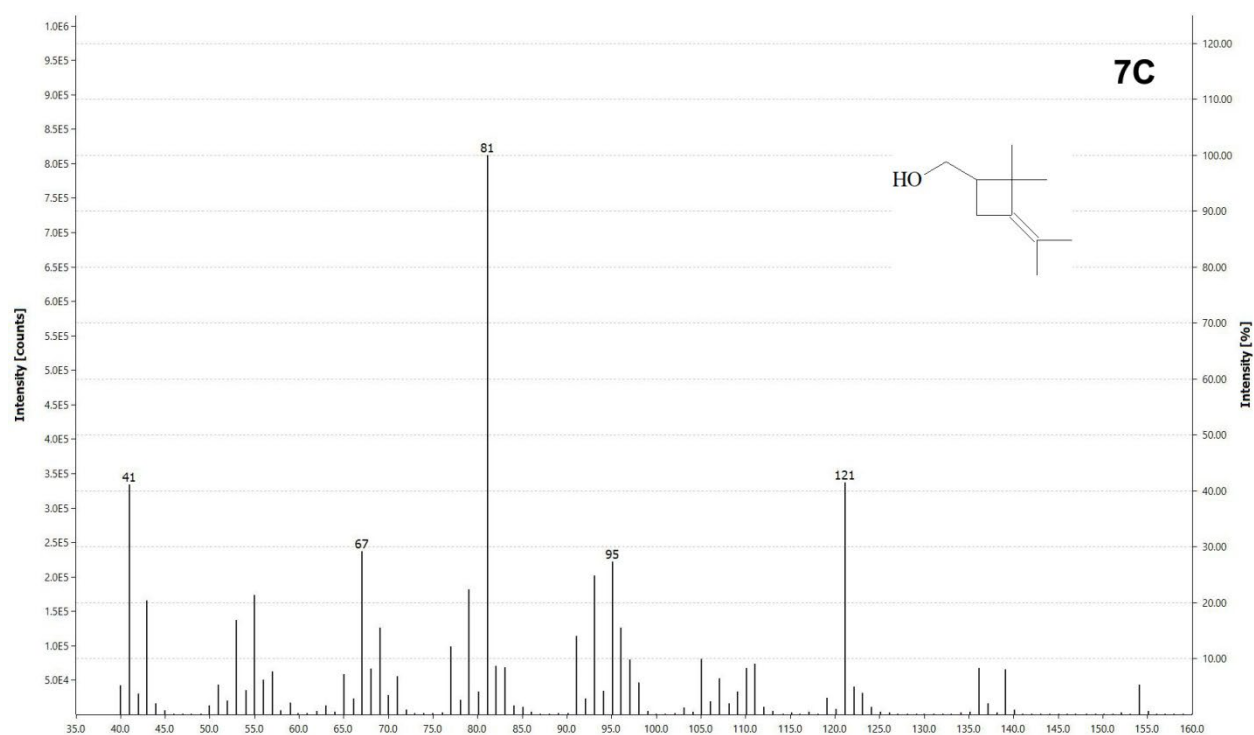

Figure S27: EI mass spectra of maconelliol generated by dephosphorylation of products of *trans*IDS5 (7A) and chemical synthesis (7C), related to Figure 3. For chromatograms, see Figure S25.

How the deposited data were processed for this re-analysis (not part of the article)

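Gene expression was measured by RNA-seq of polyadenylated RNA from 4 pools of virgin and 4 pools of mated *P. citri* females, each of approximately 150 whole insects. The counts as deposited are whole numbers of uniquely mapped read pairs per gene model, which the authors made by trimming, filtering, mapping to the Pcitri.v1 genome and counting in CLC Genomics Workbench 10.0.1, for each library separately. The authors also deposited log2 CPM values per library and gene, which were compared with the log2 CPM computed here (prior count 2) and differed by a median of 0.184 to 0.262 per library. A further deposited table holds the authors' log2 fold changes of virgin over mated females and adjusted p-values for 17669 genes, with 1 InterPro entry per gene where there is one. The submitters' processing notes name FastQC, R 3.4.2, edgeR 3.20.9 and limma 3.34.9. The authors' filter on genes and their adjustment of p-values are not given in the sources used here. All genes of the authors' deposited table had more than 1 CPM in at least 3 libraries, as 18540 genes of the count table do.

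Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with default settings, scaled by TMM and tested with glmQLFit and glmQLFTest on the condition alone, and 21179 of 40620 genes were tested. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are Wald errors of the fitted log2 fold change. The labels give the groups no replicate numbers in common, so no block was fitted. No column of the tables was left unassigned. The test was tried on counts simulated for this comparison from the means and library sizes of the 21179 genes, of which 20903 passed the filter. It recovered 21.2% of 66 genes changed by 1 log2 unit, 86.6% of 67 changed by 2 and 94.0% of 67 changed by 3. There were 5 false calls among 20979 unchanged genes, which include genes that the filter removed. The changed genes were drawn from the better expressed ones, and far fewer changed than were called between the real groups. Genes were also simulated independently of each other. These rates therefore do not give the power or the false calls of the real comparison.

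The samples, tests, gene lists and alternatives were fixed before the data were examined, apart from those said to be chosen later. The genes named are every gene model of Table S4C, g23689 and g36424. To these were added, among called genes with a mean log2 CPM of at least 1 and no overlap between the groups, the 8 largest changes each way with an InterPro description and the 2 largest each way without one. Up to 2 called members each way of each list, those with the smallest p, could be named as well. Rows of Table S3B with the largest changes had been read when this rule was written, so the choice was not blind on the side of virgin females. The copy of Table S3B used here holds the first 1496 of its 17669 genes, and no set test was run on it. Further genes were named after their values were seen. They are the 4 lipase/vitellogenin genes, g6886, and 7 genes with a profile like that of g23689 and the *trans*IDS12 gene models.

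The 25 gene lists were defined by InterPro entries of the authors' deposited table, or by name in a few cases, and cover IDS gene models, mevalonate pathway enzymes, odorant and pheromone binding proteins, chemosensory receptors, insect cuticle proteins, chitin metabolism, digestive proteases and sugar hydrolases, cytochromes P450, carboxylesterases, UDP-glycosyltransferases, glutathione S-transferases, fatty acid and wax synthesis, acyltransferases, juvenile hormone binding and hydrolysis, yolk protein and lipoprotein domains, DNA replication and mitosis, ribosomal proteins, the germline small RNA pathway, homeobox and other developmental transcription factors, sperm tail and axoneme, muscle and cytoskeleton, neuronal receptors and channels, heat shock and chaperones, immune recognition and serpins, and transposable element domains. Some of the chosen entries matched no gene (0), among them those for HMG-CoA reductase, chitin synthase and juvenile hormone hydrolysis. Such entries belong to the lists of mevalonate pathway enzymes, chitin metabolism, juvenile hormone binding and hydrolysis, yolk protein and lipoprotein domains, DNA replication and mitosis, homeobox and other developmental transcription factors, sperm tail and axoneme, neuronal receptors and channels, heat shock and chaperones, immune recognition and serpins, and transposable element domains, which therefore can cover less than their names say. Each list was tested with camera from limma 3.58.1 on voom values at a preset correlation of 0.01, with an estimated correlation, and with fry, as was each InterPro entry with at least 10 tested genes. At the preset correlation 11 lists were higher and 3 lower in virgin females. None (0 and 0) passed with an estimated correlation, and 13 passed fry, which tests whether the genes of a list move on balance one way. Apart from the IDS gene models, genes without an entry, among them all genes outside the authors' deposited table, are in no list.

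The alternatives were DESeq2 1.42.0, limma voom with and without sample quality weights, other scaling factors, other filters on low counts, a robust dispersion, a fold-change threshold and leaving out each library in turn. A fit without virgin replicate 2 and mated replicate 9 together was added after the data were seen. Gene positions within scaffolds and transcript lengths were not used here, and no identifier (0) matched the gene table of the assembly ihPlaCitr1.1, another build, so no names were taken from it. Reads and transcript-level counts were not analysed here.

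Of the genes in the authors' deposited table, 17653 were also tested here. Among them 8131 were called by both, all in the same direction, 715 were called here only and 841 in the authors' deposited table only. At an adjusted p under 0.05 that table has 4334 genes higher and 4641 lower in virgin females. Among its genes 4889 were higher and 3957 lower here, so the balance differs. The correlation of log2 fold changes across these genes, which are not independent replicates, was 0.978.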

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

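The 7 tests of virgin replicate 2, the test of mated replicate 9, the count of genes restricted to mated females, the lipase/vitellogenin genes and the genes g6886, g8905 and g29715 were chosen only after the result was seen, and the 3 tests of the number of changed genes before.

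Between virgin and mated females 10109 genes changed. Among the 35 ways to split the 8 libraries into 4 and 4, only the real split (1) gave as many. The highest of the others gave 0. Each of the others mixes virgin with mated libraries, and with 35 splits the real one can rank no better than 1 in 35. The splits alone therefore do not exclude chance. Without the 20 most abundant genes 10330 genes changed, 9904 of them in both fits, and with every library thinned to the lowest total 9813 changed. The count therefore did not rest on these 20 genes or on unequal totals. The fit already scales for both, so neither was a strict test. Mating, egg laying and rearing differ together between the groups, and which of them goes with the change was not tested.

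Virgin replicate 2 lay between the groups, with 9.82% of its counts in the 20 most abundant genes against 7.79% to 7.85% in the other virgin libraries, and 2.49% against 0.180% to 0.518% in 4 lipase/vitellogenin genes, while its total of 34396378 counts lies inside the range of the other virgin libraries, which argues against library size. A wrong label on a pool like the other mated pools is argued against by 61 genes of mated females that are absent from the other virgin libraries, which had a median of 0.0723 of their mated level in it against 0.691 to 1.29 in the mated libraries, although 28 genes restricted to the other virgin libraries had a median of 0.0509 of theirs, and over all genes called without this library its median position was 0.433 between mated (0) and virgin (1) libraries. The shares of both gene sets, which a mixture with mated females makes add up to 1, gave 0.385 by their upper quartiles and 0.123 by their medians, and the medians gave 0.859 to 1.27 in the other virgin libraries, on sets of 4 to 7 genes chosen with virgin replicate 2 among the libraries, which goes against a mixture. It cannot be told apart from a difference of this pool, because 29.5% of the 61 genes sat too low for it, between the bounds set, the bound on the medians was set when they were known, and on sets chosen without virgin replicate 2 the restricted genes had medians of 0.385, 0.719 and 0.787 and the upper quartiles gave 0.650, 0.863 and 1.01 in virgin replicates 3, 5 and 6. The gene g23689 stood at 51.9 CPM in it, between 44.2 and 74.6 CPM in the other virgin libraries, and a biological difference of this pool, such as age, was not tested.

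Mated replicate 9 held more of the genes of virgin females than the other mated libraries. There were 23 genes that were high in every virgin library and near 0 in mated replicate 8, a choice that keeps mated replicate 8 low. All 23 were higher in mated replicate 9 than in mated replicates 10 and 11. A few virgin females in the pool of mated replicate 9 would give these genes 1 common share of their virgin level, but the 90th percentile of the shares was 9.01 times the 10th, between the bounds of 3 and 10 set for the test. Such a mixture therefore cannot be told apart from a difference of this pool. The same genes spread 18.4 times within virgin replicate 2 and 2.20 to 5.13 times within the other virgin libraries. No biological explanation was tested.

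Of 200 groups of 4 libraries, 28 had a library farther from the others than Dixon's critical value allows. Of the 28, 12 were virgin replicate 2. About 10 would be due to chance for independent, normally spread values, which these are not, so the 28 cannot be weighed against it. Some genes were named after their values were seen, and the lipase/vitellogenin genes overlap with their share of the counts. Where the others are all 0, as for g6786, g18890, g7460 and g6886, any count passes. In virgin replicate 2 the levels that stood apart were 0.478 CPM for g4554 (others 0 to 0.0516), 0.112 for g6786, 0.197 for g18890 and 0.674 for g7460 (others 0), 5.51 for g21986 (others 0.0258 to 0.131) and 0.0281 for g890 (others 0.129 to 0.131). For the lipase/vitellogenin genes there they were 8803 CPM for g892 (others 677 to 1642), 5041 for g891 (others 387 to 1046) and 7776 for g33039 (others 485 to 1602), and for g29715 it was 9.52 (others 15.4 to 16.0). In virgin replicate 3 it was 0.196 CPM for g5037 (others 0.365 to 0.391). In virgin replicate 5 they were 68.2 CPM for g11959 (others 1.64 to 11.3) and 0.181 for g28977 (others 0 to 0.0281). In virgin replicate 6 they were 11.9 CPM for g26965 (others 7.07 to 7.87), 810 for g31300 (others 644 to 667) and 13.1 for g31229 (others 9.00 to 9.41). In mated replicate 8 they were 1.53 CPM for g11959 (others 0 to 0.244), 16.9 for g10314 (others 40.9 to 45.6) and 0.0283 for g6886 (others 0). In mated replicate 9 they were 0.487 CPM for g7366 (others 0 to 0.0416), 0.341 for g38229 (others 0.0566 to 0.0833), 71.8 for g34608 (others 86.2 to 87.9) and 10.6 for g8905 (others 0 to 1.80). In mated replicates 10 and 11 they were 203 CPM for g2750 (others 111 to 116), 2.14 for g4554 (others 1.25 to 1.35) and 53.9 for g36917 (others 48.6 to 49.5).

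The paper does not discuss the following gene groups, which were shifted between virgin and mated females by camera at its preset correlation, with adjusted p = 0.58 to 0.69 with an estimated correlation. Higher in virgin females were digestive proteases and sugar hydrolases (adjusted p = 0.00169), cytochromes P450 (8.07e-07), carboxylesterases (4.11e-09), UDP-glycosyltransferases (0.000748), glutathione S-transferases (0.000874) and ribosomal proteins (3.51e-21). So were muscle and cytoskeleton genes (0.0287), neuronal receptors and channels (0.00681) and immune recognition genes and serpins (0.0362). Lower were genes of DNA replication and mitosis (0.000171), homeobox and other developmental transcription factors (0.0161) and chaperones (0.00269). By fry, digestive proteases and sugar hydrolases, chaperones, and immune recognition genes and serpins did not pass (adjusted p = 0.0775 each). Muscle and cytoskeleton genes did not either (0.0840, fry), while the other groups passed. The estimated correlation was 0.62 for ribosomal proteins, against the preset 0.01. The 32 genes restricted to mated females are a further signal that the paper does not discuss.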

How the results depend on the processing

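Only the fit without both virgin replicate 2 and mated replicate 9 was chosen after the result was seen. No paired analysis was possible because the groups share no replicate numbers. Of 1854 pairs of a named gene and another setting, 1788 kept direction and side of the threshold, 33 no longer passed, 14 newly passed and 19 changed sign. The 33 fall on 14 of the 93 tested genes, and 0 of them come from leaving out virgin replicate 2. Genes higher were 3910 with a log2 fold change above 1 and 4217 to 7199 over the other settings. Genes lower were 6877 with sample quality weights, 2343 with a log2 fold change above 1, which calls fewer genes by construction, and 3438 to 6724 with 1 library left out (4217 to 6891 higher). Virgin-restricted genes were 42 with up to 0.5 CPM in mated libraries, 0 with at least 5 CPM in virgin libraries, 11 with 3 of 4 mated libraries under the limit, 1 among genes of the authors' table, 2 to 10 with 1 library left out and 20 without both libraries. IDS gene models lower were 2 with DESeq2, with upper-quartile factors, without the expression filter and without both libraries, and 0 to 3 with 1 library left out. IDS gene models higher were 7 without both libraries and 2 to 6 with 1 left out. With an estimated correlation 0 lists were higher and 0 lower, and 45 InterPro entries were lower without the filter. None of the genes that changed sign passes the test under any of these settings. The log2 fold change of g21383 was -0.0171 with DESeq2, -0.0192 with quality weights, -0.00728 with RLE factors, -0.0664 with upper-quartile factors, -0.0125 without the filter, -0.0537 without both and -0.0256 to 0.0316 with 1 library left out. For g14484 it was -0.00312 with quality weights and -0.0247 without both. For g21682 it was -0.135 with quality weights, -0.111 without both and -0.115 to 0.208 with 1 left out, and for g1599 -0.124, -0.00895 and -0.0293 to 0.293 in the same order. For g23740 it was -0.141 to 0.0191 with 1 left out. The camera direction, coded -1, reversed for chitin metabolism and transposable element domains (library size only, no filter, and 1 library left out) and for acyltransferases (without virgin replicate 2, and without both), none of which passed. The cause of these changes was not tested. Depth limits genes below about 0.1 CPM, the level that 3 counts reach in the smallest library.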

Differences from the paper's values

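The fit without both virgin replicate 2 and mated replicate 9 was chosen only after the result was seen. The paper's values for 14 gene models of Table S4C and for g23689 (Table S3B) were set beside those computed here, and 3 of the 15 differ in sign or by more than the standard error here. Among the alternatives counted below, the fold-change threshold cannot alter a log2 fold change. The robust dispersion left that of g23689 at 6.98 as well. Both are counted among the alternatives that do not reach the paper's value.

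For g21383 of *trans*IDS5 the paper's log2 fold change is -0.00125348, and the value here is 0.0139 (standard error 0.12). Of the 19 alternatives set before the data were examined, 8 give a value within that error and of the same sign. They are DESeq2, voom with quality weights, RLE factors, upper-quartile factors, no filter, and the fits without virgin replicate 2, mated replicate 8 and mated replicate 9. The other 11 do not.

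For g4554 of *trans*IDS20 the paper's value is -4.87379, and the value here is -3.48 (standard error 0.97, and -6.14 without virgin replicate 2). Of the 19 alternatives, 1 is within the error, limma voom, and 18 are not. For g23689 the paper's value is 8.55661, and the value here is 6.98 (standard error 0.86, and 8.65 without mated replicate 9). Of the 19 alternatives, 3 are within the error, limma voom, limma voom with sample quality weights and the fit without mated replicate 9, and 16 are not.

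The paper's text lists *trans*IDS9, *trans*IDS10 and *trans*IDS11 as upregulated in virgin females beside *trans*IDS12. Here g9107 of *trans*IDS11 passed and g14822 and g14825 of *trans*IDS12 passed, while g7366 of *trans*IDS9 (log2 fold change 2.60, adjusted p = 0.0774, edgeR) and g2704 of *trans*IDS10 (0.78, adjusted p = 0.0734, edgeR) were higher without passing. The settings under which g7366 passes are DESeq2 (0.0476), limma voom (0.0375), voom with quality weights (0.00624), without virgin replicate 2 (0.0385) and without mated replicate 9 (0.0116), and for g2704 without mated replicate 9 (0.0454). Without both libraries, a setting chosen after seeing the values, g7366 (0.00221) and g2704 (0.0374) pass. In the authors' deposited table (edgeR and limma) g2704 has an adjusted p of 0.0835 and so does not pass either. That table has no row for g7366 or g9107. For *trans*IDS13 the average in Table 1 is negative and marked as significant. Its gene model g34429 went the other way, with 26 counts over the virgin and 0 over the mated libraries, too few for a test. For *cis*IDS9 the average is positive and marked as significant, while g23740 had -0.05 and did not pass (adjusted p = 0.767, edgeR). Table 1 averages over gene models and transcripts, and the transcripts were not analysed here.

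In Table S4C the column named as average log CPM holds, for the gene models compared, the log10 of the mean raw count, and in Table S3B the column named as normalised total counts holds raw counts. The Table 1 legend gives its threshold for significance with the sign for greater than.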

Other observations

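The profile of 12 genes and the fit without both libraries were chosen only after the result was seen, while the InterPro entries were to be tested from the start.

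Beyond the lists fixed by hand, 184 InterPro entries with at least 10 tested genes were compared by camera, of which 29 were higher and 25 lower in virgin females, and none (0) with an estimated correlation, while 96 passed fry. Genes with an AAA-ATPase-like domain were higher in 206 of 233 cases and lower in 8 (camera, adjusted p = 4.88e-19, and adjusted p = 0.73 with an estimated correlation). Major facilitator superfamily transporters, which carry sugars and other small molecules across membranes, had 131 of 229 higher and 17 lower, glycosyl hydrolases of family 13 had 37 of 53 higher and 1 lower, phosphatidylethanolamine-binding proteins 16 of 17 higher and annexins 13 of 15 higher. Lower in virgin females were genes with a BTB/POZ domain, with 146 of 328 lower and 45 higher (camera, adjusted p = 4.12e-06, and adjusted p = 0.73 with an estimated correlation). Protein kinase genes had 73 of 149 lower and 13 higher, cadherins, which hold cells together, 14 of 19 lower, and genes with a Fido domain 11 of 12 lower. Of all 38 genes with a lipase/vitellogenin entry, 12 were higher and 6 lower, and the set did not pass (camera, adjusted p = 0.887, and adjusted p = 0.946 with an estimated correlation).

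The gene g23689 is one of 12 called genes with at least 5 CPM in every virgin library and, in every mated library, at most 10% of the lowest virgin level, limits that were chosen after the values were seen. Both *trans*IDS12 gene models, g14822 and g14825, are among them by design, because the limits were drawn on their values and those of g23689. The carboxylesterase g5578 and the peptidase g6655 are among them too. The other 7 have no InterPro entry. They are g27515 (542 ± 213 CPM in virgin and 7.92 ± 12.0 CPM in mated females), g27514 on the same scaffold, PCITRI_00310 (242 ± 62.5 and 4.39 ± 6.33 CPM), g8905 (201 ± 86.7 and 3.10 ± 5.07 CPM), g13641, g16590, g29715 and g6612. Their adjusted p-values from edgeR lay between 0.000437 and 0.0189, and the call of g27515 was lost without mated replicate 11 (0.0597, between 0.00115 and 0.0597 over all settings). The highest mated level was that of mated replicate 9 in 11 of the 12 genes, with 25.4 CPM of g27515, 13.5 of g27514 and 10.6 of g8905. The log2 fold changes of these 3 genes were 6.10, 5.78 and 6.02, and 8.03, 7.48 and 8.44 without it, between 5.66 and 9.93, 5.35 and 8.95, and 5.57 and 9.75 over all settings. In virgin replicate 2 the 12 genes stood at 0.489 to 1.68 times the mean of the other virgin libraries, with a median of 0.587. Of these 12, g8905 and g27515 stood highest there against the other virgin libraries.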
